# Microglial senescence contributes to female-biased neuroinflammation in the aging mouse hippocampus: implications for Alzheimer’s disease

**DOI:** 10.1186/s12974-023-02870-2

**Published:** 2023-08-16

**Authors:** Sarah R. Ocañas, Kevin D. Pham, Jillian E. J. Cox, Alex W. Keck, Sunghwan Ko, Felix A. Ampadu, Hunter L. Porter, Victor A. Ansere, Adam Kulpa, Collyn M. Kellogg, Adeline H. Machalinski, Manu A. Thomas, Zsabre Wright, Ana J. Chucair-Elliott, Willard M. Freeman

**Keywords:** Microglia, Sex effects, Sex divergence, Senescence, Neuroinflammation, Hippocampus, Brain aging, Transcriptomics, Disease-associated microglia, Alzheimer’s disease

## Abstract

**Background:**

Microglia, the brain’s principal immune cells, have been implicated in the pathogenesis of Alzheimer’s disease (AD), a condition shown to affect more females than males. Although sex differences in microglial function and transcriptomic programming have been described across development and in disease models of AD, no studies have comprehensively identified the sex divergences that emerge in the aging mouse hippocampus. Further, existing models of AD generally develop pathology (amyloid plaques and tau tangles) early in life and fail to recapitulate the aged brain environment associated with late-onset AD. Here, we examined and compared transcriptomic and translatomic sex effects in young and old murine hippocampal microglia.

**Methods:**

Hippocampal tissue from C57BL6/N and microglial NuTRAP mice of both sexes were collected at young (5–6 month-old [mo]) and old (22–25 mo) ages. Cell sorting and affinity purification techniques were used to isolate the microglial transcriptome and translatome for RNA-sequencing and differential expression analyses. Flow cytometry, qPCR, and imaging approaches were used to confirm the transcriptomic and translatomic findings.

**Results:**

There were marginal sex differences identified in the young hippocampal microglia, with most differentially expressed genes (DEGs) restricted to the sex chromosomes. Both sex chromosomally and autosomally encoded sex differences emerged with aging. These sex DEGs identified at old age were primarily female-biased and enriched in senescent and disease-associated microglial signatures. Normalized gene expression values can be accessed through a searchable web interface (https://neuroepigenomics.omrf.org/). Pathway analyses identified upstream regulators induced to a greater extent in females than in males, including inflammatory mediators IFNG, TNF, and IL1B, as well as AD-risk genes TREM2 and APP.

**Conclusions:**

These data suggest that female microglia adopt disease-associated and senescent phenotypes in the aging mouse hippocampus, even in the absence of disease pathology, to a greater extent than males. This sexually divergent microglial phenotype may explain the difference in susceptibility and disease progression in the case of AD pathology. Future studies will need to explore sex differences in microglial heterogeneity in response to AD pathology and determine how sex-specific regulators (i.e., sex chromosomal or hormonal) elicit these sex effects.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-023-02870-2.

## Background

There are profound sex differences in immune responses across the lifespan, with females displaying more robust innate and adaptive immune responses. While strong immunity in females protects against infectious diseases and likely plays a role in reproductive fitness, females also have a higher incidence of autoimmunity and “inflammaging” (chronic inflammation with aging) [1, 2]. Sex differences in neuroimmunity have been implicated in sex biases observed in age-related neurodegenerative diseases (i.e., Alzheimer’s disease (AD)), suggesting a potential role for microglia in driving sexually divergent effects. In addition, genome-wide association studies (GWAS) [7–10] have identified AD risk variants within genes involved in innate immunity (i.e., SPI1, TREM2) [11]), shifting the field to examine a potential causative role of microglia in the pathogenesis of AD.

Microglia are yolk sac-derived macrophages that colonize the brain during early embryonic development. As the only resident immune cells in the brain parenchyma, microglia serve diverse roles across the lifespan, including synaptic pruning during development, surveillance for pathogens, and clearance of debris (i.e., apoptotic cells), among others. Single-cell analyses of microglia from young mouse brains (E14.5, P4/5. P100) failed to identify major sex differences in microglial subpopulations [3]. These findings align with results from our group, which suggest that sex differences in the neuroinflammatory signaling pathways emerge with age in the mouse hippocampus, and that sex differences in youth are quite limited outside sex-chromosomal encoded dimorphisms (i.e., *Xist*) [4, 5]. However, to our knowledge, no studies have examined the transcriptomic and translatomic signatures of sex differences specifically in the microglia of the young and aged mouse hippocampus.

In the aging brain, microglia adopt heterogeneous functional states defined by their motility, phagocytic capacity, transcriptional programming, cell surface marker expression, and secretory phenotype. Ultimately, microglial proliferation can lead to replicative senescence, which has a phenotype that mirrors the disease-associated state observed in mouse models of AD [6]. Senescent cell characteristics include: (1) cell cycle arrest, (2) resistance to apoptosis, and (3) upregulation of the senescence-associated secretory phenotype (SASP) factors. We hypothesize that female microglia have a greater burden of inflammation and senescence compared to males, thus contributing to the sex biases observed in age-related brain disease.

To test our hypothesis, we isolated and analyzed hippocampal microglial transcripts from young and old mice of both sexes using two approaches validated to minimize ex vivo activational artifacts [7, 8]. We found that female microglia upregulate neuroinflammatory signaling pathways in the aging brain more than males. Female microglia also display a robust senescent and disease-associated phenotype with aging which is less evident in male microglia. These data suggest that a sex-specific stimulus (i.e., sex hormones or sex chromosomes) interact with aging to drive female microglia to a greater senescent phenotype than males, contributing to the heightened pro-inflammatory environment in the aged female brain. This sexually divergent microglial reactivity may contribute to the female-biased prevalence and progression of age-related brain diseases, such as AD. To provide a tool for assessing microglial sex differences to the field, normalized gene expression levels for the transcriptomic and translatomic analyses have been deployed to a searchable web interface (https://neuroepigenomics.omrf.org/).

## Main text

### Materials and methods

#### Experimental animals

All animal procedures were approved by the Institutional Animal Care and Use Committee at the Oklahoma Medical Research Foundation and performed in accordance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals. All mice were housed at the Oklahoma Medical Research Foundation under SPF conditions in a HEPA barrier environment on a 14/10 light/dark cycle (lights on at 6:00 am). Male and female C57BL/6N mice were obtained from the NIA aging colony at 3 and 22 months of age (mo) and aged to 6 and 25 mo, respectively (*n* = 3–5/sex/age). Cx3cr1-cre/ERT2^+/+^ males (Stock #020940) [9] were mated with NuTRAP^flox/flox^ females (Stock #029899) [10] to generate the desired progeny, Cx3cr1-cre/ERT2^+/wt^; NuTRAP^flox/wt^ (Cx3cr1-NuTRAP), as previously performed [7]. The NuTRAP allele labels microglial ribosomes with eGFP and nuclei with biotin/mCherry, in a Cre-dependent manner [10]. Cre-negative controls (Cx3cr1-cre/ERT2^wt/wt^ NuTRAP^flox/wt^) were used in flow cytometric and immunohistochemical experiments. Male and female Cx3cr1-NuTRAP mice were aged to 6 and 22 mo before tissue collection (*n* = 5–7/sex/age) for RNA-Seq. A second cohort of male and female Cx3cr1-NuTRAP mice were aged to 8–13 mo and 23–26 mo (*n* = 4/sex/age) for TRAP-RT-qPCR and INTACT telomere assays. DNA was extracted from mouse ear punch samples for genotyping. Genotyping was performed using standard PCR detection of Cx3cr1-cre/ERT2 (Jax protocol 27232; primers: 20669, 21058, 21059) and NuTRAP floxed allele (Jax protocol 21509; primers: 21306, 24493, 32625, 32626), as previously described [7]. Mice were euthanized by cervical dislocation, followed by rapid decapitation, in line with the AVMA Guidelines for the Euthanasia of Animals.

#### Tamoxifen (TAM) induction of cre recombination in Cx3cr1-NuTRAP mice

At 3–5 mo, mice received a daily intraperitoneal injection of TAM solubilized in 100% sunflower seed oil by sonication (100 mg/kg body weight, 20 mg/ml stock solution, #T5648; Millipore Sigma) for five consecutive days, as previously performed [7, 8, 11]. Brain tissue was harvested at least 3 months following TAM administration to “wash-out” labeling of circulating monocytes [8].

#### Preparation of single-cell suspension from mouse brain

Brain tissue was isolated from C57BL6/N or Cx3cr1-NuTRAP mice. The hippocampus or cortex was rinsed in D-PBS, minced, and placed into gentleMACS C-tubes (#130-093-237, Miltenyi Biotec), and processed to create a single-cell suspension using the Adult Brain Dissociation Kit (#130-107-677, Miltenyi Biotec) supplemented with Actinomycin D (#A1410, Sigma-Aldrich), Triptolide (#T3652, Sigma-Aldrich), and Anisomycin (#A9789, Sigma-Aldrich) and homogenized on the gentleMACS Octo Dissociator System (#130-095-937, Miltenyi Biotec), as previously described [12]. Following debris removal (#130-109-398, Miltenyi Biotec), cells were resuspended in 1 mL 0.5% BSA in D-PBS (#130-091-376, Miltenyi Biotec) and filtered through a 35 µm filter (#352235, Fisher Scientific).

#### CD11b magnetic labeling and separation (CD11b-MACS)

Hippocampal cells from C57BL6/N mice were pelleted at 300 × *g* for 10 min at 4 °C then resuspended in 90 µL of 0.5% BSA in D-PBS and 10 µL of CD11b (Microglia) MicroBeads (#130-093-634, Miltenyi Biotec) followed by thorough mixing. The cells were then labeled by incubating with the CD11b-beads for 15 min at 2–8 °C. After incubation, labeled cells were washed in 1 mL of 0.5% BSA in D-PBS and then centrifuged at 300 × *g* for 10 min. Cells were resuspended in 700 µL of 0.5% BSA in D-PBS. 200 µL of the cell suspension was reserved as the CD11b-MACS Input for flow cytometric and RNA-Seq analyses. The remaining 500 µL was processed on the autoMACS Pro Separator (#130-092-545, Miltenyi Biotec). After priming the autoMACS instrument, the sample and collection tubes were placed in a cold Chill5 tube rack (#130-092-951, Miltenyi Biotec), collecting both positive and negative fractions. The double-positive selection (Posseld) program was used to elute highly pure CD11b^+^ cells. 50 µL of the positive fractions were reserved for flow cytometric analysis. The remaining cells were pelleted at 1000 × *g* for 10 min at 4 °C and lysed in 350 µL of Buffer RLT (Qiagen) supplemented with 3.5 µL of 2-β mercaptoethanol (#444203, Sigma) before being stored at − 80 °C.

#### Antibody labeling for flow cytometry

Reserved cells from the CD11b-MACS Input were split into four 50 µL aliquots for antibody labeling. The first aliquot was untreated as an “Unstained” control; the second aliquot containing 1 µL of CD11b-APC antibody (#130-113-793, Miltenyi Biotec); the third aliquot containing 1 µL of CD45-VioBlue antibody (#130-110-802, Miltenyi Biotec); and the fourth aliquot containing 1 µL each of CD11b-APC antibody and CD45-VioBlue antibody. The reserved cells from the positive fraction were also stained with 1 µL each of CD11b-APC antibody and CD45-VioBlue antibody. All samples were mixed well and incubated for 10 min in the refrigerator (2–8 °C) protected from light. Following incubation, cells were washed with 1 mL of 0.5% BSA in D-PBS and pelleted at 300 × *g* for 10 min, and then resuspended in 250 µL of 0.5% BSA in D-PBS for flow cytometric analyses.

#### Flow cytometry analysis of CD11b-MACS purity

Analyses of the cells labeled in the previous section were conducted on a MACSQuant Analyzer 10 Flow Cytometer (#130–096-343, Miltenyi Biotec). Post-sort purity was assessed by the percent of CD11b^+^CD45^+^ singlets using MACSQuantify v2.13.0 software. Following analysis, all four aliquots from the CD11b-MACS Input were combined, pelleted at 1000 × *g* for 10 min at 4 °C and lysed with 350 µL of Buffer RLT supplemented with 3.5 µL of 2-β mercaptoethanol before storing at − 80 °C.

#### TRAP isolation from Cx3cr1-NuTRAP hippocampus (Cx3cr1-TRAP)

Hippocampal tissue was isolated from Cx3cr1-NuTRAP mice of both sexes at 6 and 22 mo (*n* = 5–7/sex/age). The hippocampi from both hemispheres were minced into small pieces and homogenized in 100 µL ice-cold TRAP homogenization buffer (50 mm Tris, pH 7.4; 12 mm MgCl_2_; 100 mm KCl; 1% NP-40; 1 mg/ml sodium heparin; 1 mm DTT; 100 μg/ml cycloheximide [#C4859-1ML, Millipore Sigma]; 200 units/ml RNaseOUT Recombinant Ribonuclease Inhibitor [#10777019; Thermo Fisher Scientific]; 1 × complete EDTA-free Protease Inhibitor Cocktail [#11836170001; Millipore Sigma] with a Kimble pellet pestle mixer [#749540-0000; DWK Life Sciences), as previously described [7, 8]. Volume was brought up to 1.5 mL with TRAP homogenization buffer. Homogenates were centrifuged at 12,000 × *g* for 10 min at 4 °C. After centrifugation, 100 μL of the cleared supernatant was saved as TRAP Input. The remaining supernatant was incubated with 5 μg/μL of anti-GFP antibody (ab290; Abcam) at 4 °C with end-over-end rotation for 1 h. A volume of 50 µL per sample of Protein G Dynabeads (#10003D; Thermo Fisher Scientific) was washed three times in 1-mL ice-cold low-salt wash buffer (50 mm Tris, pH 7.5; 12 mm MgCl_2_; 100 mm KCl; 1% NP-40; 100 μg/ml cycloheximide; 1 mm DTT) and then resuspended in the original volume of low-salt wash buffer. 50 µL of washed beads were added to each cleared homogenate and incubated at 4 °C with end-over-end rotation overnight. Following overnight incubation, the beads and GFP-bound polysomes were washed three times with 0.5 mL of high-salt wash buffer (50 mm Tris, pH 7.5; 12 mm MgCl_2_; 300 mm KCl; 1% NP-40; 100 μg/mL cycloheximide; 2 mm DTT) using a magnetic stand for separation. After the last wash, 350 μL of Buffer RLT (Qiagen) was supplemented with 3.5 μl of 2-β mercaptoethanol (#444203, Millipore Sigma) and added to the washed beads. Samples were incubated with mixing on a ThermoMixer (Eppendorf) for 10 min at room temperature. The beads were magnetically separated, and the supernatant (Positive Fraction) was transferred to a new tube. RNA was isolated using the RNeasy Mini kit (#74104, QIAGEN) according to the manufacturer’s instructions. RNA was quantified with a Nanodrop One^c^ spectrophotometer (#ND-ONEC-W, Thermo Fisher Scientific), and its quality was assessed by HSRNA ScreenTape (#5067-5579, Agilent Technologies) with a 4150 TapeStation analyzer (#G2992AA, Agilent Technologies).

#### RNA extraction

Input and positive fraction samples from CD11b-MACS and Cx3cr1-TRAP were removed from storage and thawed on ice. The lysate was then loaded onto a QIAshredder spin column (#79656, Qiagen) and placed in a 2-mL collection tube before being centrifuged for 2 min at full speed. RNA was then isolated using an AllPrep Mini Kit (#80204, Qiagen) according to the manufacturer’s instructions. RNA was quantified with a Nanodrop One^C^ spectrophotometer (#ND-ONEC-W, ThermoFisher Scientific) and quality-assessed by HSRNA ScreenTape (#5067-5579, Agilent Technologies) with a 4150 TapeStation analyzer (#G2992AA, Agilent Technologies).

#### Library construction and RNA-sequencing (RNA-seq)

Directional RNA-Seq libraries were made according to the manufacturer’s protocol from 5 to 100 ng RNA. Poly-adenylated RNA was captured using NEBNext Poly(A) mRNA Magnetic Isolation Module (#NEBE7490L, New England Biolabs) and then processed using NEBNext Ultra II Directional Library Prep Kit for Illumina (#NEBE7760L, New England Biolabs) for the creation of cDNA libraries. Library sizing was performed with HSD1000 ScreenTape (#5067-5584, Agilent Technologies) and quantified by Qubit dsDNA HS Assay Kit (#Q32851, ThermoFisher Scientific) on a Qubit 4 Fluorometer (#Q33226, ThermoFisher Scientific). The libraries for each sample were pooled at 4 nM concentration and sequenced using an Illumina NovaSeq 6000 system (SP PE50bp, S4 PE150).

#### RNA-Seq analysis

After sequencing, reads were aligned against the mm10 transcriptome and genome (UCSC) in StrandNGS software (v4.0; Strand Life Sciences). Parameters for alignment and filtering included: adapter trimming, fixed 2-bp trim from 5′ and 2 bp from 3′ ends, a maximum number of one novel splice allowed per read, a minimum of 90% identity with the reference sequence, a maximum 5% gap, and trimming of 3′ ends with *Q* < 30. Alignment was performed directionally with Read 1 aligned in reverse and Read 2 in the forward orientation, as previously [8]. Binary alignment map (BAM) files were exported from StrandNGS software for further analysis. The Rsubread package [13] was used to quantify the read counts using the featureCount command. Normalization and differential expression calling was then performed using edgeR [14] with the quasi-likelihood pipeline [15]. Differentially expressed genes (DEGs) (GLM QLF < 0.1, |FC|> 1.25) were identified for each of the comparisons (YF v YM, OF v OM, OF v YF, OM v YM) as well as the interaction term. DEGs were uploaded to Ingenuity Pathway Analysis software (IPA; Qiagen) to assess the biological significance of differential expression. Heatmaps of DEGs and pathway activation z-scores were made using Morpheus software (https://software.broadinstitute.org/morpheus). Volcano plots were made in R using the EnhancedVolcano package. Upset plots were created using the UpSetR package. Gene set enrichment analysis (GSEA) was run using GSEA v4.1.0 [16]. For the differential transcript analysis of the *Cdkn2a* gene, StrandNGS software was used for quantitation.

#### Assessment of Cx3cr1-NuTRAP Cre specificity by flow cytometry

Adjacent cortex tissue from the same Cx3cr1-NuTRAP mice used for the hippocampal TRAP-Seq analyses were collected for flow cytometric analyses. After creating a single-cell suspension (as described above), cells were labeled with CD11b and CD45 fluorescent antibodies. Analyses of the labeled cells were conducted on a MACSQuant Analyzer 10 Flow Cytometer (#130-096-343, Miltenyi Biotec). The proportion of eGFP^+^ cells that co-labeled with CD11b^+^CD45^+^ was assessed and compared between groups using MACSQuantify v2.13.0 software.

#### Analysis of microglial phenotypic state by age and sex by flow cytometry

Single-cell suspensions of hippocampal tissue were created from young (2–4 mo) and old (23 mo) mice of both sexes (*n* = 6–7/sex/age) from C57BL/6 background, using the same cell preparation technique described above. One sample was removed from the young male group as an outlier due to technical variation and based off a ROUT outlier test (*Q* = 1%). Following the creation of the single-cell suspensions, cells were pelleted at 300 × *g* for 10 min at 4 °C and the supernatant was discarded. Next, the cells were resuspended in 50 µL TruStain FcX (#101319, BioLegend) diluted 1:200 in Cell Staining Buffer (#420201, BioLegend) and incubated at room temperature for 5 min. Samples were brought up to 100 µL using Cell Staining Buffer. To assess microglial phenotypic states, the following antibodies were added to each sample: CD11b-BV421 (#101235, BioLegend), CD16.2-BV510 (#149531, BioLegend), CD11c-BV605 (#117334, BioLegend), CD317-BV650 (#127019, BioLegend), CD45-BV785 (#103149, BioLegend), CD63-PE (#143903, BioLegend), CD282-PE/Cy7 (#153011, BioLegend), CLEC7A-APC (#130-102-985, Miltenyi Biotec), and P2RY12-APC/F810 (#848013, BioLegend). Single-stained controls were used to compensate for spectral overlap. The cells were incubated with the antibody for 30 min at 4 °C protected from light. Cells were then washed prior to analysis on a Cytek Aurora flow cytometer in the OMRF Flow Cytometry core facility. Analysis was conducted in FlowJo v10.9.0. Cell populations were gated on FSC-H vs. SSC-H and then singlets were selected based on the FSC-A vs. FSC-H. Next auto-fluorescent cells were gated out by plotting auto-fluorescence vs. FSC-A. Microglial cells (CD11b^+^CD45^mid^) were then selected from this population. All downstream analyses were based on the percentage of microglial cells expressing specific markers or the median fluorescent intensity (MFI) of a marker within the microglial population. Statistical analysis was conducted in GraphPad Prism using a mixed-effects model, with matching by age and collection date, and Sidak’s multiple comparisons test.

#### RT-qPCR analysis from TRAP-isolated RNA

Relative gene expression levels were quantified by qPCR as previously described [17, 18]. Starting with 20 ng of TRAP-isolated RNA, cDNA was synthesized using the ABI High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems Inc., Foster City, CA). qPCR was performed with gene-specific primer probe fluorogenic exonuclease assays (PrimeTime qPCR Probe Assays, Integrated DNA Technologies, Coralville, Iowa, Additional file 5: Table S1) and the QuantStudio 5 Real-Time PCR System (Applied Biosystems). Relative gene expression (RQ) was calculated with Expression Suite v 1.3 software using the 2^−ΔΔ^Ct analysis method with *Hprt* (Mm01324427_m1, TaqMan, Life Technologies, Waltham, MA) as an endogenous control. Statistical analysis of the qPCR data was performed using GraphPad Prism 9 (San Diego, CA). Two-way ANOVA was performed followed by the Tukey’s multiple comparison test (*p* < 0.05).

#### Creation of nuclear suspension

The hippocampi from both hemispheres of Cx3cr1-NuTRAP mice were cut into four pieces and added to the pre-cooled gentleMACS C-tube (#130-096-334, Miltenyi Biotec) pre-filled with 2 mL ice-cold Nuclei Extraction Buffer (#130-128-024, Miltenyi Biotec) supplemented with 0.2 U/μL RNase inhibitor (#2489605, Thermo Fisher Scientific) (referred to as Nuclei Extraction Buffer hereafter). The gentleMACS C-tube was mounted onto the gentleMACS Dissociator (#130-095-937, Miltenyi Biotec) and ran gentleMACS Program 4C_nuclei1. After termination of the program, the nuclear suspension was filtered through the MACS SmartStrainer (100 μm) (#130-098-463, Miltenyi Biotec) into a 15-mL conical tube. The filter was washed with 2 mL ice-cold Nuclei Extraction Buffer for maximum nuclei recovery. The filter was discarded, and the nuclear suspension was centrifuged at 300 × *g* at 4˚C for 5 min. The supernatant was aspirated, and the nuclei pellet was resuspended in 2 mL of ice-cold resuspension buffer (1 M HEPES [#J16924-AE, ThermoFisher Scientific]; 5 M NaCl [#01094764, ThermoFisher Scientific]; 90 mM KCl [#01276444, ThermoFisher Scientific]; 2 mM EDTA [#01216827, ThermoFisher Scientific]; 0.5 mM EGTA [#40520008-1, bioWORLD]) with 1X protease inhibitor (#1861278, ThermoFisher Scientific) (referred to as NPB hereafter) by slowly and gently pipetting the sample up and down for ten times. The nuclear suspension was filtered through the MACS SmartStrainer (30 μm) (#130-098-458, Miltenyi Biotec) into a 15-mL conical tube. The sample was centrifuged at 500 × *g* for 5 min at 4 °C. The supernatant was then aspirated, and the nuclear pellet was resuspended with 200 μL Nuclei EZ Storage buffer (#NUC-101, Millipore Sigma) by briefly vortexing. Twenty microliters of the sample were reserved as nuclei input sample. The remaining nuclei sample was filled back to 2 mL volume with ice-cold NPB with 1X protease inhibitor and subjected to the INTACT protocol.

#### INTACT isolation of hippocampal microglial DNA

INTACT isolation of microglial nuclei from Cx3cr1-NuTRAP hippocampi was performed as previously described, with all steps carried out at 4 °C [7]. Briefly, each hippocampal nuclei suspension was subjected to a 40-min incubation with 30 µL pre-washed M-280 Streptavidin Dynabeads (#11205, ThermoFisher Scientific). The mixture of nuclei and beads in each sample was placed on a Dyna-2 magnetic stand (#12321.D, ThermoFisher Scientific) for 3 min, to separate biotinylated nuclei, corresponding to microglia (positive fraction), from nuclei from other cell types (negative fraction). After removal of the supernatant (negative fraction), the positive nuclear fraction was washed in 1 mL of NPB three times, and resuspended in 30 μL of NPB. Both input and positive fractions were stored at -80˚C until the DNA extraction was performed.

#### gDNA extraction

Input and positive fraction nuclear samples from the Cx3cr1-NuTRAP mice were removed from storage and thawed on ice. DNA was then isolated using AllPrep DNA/RNA Mini Kit (#80204, Qiagen) according to the manufacturer’s instructions. DNA was quantified with a Nanodrop One^C^ spectrophotometer (#ND-ONEC-W, ThermoFisher Scientific), Qubit4 Fluorometer (#2322619089537, ThermoFisher Scientific), and quality-assessed by Genomic DNA ScreenTape (#5067-5365, Agilent Technologies) with a 4150 TapeStation analyzer (#G2992AA, Agilent Technologies).

#### Telomere length assay

INTACT-isolated DNA from the input and positive fractions were normalized to 0.5 ng/µL. Relative telomere length was measured using a previously described RT-qPCR method with minor modifications [19]. Briefly, 1 ng DNA from each sample was combined with PowerUp SYBR Green Master Mix (#A25741, ThermoFisher) and specific primers for either 36B4 (control) or telomere sequences (Additional file 5: Table S1). Samples were run in triplicate on the Quantstudio5 using the following cycling conditions: denaturation at 95 °C for 10 min followed by 40 cycles of 95 °C for 15 s and 60 °C for 1 min. Telomere length data were normalized to the 36B4 control using the 2^−ΔΔCt^ method.

#### Immunohistochemistry

For immunohistochemistry (IHC), mouse brains were harvested from both female and male Cx3cr1-NuTRAP mice and hemisected. Samples were fixed in 4% PFA for 4 h and cryoprotected in PBS containing 30% sucrose. Samples were then cryo-embedded in Optimal Cutting Temperature medium (Tissue-Tek, #4583) and sectioned at a thickness of 12-µm using the Cryostar NX70 (ThermoFisher Scientific) [7, 8]. For analysis of CD11b and CD11c expression, cryo-sectioned samples were thawed at room temperature for 5 min and mounted onto a Shandon Sequenza Immunostaining Center Slide Rack (#73310017, Epredia, Kalamazoo, MI) for immunostaining. The slides were then washed three times with 1% Triton X-100 in PBS to rehydrate, followed by blocking with 10% normal donkey serum for 1 h at room temperature. Primary antibodies (Additional file 5: Table S1) were added to an incubation buffer (1% BSA, 1% Normal Serum, 0.3% Triton X-100 in PBS) according to the dilutions indicated below and incubated for 22 h at 4 °C. On the following day, slides were washed three times with 1 × PBS, followed by a 1-h incubation with secondary antibodies (Additional file 5: Table S1). Slides were washed three times before a 5-min incubation with DAPI followed by one last wash with 1 × PBS before mounting.

A Zeiss LSM 710 Confocal microscope at the OMRF Imaging Core was used to capture the dentate gyrus region of sagittal brain sections. The images were collected at 20X magnification using the Z-stack (1.00 µm step size and a total of 15–17 slices) and tile scan feature and stitched in their native format (.czi). Images were processed using ImageJ (Fiji) and then exported as.png files for figure assembly. The instrument settings used for raw capture and image processing are disclosed in Additional file 5: Table S1. Separated channels for the images presented in Fig. 5C, D are given as Additional file 2: Fig. S2.

#### Statistics

Boxplots were generated using GraphPad Prism software. The box represents the median ± interquartile range with whiskers extending to the minimum and maximum values within the dataset. Two-way ANOVAs were performed with factors of age (O v Y) and sex (F v M) and the interaction of age:sex. Post hoc comparisons were made and corrected for using either Tukey’s or Sidak’s multiple comparisons tests, as indicated in the figure legends.

## Results

This study aimed to analyze the sex-differential gene expression response of female and male hippocampal microglia to brain aging. To this end, mice of both sexes were collected at young (5–6 months old [mo]) and old (22–25 mo) ages (Fig. 1A). To ensure rigor and reproducibility, microglial RNA was enriched from acutely isolated hippocampal tissue by two previously validated methods to minimize ex vivo activational confounds of microglial isolation [8]: (1) CD11b^+^ magnetic-activated cell sorting (CD11b-MACS) from C57BL/6N mice with the inclusion of transcription and translation inhibitors during cell preparation, and (2) Translating Ribosome Affinity Purification from Cx3cr1-NuTRAP mice [7] (Cx3cr1-TRAP) which allow for transcriptome and translatome assessments, respectively.

**Fig. 1:**
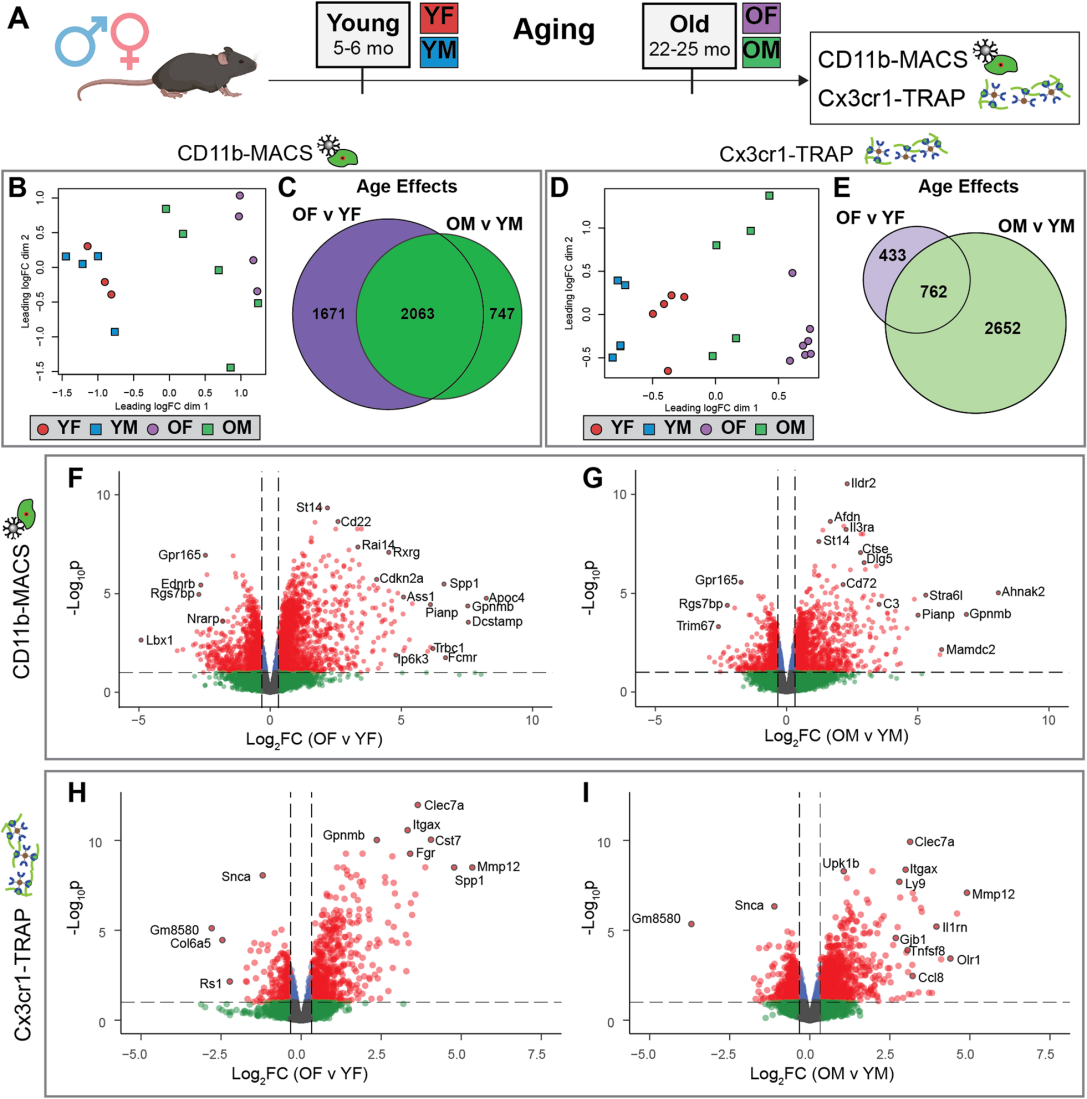
Analysis of sex-specific microglial transcriptomic (CD11b-MACS) and translatomic (Cx3cr1-TRAP) age effects from mouse hippocampus. **A** Schematic of experimental grouping. Male and female C57BL/6N or Cx3cr1-NuTRAP mice were collected at young (5–6 months) and old (22–25 months) timepoints to form four groups: (1) young female (YF), (2) young male (YM), (3) old female (OF), and (4) old male (OM). Stranded RNA-Seq libraries were constructed from microglial RNA isolated by CD11b-MACS (*n* = 3–5/sex/age) or Cx3cr1-TRAP (*n* = 5–7/sex/age) and sequenced on an Illumina NovaSeq6000 platform. Demultiplexed fastq files were aligned and deduplicated in StrandNGS software prior to quantification (featureCounts) and differential expression calling (edgeR) in R. **B** Multidimensional scaling (MDS) plot of CD11b-MACS gene expression shows separation in the first dimension by age. Of note, the young samples do not show separation by sex, whereas the old samples can be separated into male and female groups. **C** Sets of differentially expressed genes (GLM QLF-test, FDR < 0.1) showing an age effect in females (OF v YF) or males (OM v YM) within the CD11b-MACS dataset were compared by Venn diagram. **D** MDS plot of Cx3cr1-TRAP gene expression shows separation in the first dimension by age and sex. **E** Sets of differentially expressed genes (GLM QLF-test, FDR < 0.1) showing an age effect in females (OF v YF) or males (OM v YM) within the Cx3cr1-TRAP dataset were compared by Venn diagram. Volcano plots of differentially expressed genes with age (GLM QLF-test, FDR < 0.1, |FC|> 1.25) within CD11b-MACS for **F** females and **G** males, in addition to Cx3cr1-TRAP for **H** females and **I** males

### CD11b-MACS of C57BL6/N mouse hippocampus results in highly pure microglia for transcriptomic analyses

At young (5–6 mo) and old (22–25 mo) ages, C57BL6/N mice of both sexes were collected for CD11b-MACS isolation from acutely isolated hippocampus. Following hippocampal dissection, the tissue was enzymatically and mechanically dissociated with the inclusion of transcription and translation inhibitors to prevent ex vivo activational artifacts, as previously performed [8]. 

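Microglia of the hippocampus were sorted on CD11b, an integrin of myeloid cells, and their RNA was sequenced from stranded libraries. The groups held 3 young female (YF), 4 young male (YM), 4 old female (OF) and 5 old male (OM) libraries of C57BL/6N mice. The paper's methods give ages of 6 and 25 months, and the sample annotation gives 5 to 6 and 22 to 25 months. Libraries are named below by group and replicate number, so that OF4 is old female 4. The authors aligned the reads to mm10 in StrandNGS, removed duplicates, counted reads per gene with featureCounts, and used edgeR to give CPM, that is reads scaled to a library size corrected with the trimmed mean of M-values (TMM). The values covered 12687 genes, and every one was a whole number of reads within 0.1 read once divided by its library's value of 1 read. These reads summed to 10369557 to 11990826 (median 11361135) in YF, 8801209 to 11897632 (median 11494400) in YM, 11100068 to 15845820 (median 11600361) in OF and 10234238 to 14761796 (median 13646788) in OM. Genes were tested with limma (mean trend and robust variances) on log2(CPM + 0.5), with all 4 groups in 1 fit, and called at a Benjamini-Hochberg adjusted p under 0.1. The difference in the age effect between females and males was tested in the same fit as an interaction. Gene lists fixed beforehand were tested with camera at a preset correlation of 0.01 and again at a correlation estimated from the data. Adjusted p values of lists were taken over 150 tests per method.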

The mixed cell suspension was then incubated with CD11b magnetic beads and magnetically separated. RNA was isolated from an aliquot of the mixed cell suspension (Input) and sorted CD11b^+^ cells (Positive Fraction), and processed for RNA-Seq analysis (Additional file 1: Fig. S1). The purity of the CD11b-MACS positive fraction was assessed by flow cytometry in comparison to the input (Additional file 1: Fig. S1B-C). The CD11b-MACS positive fraction was composed of ~ 80% CD11b^+^CD45^+^ cells, regardless of age or sex, as compared to 10–20% in the input (Additional file 1: Fig. S1C, two-way ANOVA, main effect input v. positive fraction, ***p < 0.001).

### Cx3cr1-TRAP captured translating microglial RNA from Cx3cr1-NuTRAP mouse hippocampus

At young (5–6 mo) and old (22–25 mo) age, Cx3cr1-NuTRAP mice of both sexes were collected for isolation of translating microglial RNA from acutely isolated hippocampus. 

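The second experiment purified RNA bound to tagged ribosomes of Cx3cr1-expressing cells from whole hippocampus, from other mice than those sorted on CD11b. It held 5 YF, 5 YM, 7 OF and 5 OM libraries. The paper's methods give ages of 6 and 22 months, and the sample annotation again gives 5 to 6 and 22 to 25 months. Libraries are named by group and by the number in the sample title, which comes from one series for every young library (YM1436 to YM1445) and from others for every old one (OM203 to OF400). Age and this number series can therefore not be told apart. The file covered 15198 genes, of which 12218 were also in the CD11b-MACS file. Values were in the same unit and were whole reads within the same tolerance, with totals of 10903563 to 13833244 (median 12700739) in YF, 10746875 to 14674776 (median 12177535) in YM, 10937866 to 14146817 (median 11272590) in OF and 11174649 to 13662971 (median 11411170) in OM. The tests were those used for CD11b-MACS, in a fit of their own, and libraries of the 2 methods were never joined in 1 fit. Input RNA from before the purification was not analysed here.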

Following hippocampal dissection, tissue was homogenized in a buffer containing translation inhibitors to maintain interaction between the translating RNA and polysomes. Separation of microglial eGFP-tagged polysomes (and associated RNA) was then conducted using the TRAP procedure (Additional file 1: Fig. S1D). Flow cytometry from adjacent cortex samples was conducted to confirm the identity of eGFP-labeled cells as microglia (Additional file 1: Fig. S1E–H). There was a distinct eGFP^+^ population across all groups, accounting for ~ 15% of the total cell population (Additional file 1: Fig. S1E, F). Among the eGFP^+^ cells, approximately 95% co-expressed CD11b^+^CD45^+^, thereby confirming the microglial identity of the eGFP^+^ population (Additional file 1: Fig. S1G, H).

A previous report from our group confirmed that the CD11b-MACS and Cx3cr1-TRAP isolation techniques resulted in high levels of microglial enrichment, but may also isolate transcripts from other brain-resident macrophages [8]. 

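Markers of border-associated macrophages, the non-microglial macrophages of meninges and perivascular spaces, were present in both methods. Their list of 17 genes, which includes Mrc1, Lyve1, Pf4 and Cd163, had a median of 30.0 CPM in CD11b-MACS and 10.5 CPM in Cx3cr1-TRAP in young females. Homeostatic microglial genes such as P2ry12 and Gpr34 had a median of 1318 CPM in CD11b-MACS and 353 CPM in Cx3cr1-TRAP in the same group. Mrc1, a mannose receptor, measured 316 ± 141 (SD, n = 3) and 88.7 ± 7.37 (SD, n = 4) CPM in YF and OF of CD11b-MACS, and 86.3 ± 28.4 (SD, n = 5) and 48.9 ± 17.3 (SD, n = 7) CPM in those of Cx3cr1-TRAP. With age, 10 of 17 members were lower and 1 higher in females of CD11b-MACS, 5 and 0 in males, and 3 and 1 in females and 0 and 2 in males of Cx3cr1-TRAP. Without OM204 and OM319 the numbers of Cx3cr1-TRAP were 7 and 1 in females and 0 and 1 in males. The median log2 fold change in those males was 0.15 over all libraries and -0.31 without these libraries. Those lower in CD11b-MACS included Mrc1 (log2 fold change -1.74 and -1.05) and Lyve1 (-1.79 and -1.27) (12 and 8 members lower when adjusted over the list alone). The adjusted camera p in CD11b-MACS was 3.2e-05 and 0.00456, and the adjusted p = 0.580 and 0.719 with an estimated correlation. Leaving out 1 library ended the call of Lyve1 (without YM1, YM3, OM4 or OM5, adjusted p 0.117 to 0.179). Markers of cells outside the myeloid lineage were low in the sorted cells and higher in the ribosome-bound RNA, with medians in young females of 1.91 and 473 CPM for neurons, 1.56 and 92.5 CPM for astrocytes and 5.63 and 27.2 CPM for oligodendrocytes.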

For ease of explanation, we will refer to these cells as microglia; however, it is important to note that there may also be contributions from non-microglial macrophages as well.

### Hippocampal microglia showed a consistent aging signature across both methods

Following the assessment of purity, microglial transcriptomic (CD11b-MACS) and translatomic (Cx3cr1-TRAP) analyses were conducted. A multidimensional scaling (MDS) plot of the CD11b-MACS transcriptomic analysis showed separation in the first component by age (Fig. 1B). Although there was no separation of male and female microglia in the young samples, there were distinct clusters for old females (OF) and old males (OM) (Fig. 1B), with OF being further to the right on the first component, that was associated with age, than OM. 

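Old and young libraries of CD11b-MACS did not overlap on the first dimension, which held 40.4% of the variance of the leading 500 genes per pair. Old libraries averaged 0.72 ± 0.41 (SD, n = 9) and young libraries -0.93 ± 0.20 (SD, n = 7) in log2 units (two-sided exact permutation test, p = 8.7e-05, the smallest p these groups allow). Old females averaged 0.97 ± 0.11 (SD, n = 4) and old males 0.52 ± 0.47 (SD, n = 5), a difference of 0.45 that was within the spread of the males (exact permutation test, p = 0.119). OM1 lay at 1.12, beyond every old female, while OM4 and OM5 lay at -0.050 and 0.16, nearest to the young libraries. On the second dimension the difference between old females and old males was 0.50 (exact permutation test, p = 0.294). Among young libraries the sexes differed by 0.12 on the first dimension (exact permutation test, p = 0.486, n = 3 and 4). The gene with the largest rise with age in both sexes was Gpnmb, a lysosomal glycoprotein that marks lipid-laden macrophages. It measured 213 ± 83.8 (SD, n = 4) CPM in OF, 81.9 ± 59.4 (SD, n = 5) in OM and 1.14 ± 0.111 (SD, n = 3) in YF.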

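Gpnmb and Spp1 were among the genes that rose most with age in both sexes of CD11b-MACS, and Rgs7bp and Gpr165 among those that fell most. The largest rises were in Gpnmb, with a log2 fold change of 6.95 (SE 0.57, adjusted p = 3.0e-06 from limma) in females and 6.06 (SE 0.50, adjusted p = 8.0e-06 from limma) in males, and in Spp1, the secreted phosphoprotein osteopontin. Pianp, which encodes a ligand of the inhibitory receptor PILRA, rose by 5.72 and 4.33, and Cspg4, a proteoglycan known from pericytes and glial precursors, by 4.85 and 3.88. The largest falls common to both sexes were in Rgs7bp, an anchor of G-protein regulators (-2.55 and -2.21), the orphan receptor Gpr165 (-2.43 and -1.74) and the endothelin receptor Ednrb (-2.33 and -1.75), all at adjusted p under 0.1 from limma. In females 3781 genes were called and in males 2797. Of these, 2058 were called in both sexes, 1211 higher and 847 lower with age, and none moved in opposite directions. Independent calls would share 834. Of the 1723 genes called in females only, 1594 moved in the same direction in males, and of the 739 called in males only, 685 did so in females. The interaction test called 0 genes as differing in age effect between the sexes, with 758 at an unadjusted p under 0.05. DESeq2 on the recovered reads called 22, edgeR 0, and the count was 4 without YF4, 2 without OF1 and 72 without OM1. Of 82 ribosomal protein genes, which encode the core of the translation machinery, 79 were higher in old females and 78 in old males (79 and 79 when adjusted over the list alone, camera adjusted p = 1.5e-43 and 3.4e-39, adjusted p = 0.261 and 0.269 with an estimated correlation).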

The CD11b-MACS transcriptomic analysis identified 3734 genes differentially expressed by age in females and 2810 genes differentially expressed by age in males, with 2063 age effects in common between both sexes (Fig. 1C; Additional file 6: Table S2) (quasi-likelihood (QL) F-test, FDR < 0.1). For the Cx3cr1-TRAP translatomic analyses, the MDS plot showed separation in the first component by both age and sex, with young samples clustering to the left, old samples to the right, and separation by sex at both ages (Fig. 1D). 

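Old libraries of Cx3cr1-TRAP averaged 0.42 ± 0.23 (SD, n = 12) and young libraries -0.51 ± 0.15 (SD, n = 10) on the first dimension (permutation test, p = 1.0e-05), which held 23.5% of the variance. Old females lay at 0.57 ± 0.060 (SD, n = 7) and old males at 0.21 ± 0.21 (SD, n = 5), further apart than the spread in either group (two-sided exact permutation test, p = 0.00253). Young females lay at -0.37 ± 0.082 (SD, n = 5) and young males at -0.64 ± 0.038 (SD, n = 5), with every female to the right of every male (exact permutation test, p = 0.00794, the smallest p these groups allow). Xist, the RNA that silences an X chromosome, and the Y-linked helicase Ddx3y are in the lists of sex-linked genes. Without those lists, the sexes differed on this dimension by 0.13 at old age and by 0.12 at young age. With all genes in place of the leading ones, the differences were -0.060 and 0.056, the first of them in the opposite direction. Along the second dimension old females and old males differed by 0.68 (exact permutation test, p = 0.0316), and OM204 and OM319 lay lowest at -0.82 and -1.18.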

The Cx3cr1-TRAP translatomic analysis identified 1195 genes differentially expressed by age in females and 3414 genes differentially expressed by age in males, with 762 age effects in common between both sexes (Fig. 1E; Additional file 7: Table S3) (QLF-test, FDR < 0.1). 

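Spp1, Mmp12 and Lgals3 were among the genes that rose most with age in both sexes of Cx3cr1-TRAP. Spp1 rose by 4.61 (SE 0.24, adjusted p = 1.3e-11 from limma) on the log2 scale in females and by 3.27 (SE 0.25, adjusted p = 2.8e-08 from limma) in males, and Mmp12, a macrophage elastase, by 3.87 and 3.37. Lgals3, the secreted lectin galectin-3, rose by 3.59 and 2.87. The largest falls in both sexes included Hif3a, a repressor of hypoxia responses (-1.50 and -1.49), the kinase Map3k6 (-1.34 and -1.44) and the collagen gene Col6a5 (-1.70 and -1.23). All 15 oligodendrocyte markers rose in both sexes, such as Cldn11, a tight junction protein of myelin (2.14 and 2.17). The list's adjusted camera p was 1.7e-38 and 1.0e-21 (adjusted p = 0.00258 and 0.0234 with an estimated correlation). In all, 1212 genes were called in females and 3498 in males, with 770 in both sexes, of which 552 rose in both, 216 fell in both and 2 moved in opposite directions. Independent calls would share 279. Of 2728 genes called in males only, 2223 moved the same way in females, and of 442 called in females only, 367 did so in males. The interaction test called 3 genes (St8sia6, Lpl and Myo1e), and 1474 had an unadjusted p under 0.05. That count was 5 without YF1442, 1 without YM1438, 1 without YM1439 and 16 without OM320. The male count was 2141 without YM1438, 2044 without OM204 and 1861 without OM319, and 855 without both OM204 and OM319. It was 1840 in a fit of old and young males alone. Markers of the choroid plexus and ependyma, such as the thyroid hormone carrier Ttr, averaged 3.57 and 4.69 log2 units in OM204 and OM319 and 1.49, 1.24 and 4.08 in OM203, OM320 and OM321.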

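Among genes called with a fold change over 1.25, more rose than fell with age in each comparison. In CD11b-MACS 1704 rose and 1319 fell in females, and 1176 rose and 738 fell in males. In Cx3cr1-TRAP 665 rose and 245 fell in females, and 1261 rose and 932 fell in males. Without the limit on fold change, genes that rose made up 53.3% and 54.3% of those called in CD11b-MACS females and males and 64.0% and 50.5% in Cx3cr1-TRAP. The median log2 fold change of all genes tested was -0.024, -0.015, -0.0088 and 0.0029 in the same order. The fifth-largest rise in CD11b-MACS females was that of Ass1, an enzyme of arginine synthesis, at 4.83 (SE 0.37, adjusted p = 4.6e-07 from limma), and no fall reached that size.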

Volcano plots of differentially expressed genes (DEGs) by age showed similar distributions across each age and method, with an over-representation of genes being upregulated with age (Fig. 1F–I) (QLF-test, FDR < 0.1, |FC|> 1.25). Interestingly, genes associated with senescence (i.e., *Cdkn2a*, *Spp1, C3, Ccl8*) [20] and disease-associated microglia (DAMs) (i.e., *Itgax, Clec7a, Cst7*) [21] appear among the most highly induced genes with aging in at least one of the comparisons. These data show robust age effects induced in hippocampal microglia and provide evidence that senescent and disease-associated programs are altered with age.

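Cdkn2a encodes the cell cycle inhibitors p16INK4A and p19ARF (Entrez 12578, chromosome 4 from 89274473 to 89294619 of GRCm38/mm10). In CD11b-MACS it measured 0.508 ± 0.211 (SD, n = 3) CPM in YF, 8.67 ± 3.02 (SD, n = 4) in OF, 0.419 ± 0.179 (SD, n = 4) in YM and 3.88 ± 1.40 (SD, n = 5) in OM, a log2 fold change with age of 3.15 (SE 0.31, adjusted p = 4.0e-07 from limma) in females and 2.21 (SE 0.27, adjusted p = 1.4e-05 from limma) in males. Every old library exceeded every young library of its sex (two-sided exact permutation test, p = 0.0286 in females and p = 0.00794 in males). In Cx3cr1-TRAP it rose by 1.36 (adjusted p = 0.00364) and 1.45 (adjusted p = 0.00331). Young means of Cdkn2a were near or under the 0.5 CPM added before the log in both methods. Its log2 fold changes are therefore smaller than the ratios of mean CPM, and their sizes do not compare the methods. C3, the central complement component, rose by 4.48 (adjusted p = 5.0e-07) in CD11b-MACS females and 3.42 (adjusted p = 4.5e-06) in males, and by 2.82 (adjusted p = 1.2e-06) and 1.80 (adjusted p = 0.00100) in Cx3cr1-TRAP. Ccl8, a chemokine for monocytes, rose in males of both methods by 1.26 (adjusted p = 0.0887) and 1.97 (adjusted p = 0.0142), and did not pass in females, with 1.28 (adjusted p = 0.105) and 1.01 (adjusted p = 0.281). In CD11b-MACS males the call of Ccl8 ended under a fit of the 2 groups alone, limma without trend and robust and edgeR with bias-adjusted deviances and without YF1, YM2, YM4, OF4, OM1 or OM2 (adjusted p up to 0.254). In Cx3cr1-TRAP males the value without OM204 and OM319 was 1.05, adjusted p = 0.187. Itgax, the integrin CD11c, rose by 3.57 in females and 2.47 in males in CD11b-MACS and 3.27 in females and 2.84 in males in Cx3cr1-TRAP. Clec7a, the beta-glucan receptor Dectin-1, rose by 2.99 in females and 2.26 in males and by 3.55 in females and 3.02 in males in the same order, and Cst7, an inhibitor of lysosomal cathepsins, by 4.00 in females and 2.52 in males and by 3.91 in females and 2.61 in males. Each of these 3 DAM genes passed at adjusted p under 0.1 from limma in all 4 comparisons.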

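Most genes of disease-associated microglia (DAM) rose with age in both methods. Of 45 DAM genes, 44 rose in females and 36 in males in CD11b-MACS (44 and 41 when adjusted over the list alone), with camera's adjusted p = 2.3e-43 and 6.4e-35. In Cx3cr1-TRAP 40 rose in females and 39 in males (42 and 39 when adjusted over the list alone, camera adjusted p = 1.6e-71 and 6.9e-36). With an estimated correlation the adjusted p values of these 4 comparisons were 0.0573, 0.104, 4.1e-04 and 0.0112. No DAM gene fell, and after quantile normalization 1 in each sex of CD11b-MACS did. Fabp5, a carrier of fatty acids, rose by 4.30 (adjusted p = 3.7e-06) and 3.54 (adjusted p = 1.7e-05) in CD11b-MACS. Serpine2 did not pass in females, with -0.015 (adjusted p = 0.914), nor did Trem2, a receptor upstream of the DAM state, in males, with 0.18 (adjusted p = 0.103). Genes of the senescence-associated secretory phenotype (SASP) rose in part, 22 of 47 with 3 lower in CD11b-MACS females and 18 with 0 lower in males, and 17 of 43 and 25 in Cx3cr1-TRAP, with 0 and 1 lower (22 higher and 2 lower and 29 higher and 1 lower in Cx3cr1-TRAP when adjusted over the list alone, and 23 and 5 and 18 and 1 in CD11b-MACS). The adjusted camera p was 1.3e-07, 7.1e-08, 2.2e-14 and 5.2e-13, and adjusted p = 0.261, 0.261, 0.0712 and 0.0957 with an estimated correlation. After quantile normalization 7 SASP genes were lower in females and 2 in males of CD11b-MACS. Without OM204 and OM319 the count in Cx3cr1-TRAP males was 9 for SASP genes and 30 for DAM genes. From the rise of senescence and DAM genes such as Cdkn2a and Itgax among the most induced, the paper reasons that senescent and disease-associated programs change with age in hippocampal microglia.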

### Sex-independent age effects in hippocampal microglial transcriptomic and translatomic analyses

To identify age effects that were common between the transcriptomic (CD11b-MACS) and translatomic (Cx3cr1-TRAP) analyses, the DEGs identified in Fig. 1F–I were intersected (Fig. 2A; Additional file 6: Table S2, Additional file 7: Table S3). There were 245 age DEGs that were observed across both methods and sexes (Fig. 2A; Additional file 8: Table S4). Of these 245 genes, 98% changed in the same direction with age across all comparisons, with 230 genes upregulated and 11 genes downregulated with age (Fig. 2B; Additional file 8: Table S4). 

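Across 12218 genes in both files, 257 were called in all 4 age comparisons with a fold change over 1.25, where calls independent between methods would share 56.1. Of these, 242 rose in all 4, 10 fell in all 4 and 5 were discordant. Rising genes included Spp1, Gpnmb, Clec7a, Cst7, Apoe and H2-D1. Gpnmb rose by 2.26 (adjusted p = 3.4e-11) in Cx3cr1-TRAP females and 1.65 (adjusted p = 1.7e-07) in males. Gpr165, an orphan receptor of homeostatic microglia, fell in all 4, with log2 fold changes in Cx3cr1-TRAP of -0.94 (adjusted p = 8.4e-05) in females and -0.56 (adjusted p = 0.0193) in males. In males the call of Gpr165 ended without OM204 and OM319 together (adjusted p up to 0.198). The other falling genes were Bank1, Bmp1, Cables1, Gm7694, Gp9, Il7r, Mex3b, Mycl and Tmc7. Slc2a1, a glucose transporter abundant in endothelial cells, was discordant, higher with age in CD11b-MACS and lower in Cx3cr1-TRAP. Dgat2, Il1r1, Slc25a13 and Trpc4 were discordant as well.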

We identified sex-common, method-independent changes in important microglial regulators (Fig. 2C; Additional file 8: Table S4). For example, pro-inflammatory mediators (i.e., TNF, IL1B, IFNG, TLR7), AD-associated genes (i.e., APP, TREM2), metabolic regulators (i.e., MTORC1, IGF1), and proliferation-associated genes (i.e., CSF1, SPI1) were upregulated with age in both sexes and across both isolation methods. 

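Upstream regulator scores were not computed here, and the values are those of the regulators' own genes. Csf1, a growth factor for microglia, rose in all 4 age comparisons, by 2.36 (adjusted p = 1.6e-07) and 1.20 (adjusted p = 9.7e-05) in females and males of CD11b-MACS and 0.80 (adjusted p = 7.4e-08) and 0.35 (adjusted p = 0.0101) of Cx3cr1-TRAP. Igf1, a trophic factor of DAM, also rose in all 4, by 2.43 in females and 0.93 in males of CD11b-MACS and 0.50 and 0.40 of Cx3cr1-TRAP. In Cx3cr1-TRAP males the call of Igf1 ended under a fit of the 2 groups alone, with OM319 to OF400 alone as old libraries, without YM1445 or OM204 and without OM204 and OM319 together (adjusted p up to 0.387), and those of Csf1, Il1b and Spi1 without OM204 and OM319 together (adjusted p up to 0.131, 0.133 and 0.178). Tnf rose in CD11b-MACS by 1.93 (adjusted p = 4.2e-05) in females and 0.94 (adjusted p = 0.0132) in males and was not in the Cx3cr1-TRAP file. Il1b, which encodes interleukin-1 beta, rose in Cx3cr1-TRAP by 1.40 (adjusted p = 0.00166) and 1.24 (adjusted p = 0.00804), and did not pass in CD11b-MACS, with 0.026 (adjusted p = 0.982) and 1.05 (adjusted p = 0.224). Trem2 passed in 3 comparisons, by 0.32 in CD11b-MACS females and 0.48 and 0.61 in Cx3cr1-TRAP. App passed in CD11b-MACS alone, by 0.31 and 0.25. In CD11b-MACS females the calls of Trem2 and App ended under quantile normalization (adjusted p up to 0.635 and 0.368). Spi1, the myeloid transcription factor PU.1, passed in Cx3cr1-TRAP males alone, at 0.45 (adjusted p = 0.00766). In CD11b-MACS females Spi1 was 0.0039 (adjusted p = 0.976), and -0.18 (adjusted p = 0.0576) after quantile normalization. Tlr7, an endosomal receptor for single-stranded RNA, was lower in old Cx3cr1-TRAP males, at -0.65 (adjusted p = 0.00279) and did not pass in the other 3 comparisons. Ifng was in neither file.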

Consistent with previous reports examining age-related changes in microglia [3, 22], we observed an overall increase in inflammatory signaling pathways (i.e., necroptosis, wound healing, neuroinflammation) by IPA canonical pathway analysis (Fig. 2D; Additional file 8: Table S4). Additionally, analysis of disease and biological function pathways showed increased phagocytic migration and quantity of phagocytes in both sexes, which was conserved across both isolation methods (Fig. 2D; Additional file 8: Table S4). Next, we examined the GO Biological Processes (hyper-geometric test, BHMTC, FDR < 0.05) for genes that were consistently upregulated or downregulated across both sexes and method and also not identified as a sex effect in any comparison. The top five GO biological processes included antigen processing and presentation, lipid processing, defense response to bacterium, and response to wounding (Fig. 2E; Additional file 8: Table S4). 

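B2m, the invariant light chain of MHC class I, and the heavy chains H2-K1 and H2-D1 present peptides on the cell surface. H2-D1 (Entrez 14964, chromosome 17 from 35263094 to 35267497 of GRCm38/mm10) rose from 786 ± 177 (SD, n = 3) to 2099 ± 250.2 (SD, n = 4) CPM in CD11b-MACS females and from 704 ± 104 (SD, n = 4) to 1821 ± 434 (SD, n = 5) in males, log2 fold changes of 1.43 (SE 0.18, adjusted p = 4.5e-05 from limma) and 1.35 (SE 0.16, adjusted p = 5.9e-05 from limma). In Cx3cr1-TRAP it rose by 0.80 (adjusted p = 0.00557) and 1.14 (adjusted p = 5.0e-04). H2-K1 rose by 1.36 in females and 1.11 in males of CD11b-MACS and 0.75 and 0.98 of Cx3cr1-TRAP, and B2m by 0.73 in females and 0.57 in males of CD11b-MACS and 0.36 and 0.54 of Cx3cr1-TRAP, all at adjusted p under 0.1. In Cx3cr1-TRAP females the call of B2m ended without YF1440, YF1443, YF1444 or OF210 (adjusted p up to 0.202). Without OM204 and OM319 the rise of B2m in Cx3cr1-TRAP males was 0.31, adjusted p = 0.112. OM1 of CD11b-MACS stood above the other old males in B2m (3182 CPM), H2-D1 (2573 CPM) and H2-K1 (1654 CPM), and no call rested on it. Of 18 genes of MHC class I presentation, 16 were higher in old females and 16 in old males of CD11b-MACS, and 10 and 16 of Cx3cr1-TRAP (16, 17, 15 and 17 when adjusted over the list alone). None was lower. In Cx3cr1-TRAP males 9 were higher without OM204 and OM319. Nlrc5, a transactivator of MHC class I genes, rose by 2.02 and 1.58 in CD11b-MACS, and the peptidase Erap1 did not pass in either sex, with -0.045 and -0.081. In the order of those counts, the adjusted camera p was 1.5e-10, 1.6e-13, 6.3e-10 and 4.7e-13, and adjusted p = 0.261, 0.223, 0.285 and 0.219 with an estimated correlation.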

In line with previous reports from our lab [4, 23], major histocompatibility complex I (MHC-I) components *B2m*, *H2-K1*, and *H2-D1* are upregulated with age across all groups (Fig. 2F). Within the lipid localization pathway, there is noted upregulation of apolipoprotein E (*Apoe*) and low-density lipoprotein receptor (*Ldlr*) (Fig. 2G).

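Apoe, the main lipid carrier of the brain (Entrez 11816, chromosome 7 from 19696244 to 19701310 of GRCm38/mm10), rose from 2577 ± 827 (SD, n = 3) to 14644 ± 6484 (SD, n = 4) CPM in CD11b-MACS females and from 1875 ± 173 (SD, n = 4) to 7697 ± 2695 (SD, n = 5) in males. The log2 fold changes were 2.45 (SE 0.34, adjusted p = 2.0e-04 from limma) and 1.98 (SE 0.30, adjusted p = 7.3e-04 from limma), and 1.30 (adjusted p = 3.2e-05) and 1.25 (adjusted p = 2.2e-04) in Cx3cr1-TRAP. Genes of lipid uptake, storage and transport rose in part. In CD11b-MACS 19 of 30 were higher and 1 lower in females and 18 and 2 in males (20 and 2, and 21 and 2, when adjusted over the list alone). In Cx3cr1-TRAP these were 13 of 29 and 2 in females and 12 and 2 in males (15 and 2, and 12 and 2, when adjusted over the list alone). Olr1, a receptor for oxidised lipoprotein, rose by 1.53 and 1.57 in Cx3cr1-TRAP, and Apoc2, a cofactor of lipoprotein lipase, by 1.39 and 1.10, while Dgat1, which makes triglycerides, did not pass in CD11b-MACS (0.37 and 0.32). Those of Cx3cr1-TRAP males were 7 higher and 0 lower without OM204 and OM319. For the 4 comparisons the adjusted camera p was 7.8e-11, 6.0e-09, 7.8e-11 and 3.8e-04, and adjusted p = 0.261, 0.261, 0.0200 and 0.268 with an estimated correlation. Of 24 genes of cholesterol synthesis and its regulation, 10 and 10 rose in CD11b-MACS and 13 and 12 in Cx3cr1-TRAP (15, 12, 17 and 13 when adjusted over the list alone), and 6 in Cx3cr1-TRAP males without OM204 and OM319. The median log2 fold change there was 0.21 over all libraries and 0.20 without these libraries. The adjusted camera p was 1.1e-04, 5.4e-05, 3.3e-14 and 1.9e-06, and adjusted p = 0.597, 0.580, 0.0507 and 0.284 with an estimated correlation.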

**Fig. 2:**
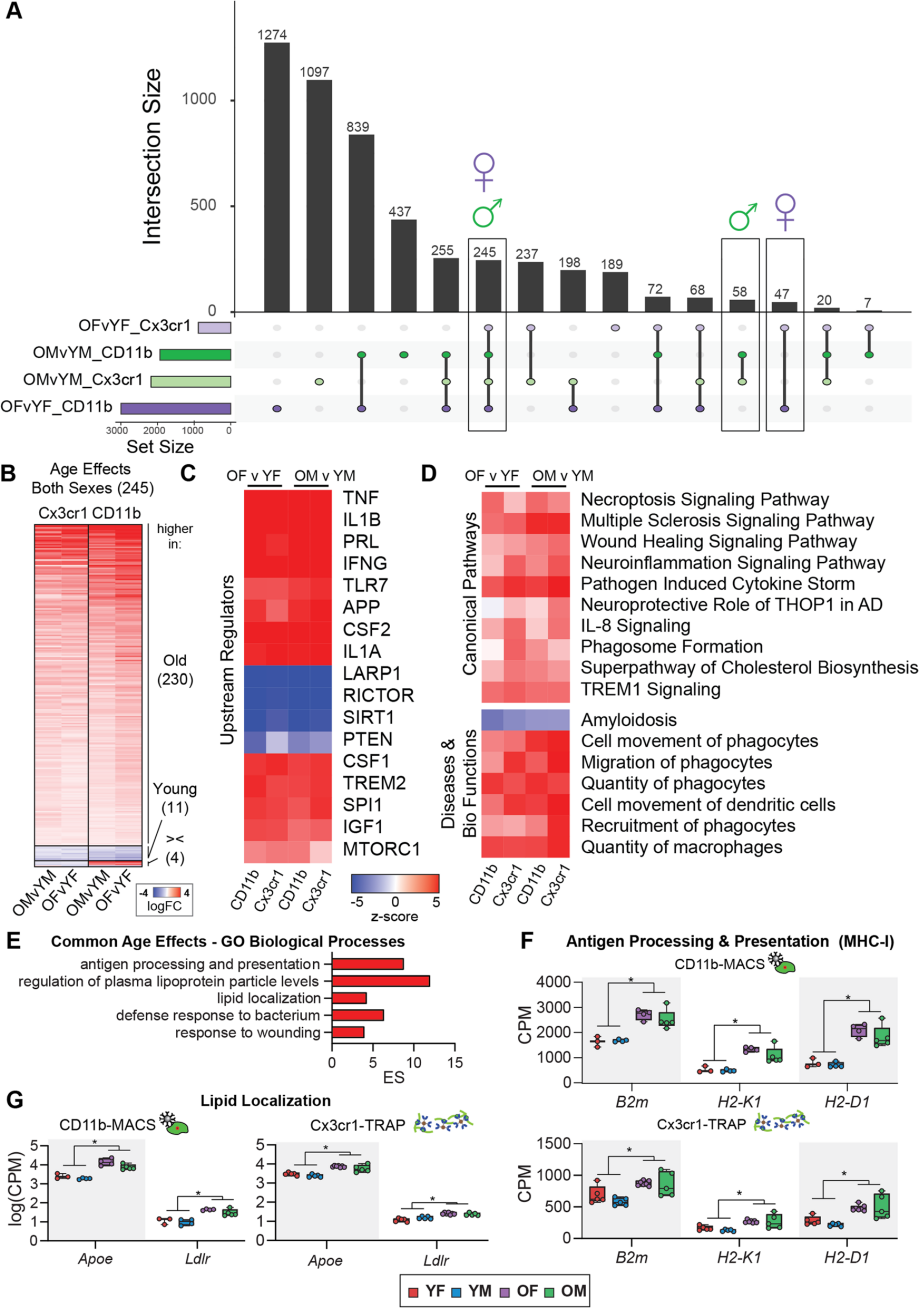
Comparison of hippocampal microglial transcriptomic age effects between CD11b-MACS and Cx3cr1-TRAP methods. **A** Upset plot of differentially expressed genes by age with both sexes and across both methods (GLM QLF-test, FDR < 0.1, |FC|> 1.25). **B** Differentially expressed genes with age that were identified in both males and females across both methods (GLM QLF-test, FDR < 0.1, |FC|> 1.25). **C** Ingenuity pathway analysis identified conserved ‘Upstream Regulators’ across both sexes and methods (|z|> 2, *p* < 0.05). **D** Ingenuity pathway analysis identified conserved ‘Canonical Pathways’ and ‘Diseases and Bio Functions’ across both sexes and methods (|z|> 2, *p* < 0.05). **E** Top 5 GO Biological Processes for age effects altered in the same direction across both methods and sexes (Hypergeometric test, BH MTC, FDR < 0.05). **F** Gene expression (CPM) of antigen processing and presentation genes (*B2m, H2-K1, H2-D1*) (GLM QLF-test, |FC|> 1.25, *FDR < 0.1 for OF v YF and OM v YM comparisons). **G** Gene expression (log_10_CPM) of lipid localization genes (*Apoe*, *Lplr*) (GLM QLF-test, |FC|> 1.25, *FDR < 0.1 for OF v YF and OM v YM comparisons)

The consistency of these signatures across both sexes and methods, as well as the uniformity with previously published reports provides strong confidence in the reliability of the presented methods for microglial transcriptomic and translatomic analyses.

### Sex-specific age effects in hippocampal microglial transcriptomic and translatomic analyses

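Genes called with age in females but not in males of both methods, at a fold change over 1.25, numbered 50, against 33.1 for calls independent between the methods. Of these, 28 rose in both methods, 17 fell in both and 5 were discordant. Genes that rose included Bcl2, an inhibitor of apoptosis, Glb1, the lysosomal beta-galactosidase, and Mmp2, a matrix metalloproteinase. Hif1a, the transcription factor of the hypoxia response, rose by 0.55 in CD11b-MACS and 0.37 in Cx3cr1-TRAP. Genes that fell included Sparc, a matrix protein of homeostatic microglia (-0.44 and -0.46). In males Sparc was -0.30 (adjusted p = 0.00873) in CD11b-MACS, under a fold change of 1.25, and -0.15 (adjusted p = 0.371) in Cx3cr1-TRAP. The test of whether the age effect differed between the sexes gave an unadjusted p under 0.05 for 14 of these genes in CD11b-MACS and 11 in Cx3cr1-TRAP, and in both methods with the same sign for 4 (Bcl2, Fmn1, Ptchd1 and Eef2k). At adjusted p under 0.1 it called none of them. Choosing genes called in females but not in males favours small p values in this test, so these counts are not independent evidence. The set held 88 genes in a fit of each pair of groups alone, 64 without the limit on fold change and 97 without OM204 and OM319.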

There were 47 genes found to be altered only in females in both analyses (Fig. 2A), with 24 upregulated, 21 downregulated, and 2 discordant genes across the two methods (Fig. 3A; Additional file 9: Table S5). There were 58 genes identified as differentially expressed by age in only males in both analyses. Of those 58 genes, 42 genes were altered in the same direction across the transcriptomic and translatomic analyses, with 29 upregulated, 13 downregulated, and 16 discordant genes across both methods (Fig. 3B; Additional file 9: Table S5). 

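In males only, 58 genes were called with age in both methods at a fold change over 1.25, against 47.7 for calls independent between the methods. Of these, 25 rose in both, 18 fell in both and 15 were discordant. Genes that rose included Irf7 and Mx1 of the interferon response, the cathepsin gene Ctss and the nuclear lamin Lmnb1. Mx1, an antiviral GTPase, rose by 1.15 and 1.13. Genes that fell included the transcription factor Foxo3 and the synaptic genes Gria1 and Bsn, and the matrix proteoglycan Vcan was discordant. The interaction test gave an unadjusted p under 0.05 for 4 of the 58 in CD11b-MACS and 26 in Cx3cr1-TRAP, for 0 in both with the same sign, and called none at adjusted p under 0.1. As for the females-only genes, the choice of the set favours small unadjusted p values in this test. The set held 92 without CD11b-MACS YF3, 32 without YM4, 35 without OM1, and for Cx3cr1-TRAP 37 without OM204, 28 without OM319 and 93 without OM320, and 9 without both OM204 and OM319 of Cx3cr1-TRAP. It held 33 genes when each pair of groups was fitted alone and 114 without the limit on fold change. In Cx3cr1-TRAP the call of Lmnb1 ended under a fit of the 2 groups alone, without YM1438, YM1439, YM1445, OM204 or OM319 and without OM204 and OM319 together (adjusted p up to 0.471), and that of Mx1 without OM204 and OM319 together (adjusted p up to 0.103). In CD11b-MACS the call of Mx1 ended without YM1 or YM4 (adjusted p up to 0.128).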

We next identified IPA upstream regulators that were differentially altered with age in only females (Fig. 3C; Additional file 9: Table S5) or males (Fig. 3D; Additional file 9: Table S5). Discoidin Domain Receptor 1 (DDR1) is a tyrosine kinase cell surface receptor that is activated by collagen [24] and upregulated in neurodegenerative diseases [25]. In the present study, female microglia displayed upregulated DDR1 signaling with aging in both the transcriptomic and translatomic analyses (Fig. 3C; Additional file 9: Table S5). DDR1 signaling was not altered in males with aging in either of the analyses. DDR1 downstream effector genes that were altered in female microglia with aging included matrix metalloproteinases (*Mmp2*, *Mmp14*), cytokines (*Ccl2*), and cellular senescence genes (*Cdkn1a*, *Cdkn2a*) (Fig. 3E). These results suggest that female microglia may preferentially upregulate cellular senescent programs in the aged brain. 

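Mmp14, a membrane metalloproteinase, rose with age in all 4 comparisons, by 1.04 (adjusted p = 2.7e-05) and 0.59 (adjusted p = 0.00299) in females and males of CD11b-MACS and by 0.55 and 0.57 in Cx3cr1-TRAP. Mmp2 rose in females, by 0.38 (adjusted p = 0.0371) and 0.42 (adjusted p = 0.0160). In males it was -0.071 (adjusted p = 0.727) in CD11b-MACS and 0.30 (adjusted p = 0.0779) in Cx3cr1-TRAP, where its fold change was under 1.25. In CD11b-MACS females the call of Mmp2 ended without YF3 (adjusted p up to 0.211). In males of Cx3cr1-TRAP the call of Mmp2 ended under quantile normalization and a fit of the 2 groups alone, with OM319 to OF400 alone as old libraries, without YM1438, YM1439, YM1445, OM204 or OM319 and without OM204 and OM319 together (adjusted p up to 0.540). Ccl2, a chemokine that recruits monocytes, rose in Cx3cr1-TRAP females by 1.00 (adjusted p = 0.0363) and passed in no other comparison, with 0.32 (adjusted p = 0.591) in CD11b-MACS females and 0.52 and 0.72 in males. The call of Ccl2 ended without YF1440 (adjusted p up to 0.130). Cdkn1a, the p53 target p21, rose in CD11b-MACS females by 0.84 (adjusted p = 0.00679) and did not pass in males (0.35). In Cx3cr1-TRAP it did not pass in females, at -0.15 (adjusted p = 0.57), and was lower in old males, at -0.55 (adjusted p = 0.00317). The test for a different age effect by sex gave unadjusted p = 0.0158 and 0.462 for Mmp2, 0.0904 and 0.0199 for Cdkn1a and 0.0326 and 0.830 for Cdkn2a in the limma fits of CD11b-MACS and Cx3cr1-TRAP, and no adjusted p was under 0.1.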

Beta-galactosidase-1 (*Glb1*) and B-cell lymphoma-2 (*Bcl2*) were among the genes that were upregulated with age in females and not in males (Fig. 3A). 

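Glb1 (Entrez 12091, chromosome 9 from 114401078 to 114474379 of GRCm38/mm10) encodes the enzyme behind senescence-associated beta-galactosidase staining. In CD11b-MACS it measured 135 ± 12.3 (SD, n = 3) CPM in YF, 200.1 ± 21.0 (SD, n = 4) in OF, 124 ± 6.11 (SD, n = 4) in YM and 134 ± 12.4 (SD, n = 5) in OM. The log2 fold change with age was 0.57 (SE 0.093, adjusted p = 1.3e-04 from limma) in females and 0.11 (SE 0.082, adjusted p = 0.413 from limma) in males, and every old female exceeded every young female (two-sided exact permutation test, p = 0.0286). In Cx3cr1-TRAP it was 0.36 (adjusted p = 0.00935) in females and 0.26 (adjusted p = 0.0592) in males, under a fold change of 1.25 in males. There the call of Glb1 ended under a fit of the 2 groups alone, with OM319 to OF400 alone as old libraries, without YM1438, YM1439, YM1445 or OM204 and without OM204 and OM319 together (adjusted p up to 0.313). The difference between the age effects of females and males was 0.46 in CD11b-MACS (unadjusted p = 0.00128, adjusted p = 0.442 from limma) and 0.10 in Cx3cr1-TRAP (unadjusted p = 0.445, adjusted p = 0.787). Bcl2, which keeps cells from apoptosis (Entrez 12043, chromosome 1 from 106538176 to 106714290), had log2 fold changes of 1.15 (SE 0.27, adjusted p = 0.00372 from limma) in CD11b-MACS females and 0.10 (adjusted p = 0.826) in males, and of 0.50 (adjusted p = 0.00686) and 0.084 (adjusted p = 0.685) in Cx3cr1-TRAP. Its age effect was larger in females by 1.06 (unadjusted p = 0.00756, adjusted p = 0.577) and 0.41 (unadjusted p = 0.0217, adjusted p = 0.508) in the same order.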

*Glb1* encodes for the lysosomal β-galactosidase, which is one of the most widely used markers of cellular senescence [26]. *Bcl2* encodes for an apoptosis inhibitory protein and has also been associated with senescent phenotypes [27]. The female-biased induction of senescent-associated genes with aging suggests that female microglia skew toward senescent phenotypes to a greater extent than males, which may account for the enhanced neuroinflammatory signatures observed in the aged female hippocampus [5]. 

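Of 20 genes of cell cycle arrest and survival in senescence, 9 rose and 3 fell with age in CD11b-MACS females and 6 rose and 3 fell in males (10 and 4, and 6 and 4, when adjusted over the list alone). Gadd45b, a stress-induced arrest gene, rose in CD11b-MACS by 1.53 in females and 0.91 in males. In Cx3cr1-TRAP 3 rose and 0 fell in females, Cdkn2a, Bcl2 and Glb1, and 3 rose and 2 fell in males (3 and 1, and 3 and 2, when adjusted over the list alone). The number that rose in Cx3cr1-TRAP males was 1 without OM204 and OM319. The adjusted camera p was 0.0696, 0.565, 0.181 and 0.445, and adjusted p = 0.261, 0.778, 0.613 and 0.764 with an estimated correlation, in the order given. The age effect differed between the sexes for 0 genes of the list at adjusted p under 0.1 in either method, and for 4 in CD11b-MACS and 0 in Cx3cr1-TRAP when adjusted over the list alone, all larger in females. For the list as a whole the adjusted camera p of that difference was 0.0169 in CD11b-MACS (adjusted p = 0.153 with an estimated correlation) and 0.692 in Cx3cr1-TRAP. For SASP genes the number was 0 at adjusted p under 0.1 in both methods and 15 larger and 1 smaller in females of CD11b-MACS, and 3 and 0 in Cx3cr1-TRAP, when adjusted over the list alone. The SASP list's adjusted camera p was 1.9e-04 in CD11b-MACS (adjusted p = 0.516 with an estimated correlation) and 0.686 in Cx3cr1-TRAP.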

In males, ubiquitin specific protease 18 (USP18) was preferentially downregulated with age (Fig. 3D). Downregulation of USP18 induces the expression of interferon-response genes [28], which we observe in the present study (Fig. 3H). 

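Some interferon response genes rose with age in males of both methods and in females of CD11b-MACS. Of 44 genes, 25 were higher in CD11b-MACS females and 33 in males, with 0 lower (32 and 40 when adjusted over the list alone). In Cx3cr1-TRAP 1 was higher and 1 lower in females, Lgals3bp and Gbp7, and 30 were higher and 1 lower in males (1 and 1, and 36 and 1, when adjusted over the list alone). The adjusted camera p was 3.8e-09, 2.3e-19, 0.0147 and 4.7e-12, and adjusted p = 0.572, 0.261, 0.744 and 0.463 with an estimated correlation. Oas1a, a sensor of double-stranded RNA, rose by 1.62 and 2.22 in CD11b-MACS and by 1.18 (adjusted p = 0.00486) in Cx3cr1-TRAP males. Usp18, which dampens interferon receptor signalling and is itself interferon-induced, rose by 1.49 (adjusted p = 0.0233) and 1.92 (adjusted p = 0.00376) in CD11b-MACS and by 0.79 (adjusted p = 0.0677) in Cx3cr1-TRAP males. These are levels of Usp18 RNA, while the paper's USP18 result is of an upstream regulator, whose score was not computed here. In CD11b-MACS females the call of Usp18 ended without YF3 (adjusted p up to 0.129). In Cx3cr1-TRAP males the call of Oas1a ended without OM204 and OM319 together (adjusted p up to 0.148), and that of Usp18 under a fit of the 2 groups alone, without YM1436, YM1437, YM1438, OM204 or OM319 and without OM204 and OM319 together (adjusted p up to 0.578). The mean log2 level of the list was 2.43 ± 0.11 (SD, n = 5) in YM, 3.11 ± 0.50 (SD, n = 5) in OM, 2.73 ± 0.38 (SD, n = 5) in YF and 2.91 ± 0.17 (SD, n = 7) in OF of Cx3cr1-TRAP. OM204 and OM319 had the highest means, 3.77 and 3.46, and without both the number of members higher was 4 in old males and 4 in old females. The age effect differed between the sexes for 0 members in either method. The adjusted camera p of that difference was 0.0158 and 1.1e-09, with adjusted p = 0.812 and 0.524 with an estimated correlation.

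**Figure D1:**
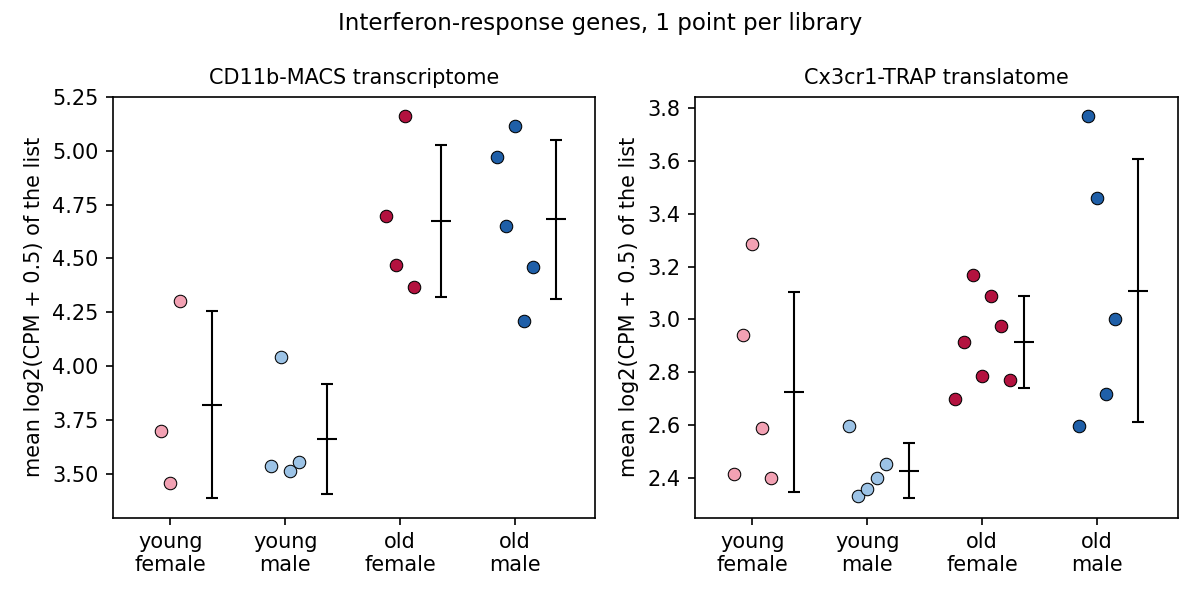
Mean log2(CPM + 0.5) of 44 interferon response genes in each library, by group, in CD11b-MACS and Cx3cr1-TRAP. Points are libraries and bars are group means with SD, and in Cx3cr1-TRAP old males span 2.59 to 3.77.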

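Irf7, a transcription factor that amplifies type I interferon (Entrez 54123, chromosome 7 from 141263183 to 141266499 of GRCm38/mm10), rose in old males of CD11b-MACS by 1.59 (SE 0.42, adjusted p = 0.0234 from limma) and did not pass in females, at 0.86 (adjusted p = 0.231). In Cx3cr1-TRAP it measured 1.61 ± 0.484 (SD, n = 5) CPM in YM, 4.14 ± 2.51 (SD, n = 5) in OM, 3.21 ± 1.32 (SD, n = 5) in YF and 3.15 ± 1.15 (SD, n = 7) in OF, a rise of 1.02 (adjusted p = 0.0231) in males, and did not pass in females, at -0.0022 (adjusted p = 0.998). Without OM204 and OM319 the value in males was 0.54, adjusted p = 0.363. The age effect of females less that of males was -0.73 (unadjusted p = 0.275) in CD11b-MACS and -1.03 (unadjusted p = 0.0182, adjusted p = 0.508 from limma) in Cx3cr1-TRAP. Ifit1, which binds viral RNA, rose in old males of CD11b-MACS by 1.07 (adjusted p = 0.0338) and did not pass in females, at 0.67 (adjusted p = 0.218). The call of Ifit1 ended without YM4 (adjusted p up to 0.121). In Cx3cr1-TRAP it passed in neither sex, with 0.61 (adjusted p = 0.108) in males and 0.44 (adjusted p = 0.379) in females, and the interaction test of Ifit1 gave unadjusted p = 0.426 and 0.63. Among Cx3cr1-TRAP libraries of young males, YM1437 stood apart from its group in Irf7, at 0.771 CPM.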

Interferon-induced protein with tetratricopeptide repeats 1 (*Ifit1*) and Interferon Regulatory Factor 7 (*Irf7*) were preferentially upregulated in male microglia (Fig. 3B, I, J). Both *Irf7* and *Ifit1* are broadly involved in type I interferon-response pathways, and are involved in antiviral innate immunity [29, 30]. These results suggest that male microglia may preferentially upregulate interferon-response pathways through a USP18-dependent mechanism.

**Fig. 3:**
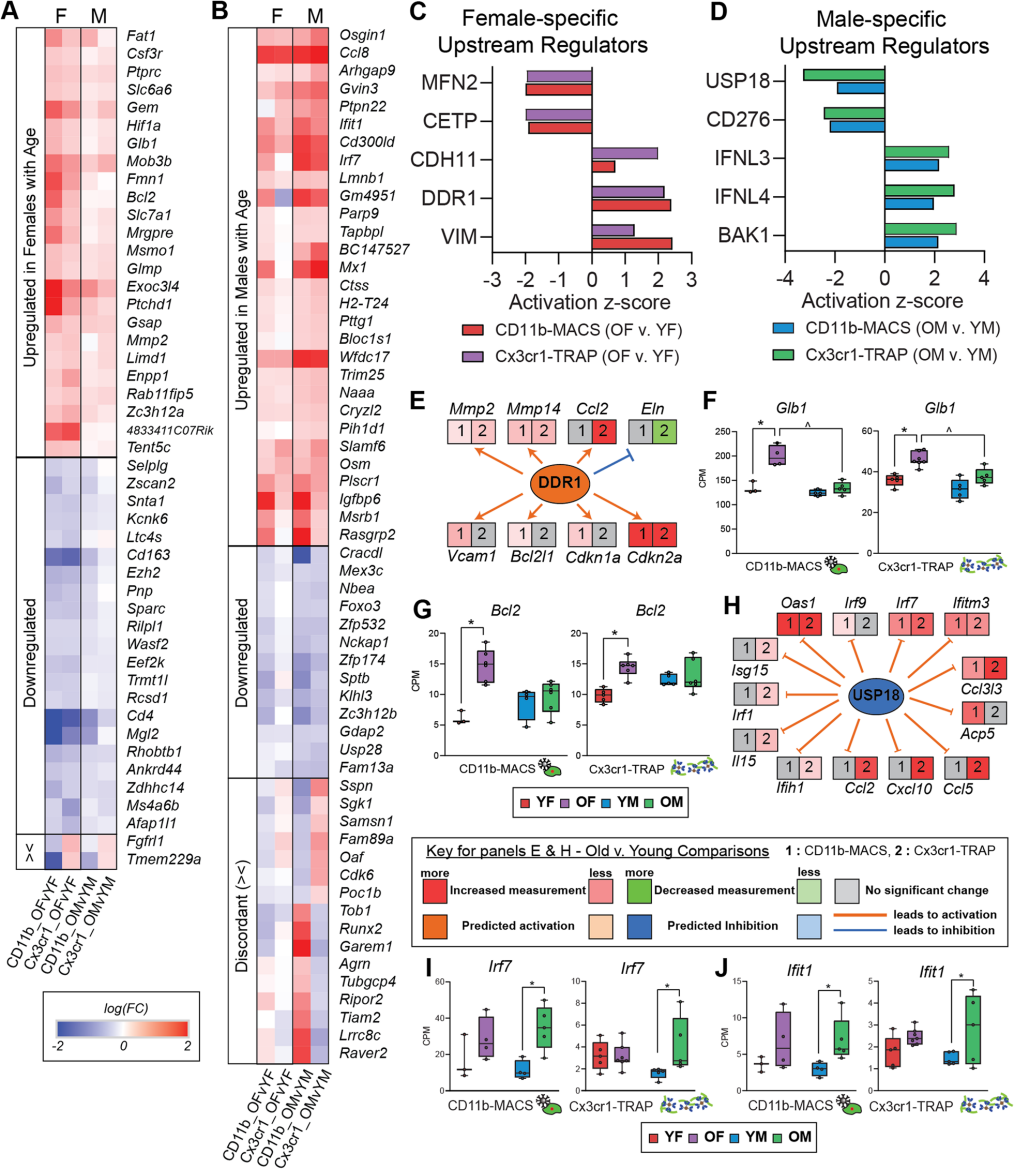
Sex-specific age effects in the microglial transcriptome and translatome. **A** Heatmap of female-specific age effects (OF v. YF) identified as significantly upregulated or downregulated in the CD11b-MACS and Cx3cr1-TRAP analyses (GLM QLF-test, FDR < 0.1, |FC|> 1.25). **B** Heatmap of male-specific age effects (OM v. YM) identified as significantly upregulated or downregulated in the CD11b-MACS and Cx3cr1-TRAP analyses (GLM QLF-test, FDR < 0.1, |FC|> 1.25). **C** Select IPA upstream regulators that were identified as differentially regulated by age in females only across the CD11b-MACS and Cx3cr1-TRAP analyses (FDR < 0.1). **D** Select IPA upstream regulators that were identified as differentially regulated by age in males only across the CD11b-MACS and Cx3cr1-TRAP analyses (FDR < 0.1). **E** Expression analysis of genes downstream of IPA upstream regulator DDR1 that is altered with age only in females. **F**, **G** Gene expression (CPM) of **F** *Glb1* and **G** *Bcl2* which change with age in only females (GLM QLF-test, |FC|> 1.25, *FDR < 0.1 age effect (O v. Y), ^FDR < 0.1, sex effect (F v. M)). Boxplots represent the median ± IQR. **H** Expression analysis of genes downstream of IPA upstream regulator USP18 that is altered with age in males only. **I**, **J** Gene expression (CPM) of **I** *Irf7* and **J** *Ifit1* which change with age in only males (GLM QLF-test, |FC|> 1.25, *FDR < 0.1 age effect (O v. Y), ^FDR < 0.1, sex effect (F v. M)). Boxplots represent the median ± IQR

### Sex effects in the microglial transcriptome and translatome in the aging mouse hippocampus

We next sought to assess microglial sex effects in the mouse hippocampus within young and old mice across both transcriptomic and translatomic analyses. The CD11b-MACS transcriptomic analyses identified 8 genes that were differentially expressed by sex in both young and old mice, with 197 additional DEGs identified in the old comparison alone (Fig. 4A; Additional file 6: Table S2). Of note, the eight sex DEGs at young age were all sex-chromosomally encoded. In contrast, the sex DEGs identified in the old hippocampus were a mix of autosomally and sex-chromosomally encoded genes. 

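Old females and old males of CD11b-MACS differed mostly in genes carried on autosomes. Ch25h, which makes 25-hydroxycholesterol, was higher in old females by 2.15 (SE 0.36, adjusted p = 0.00650 from limma) on the log2 scale, Baiap2l2 by 1.94 (adjusted p = 0.00216) and Nlrc3, a dampener of innate signalling, by 1.65 (adjusted p = 0.0145). Ighj1, an immunoglobulin segment, was lower in old females, at -0.99 (adjusted p = 0.0268). The call of Nlrc3 ended under a pseudocount of 0.1 (adjusted p up to 0.12), and that of Ighj1 under a fit of the 2 groups alone and without OF2 (adjusted p up to 0.111). In all, 231 genes were called at old age, 199 higher in females and 32 lower, of which 15 were X-linked, 4 Y-linked and 212 autosomal. At young age 8 were called, 4 X-linked and 4 Y-linked, and all 8 were called at old age too. Of the 223 genes called at old age only, 127 had the same sign at young age. The interaction test, which asks whether the sex effect differed with age, called 0 genes in this method. The old-age count was 149 without OF1, 151 without OF2, 142 without OF3, 80 without OF4, 484 without OM1, 129 without OM3, 119 without OM4 and 152 without OM5. It was 142 in a fit of OF and OM alone, 128 in limma without trend and robust and 137 at adjusted p under 0.05. Of 100 splits of the old libraries into groups of 4 and 5, the real one included, 5 gave 231 genes or more.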

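Old females of Cx3cr1-TRAP were higher in some DAM genes such as Spp1 and lower in some vascular genes than old males. Tnfsf8, the CD30 ligand, was higher in old females by 1.33 (SE 0.20, adjusted p = 5.8e-04 from limma), and Spp1, Cst7 and Itgax were also higher. Bmx, a kinase of arterial endothelium, was lower in old females, at -1.38 (adjusted p = 0.0189), as were the endothelial genes Egfl8 (-1.29) and Apold1 (-0.94). The call of Apold1 ended under a fit of the 2 groups alone, with OM319 to OF400 alone as old libraries and without OF209, OF382 or OF383 (adjusted p up to 0.231). Of 20 endothelial genes, 6 were lower and 1 higher in old females (14 and 1 when adjusted over the list alone, camera adjusted p = 5.5e-10, adjusted p = 0.268 with an estimated correlation), and the number lower was 2 without OM204 and OM319 and 10 after quantile normalization. Calls numbered 546 at old age, 361 higher and 185 lower in females, of which 35 were X-linked, 4 Y-linked and 501 autosomal, and 52 at young age. They overlapped in 27 genes, with 25 at young age only and 519 at old age only, where independent calls would share 1.87. Of the 519, 346 had the same sign at young age, and the interaction test called 3 genes, St8sia6, Lpl and Myo1e, with 1474 at an unadjusted p under 0.05. The number at old age was 915 without YF1440, 329 without YF1441, 311 without YF1443, 323 without YF1444, 303 without YM1437, 326 without YM1438, 133 without OF209, 173 without OF210, 254 without OF325, 141 without OF382, 93 without OF383, 233 without OM204, 150 without OM319 and 2121 without OM320. It was 226 without both OM204 and OM319, 58 with OM319 to OF400 alone as old libraries and 71 in a fit of OF and OM alone. It was 211 without trend and robust, 61 at adjusted p under 0.05, 855 with title series as covariate and 967 in DESeq2. Interaction calls were 5 without YF1442, 1 without YM1438, 1 without YM1439 and 16 without OM320, 1 without trend and robust, 7 without OM204 and OM319 and 13 in DESeq2.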

In the Cx3cr1-TRAP analyses, we identified 29 genes that were only differentially expressed in the young age group, 344 genes that were only differentially expressed in the old age group, and 23 genes that were differentially expressed across both age groups (Fig. 4B; Additional file 7: Table S3). We then explored the interaction between genes that were differentially expressed by sex in the transcriptome and translatome of aging microglia (Fig. 4C; Additional file 6: Table S2, Additional file 7: Table S3). Seven sex DEGs were identified in young and old samples from both the transcriptomic and translatomic analyses, with three being X chromosomally encoded transcripts (*Kdm6a*, *Eif2s3x, Xist*) and four Y chromosomally encoded (*Kdm5d, Eif2s3y, Uty, Ddx3y*), consistent with sexually dimorphic genes identified in previous studies from mouse hippocampus [17]. 

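Xist, the non-coding RNA that silences 1 X chromosome (Entrez 213742, chromosome X from 103460373 to 103483233 of GRCm38/mm10), was higher in females by 7.09 at young and 7.19 at old age in CD11b-MACS and by 6.66 and 7.34 in Cx3cr1-TRAP. Kdm6a, a histone demethylase that escapes X inactivation, was higher by 0.85 and 0.73, and by 0.60 and 0.66, in the same order. Eif2s3x, a translation initiation factor, was higher by 0.57, 0.75, 0.66 and 0.62. The Y-linked Ddx3y (-6.28 in old CD11b-MACS), Eif2s3y (-6.19), Kdm5d (-5.02) and Uty (-4.20) were lower in females throughout. These 7 genes were those called at both ages in both methods, at adjusted p under 0.1 from limma, with a fold change over 1.25 each time. In young CD11b-MACS the call of Kdm6a ended under limma without trend and robust and without YF1 or YF3 (adjusted p up to 0.211). With groups of 3 and 4 young libraries, the smallest p that a two-sided exact permutation test can reach is 0.0286, which Xist reached.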

Heatmaps of the relative gene expression (counts per million—CPM) showed high expression of the X-chromosomally encoded genes (*Kdm6a*, *Eif2s3x, Xist*) in females when compared to males (Fig. 4D, E). *Kdm6a* encodes for the lysine-specific demethylase 6A histone modifier, which selectively demethylates H3K27, serving an important role in modulating the epigenome [31]. Recently, *Kdm6a* has been shown to play an important role in hippocampal-dependent cognitive function [32–34]. It stands to reason that the sexually dimorphic expression of *Kdm6a* may establish differences in the sex-specific microglial epigenomic landscape and mediate differential responses to aging and disease pathology.

**Fig. 4:**
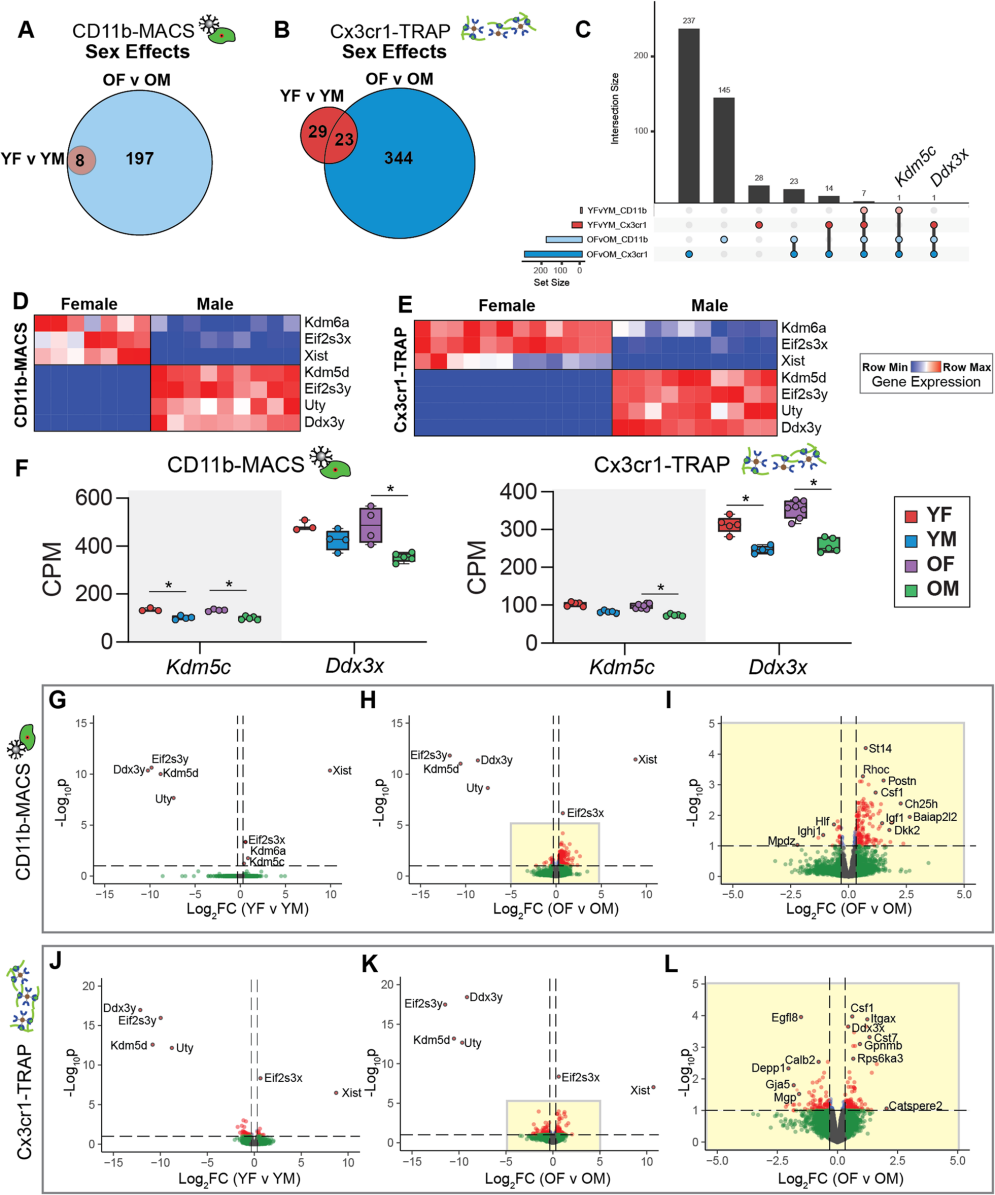
Analysis of microglial transcriptomic (CD11b-MACS) and translatomic (Cx3cr1-TRAP) sex effects from young and old mouse hippocampus. **A** Sets of differentially expressed genes (GLM QLF-test, FDR < 0.1) showing sex effects in young (YF v YM) or old (OF v OM) within the CD11b-MACS dataset were compared by Venn diagram. **B** Sets of differentially expressed genes (GLM QLF-test, FDR < 0.1) showing sex effects in young (YF v YM) or old (OF v OM) within the Cx3cr1-TRAP dataset were compared by Venn diagram. **C** Upset plot of differentially expressed genes by sex from both age groups and across methods (GLM QLF-test, FDR < 0.1, |FC|> 1.25). **D**, **E** Heatmap of the gene expression of seven DEGs by sex that were identified in young and old mice with both **D** CD11b-MACS and **E** Cx3cr1-TRAP methodologies. **F** Gene expression (CPM) of *Kdm5c* and *Ddx3x* from CD11b-MACS and Cx3cr1-TRAP analyses (GLM QLF-test, |FC|> 1.25, *FDR < 0.1). **G**–**I** Volcano plots of differentially expressed genes with sex (GLM QLF-test, FDR < 0.1, |FC|> 1.25) within CD11b-MACS for **G** young and **H** old mice. **I** Inset of **H** volcano plot showing differentially expressed genes between old females and old males within the CD11b-MACS analysis. **J**–**L** Volcano plots of differentially expressed genes with sex (GLM QLF-test, FDR < 0.1, |FC|> 1.25) within Cx3cr1-TRAP for **J** young and **K** old mice. **L** Inset of **K** volcano plot showing differentially expressed genes between old females and old males within the CD11b-MACS analysis

There were two genes (*Kdm5c*, *Ddx3x*) that were differentially expressed by sex in three of the four comparisons (Fig. 4C). *Kdm5c* is an X-chromosome encoded histone lysine demethylase that acts on H3K4 [35]. Defects in KDM5C activity result in X-linked intellectual disability in males [36] and can result in mild intellectual disabilities in female carriers [37]. DEAD-box helicase 3 X-linked (*Ddx3x*) is an ATP-dependent RNA helicase and another cause of X-linked intellectual disability in both males and females [38]. When we examined the expression levels of *Kdm5c* and *Ddx3x* across our analyses, we noted overall higher levels of expression within females, consistent with an escape from X-chromosome inactivation (Fig. 4F).

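Kdm5c, a histone demethylase that escapes X inactivation (Entrez 20591, chromosome X from 152233198 to 152279102 of GRCm38/mm10), was higher in females at both ages and in both methods. In CD11b-MACS it measured 134 ± 6.53 (SD, n = 3) CPM in YF, 101 ± 7.50 (SD, n = 4) in YM, 131 ± 4.36 (SD, n = 4) in OF and 98.9 ± 6.79 (SD, n = 5) in OM, with log2 fold changes between the sexes of 0.40 (SE 0.078, adjusted p = 0.0656 from limma) at young and 0.41 (SE 0.069, adjusted p = 0.00336 from limma) at old age. In Cx3cr1-TRAP they were 0.32 (adjusted p = 0.0223) and 0.40 (adjusted p = 2.3e-04). In young CD11b-MACS the call of Kdm5c ended under a fit of the 2 groups alone and limma without trend and robust and when any of 8 libraries was left out (adjusted p up to 0.717). Ddx3x, an RNA helicase (Entrez 13205, chromosome X from 13280496 to 13293988), was higher in females by 0.45 (adjusted p = 0.0107) in old CD11b-MACS and by 0.34 (adjusted p = 0.0255) and 0.45 (adjusted p = 1.9e-04) in young and old Cx3cr1-TRAP, and did not pass in young CD11b-MACS, at 0.19. In young Cx3cr1-TRAP the call of Ddx3x ended without YF1444 (adjusted p up to 0.135).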

Volcano plots of DEGs by sex showed similar distributions of DEGs by age timepoint across both methods (Fig. 4G–L; Additional file 6: Table S2, Additional file 7: Table S3) (QLF-test, FDR < 0.1, |FC|> 1.25). In particular, there were very few sex DEGs in the young group, with the identified DEGs primarily from the previously mentioned sex chromosomally encoded genes (Fig. 4G, J). 

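Young females and males of CD11b-MACS differed in sex-linked genes alone. In young Cx3cr1-TRAP 40 of 52 called genes were autosomal, and genes of blood vessels were among those lower in females. Gkn3, a gene of arterial cells, was the lowest of the autosomal genes, at -1.56 (SE 0.28, adjusted p = 0.0101 from limma). Of 20 endothelial genes 7 were lower in young females and 0 higher (17 when adjusted over the list alone, camera adjusted p = 1.1e-28, adjusted p = 0.0200 with an estimated correlation), with Slco1a4, a transporter of the blood-brain barrier, at -1.07 and Apold1 at -1.41. The number lower was 12 without OM204 and OM319. Of 14 mural cell genes 5 were lower (12 when adjusted over the list alone, camera adjusted p = 2.0e-18, adjusted p = 0.00409 with an estimated correlation), with vitronectin (Vtn) at -1.13. Fos, an immediate early gene induced by neuronal activity and by handling of tissue, was lower in young females at -0.92 (adjusted p = 0.0151), as were Egr1 and Egr4, 3 of 22 members of its list (6 when adjusted over the list alone, camera adjusted p = 1.6e-10, adjusted p = 0.0401 with an estimated correlation). The call of Egr1 ended under limma without trend and robust and when any of 8 libraries was left out (adjusted p up to 0.217), and that of Egr4 under limma without trend and robust and without YF1441, YF1442, YF1444, YM1437, YM1438 or YM1439 (adjusted p up to 0.232). At young age the Cx3cr1-TRAP count was 30 without YF1443, 20 without YF1444, 33 without YM1436, 24 without YM1437, 21 without YM1438, 82 without OM204 and 93 without OM319. It was 134 in a fit of YF and YM alone, 32 without trend and robust, 124 in DESeq2, 157 without OM204 and OM319 and 23 at adjusted p under 0.05.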

In the old age group (OF v OM), there were many more autosomally encoded DEGs by sex, with markers of disease-associated microglia [21] (i.e., *Csf1, Itgax, Cst7*) being more highly expressed in old females than old males (as identified in at least one methodology) (Fig. 4H, I, K, L). 

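Cst7, an inhibitor of lysosomal cathepsins (Entrez 13011, chromosome 2 from 150570415 to 150578944 of GRCm38/mm10), was higher in old females than in old males by 1.38 (SE 0.25, adjusted p = 0.0148 from limma) on the log2 scale in CD11b-MACS and by 1.31 (SE 0.20, adjusted p = 9.8e-04 from limma) in Cx3cr1-TRAP. For CD11b-MACS the call of Cst7 ended under a fit of the 2 groups alone (adjusted p up to 0.137). At young age it did not pass in CD11b-MACS, at -0.11, or in Cx3cr1-TRAP, at 0.0066 (adjusted p = 0.997). Its age effect was larger in females by 1.48 (unadjusted p = 0.00153, adjusted p = 0.442) in CD11b-MACS and 1.30 (unadjusted p = 2.1e-04, adjusted p = 0.294) in Cx3cr1-TRAP. Itgax, the integrin CD11c, was higher in old females by 1.23 (adjusted p = 0.0439) and 1.25 (adjusted p = 2.0e-04). The lysosomal tetraspanin Cd63 was higher by 0.59 (adjusted p = 0.00336) in CD11b-MACS and 0.15 (adjusted p = 0.53), which did not pass, in Cx3cr1-TRAP.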

Since the sex-chromosomally encoded genes had large magnitude fold changes between males and females, an inset of Fig. 4H and K is given as Fig. 4I and L, respectively. 

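Csf1 (Entrez 12977, chromosome 3 from 107741048 to 107760469 of GRCm38/mm10), the growth factor that sustains microglia through the receptor Csf1r, was more abundant in old females than in old males in both methods. In CD11b-MACS it measured 35.6 ± 4.95 (SD, n = 3) CPM in YF, 35.3 ± 6.17 (SD, n = 4) in YM, 186 ± 30.9 (SD, n = 4) in OF and 82.7 ± 18.8 (SD, n = 5) in OM, and in Cx3cr1-TRAP 26.9 ± 3.44 (SD, n = 5), 24.0 ± 1.44 (SD, n = 5), 47.1 ± 4.09 (SD, n = 7) and 30.7 ± 2.74 (SD, n = 5). The difference at old age was 1.18 (SE 0.16, adjusted p = 0.00118 from limma) and 0.61 (SE 0.082, adjusted p = 1.0e-04 from limma), with a two-sided exact permutation p of 0.00794 and 0.00126. At young age it was 0.017 and 0.15 (adjusted p = 0.806). Females exceeded males in the age effect by 1.16 (unadjusted p = 1.6e-04, adjusted p = 0.222) and 0.46 (unadjusted p = 7.3e-04, adjusted p = 0.502) in the same order.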

Of note, Colony Stimulating Factor 1 (*Csf1*) is a component of the SASP, providing further evidence that female microglia adopt a senescent phenotype more robustly than male microglia in the aged hippocampus.

A previous study analyzing sex differences in the aged mouse (24 mo) forebrain, identified 37 sex DEGs with several genes involved in the APOE-driven expression of CCL3 and CCL4, including *Spp1*, *Gpnmb*, *Lgals3*, *Clec7a*, *Apoe, Ccl3,* and *Ccl4 *[22]*.* When compared to the present study, we also identified *Spp1* and *Ctse* as sex DEGs in aged hippocampal microglia, in addition to 26 sex DEGs exclusive to the hippocampus (Additional file 3: Fig. S3). 

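Spp1, Gpnmb and Ctse were higher in old females of Cx3cr1-TRAP. Spp1, secreted osteopontin, was higher by 1.91 (adjusted p = 0.0343) in CD11b-MACS and 1.51 (adjusted p = 0.00175) in Cx3cr1-TRAP. Ctse, the aspartic protease cathepsin E, was higher by 1.04 (adjusted p = 0.00753) and 1.18 (adjusted p = 0.0476). In CD11b-MACS the call of Spp1 ended without OF4 (adjusted p up to 0.143). In Cx3cr1-TRAP the call of Ctse ended under a pseudocount of 0.1 and with OM319 to OF400 alone as old libraries (adjusted p up to 0.125). Gpnmb, a glycoprotein of lipid-laden macrophages, was higher by 0.92 (adjusted p = 0.00153) in Cx3cr1-TRAP and did not pass in CD11b-MACS, at 1.53 (adjusted p = 0.269). Clec7a passed in Cx3cr1-TRAP at 0.74 (adjusted p = 0.0509) and not in CD11b-MACS, at 0.70 (adjusted p = 0.133). The call of Clec7a ended with OM319 to OF400 alone as old libraries (adjusted p up to 0.207). The galectin gene Lgals3 was 0.73 (adjusted p = 0.0888) in Cx3cr1-TRAP, a call that ended under a fit of the 2 groups alone, limma without trend and robust, edgeR, DESeq2 and edgeR with bias-adjusted deviances, with OM319 to OF400 alone as old libraries and when any of 10 libraries was left out (adjusted p up to 0.285), and 0.83 (adjusted p = 0.405) in CD11b-MACS. The chemokine genes Ccl3 and Ccl4 were higher in old females of CD11b-MACS by 0.95 (adjusted p = 0.00843) and 0.94 (adjusted p = 0.0107) and did not pass in Cx3cr1-TRAP, at 0.84 (adjusted p = 0.148) and 0.54 (adjusted p = 0.310). Apoe did not pass in either, at 0.89 (adjusted p = 0.276) and 0.38 (adjusted p = 0.258). Without OM204 and OM319, Apoe was 0.77, adjusted p = 0.00220 and Ccl3 1.33, adjusted p = 0.0353 in Cx3cr1-TRAP.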

By focusing on a specific brain region (hippocampus), we were able to identify more sexually divergent DEGs in aged microglia, as further elaborated below.

### Sexually divergent microglial gene expression in the aging mouse hippocampus

Twenty-three sex DEGs were identified in the old age group in both the transcriptomic and translatomic analyses (Fig. 4C), and not in either of the young comparisons. 

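Genes called between old females and old males in both methods, with a fold change over 1.25, and not between young ones numbered 24, against 4.49 for calls independent between the methods. Of these, 20 were higher in old females in both, 2 lower and 2 discordant. Higher were Lpl, Ch25h, Cst7, Ctse, Capg, Csf1, Csf2ra, Spp1, Postn, Tlr2, Tlr7, Ly9, Siglecf, Niban1, Tns4, St8sia6, Myo1e, Rab7b, Xylt1 and St14. Postn, a matrix protein, was higher by 1.54 and 0.84. Dnajc12 (-0.64 and -0.39), a co-chaperone, and Ecscr (-0.46 and -0.33), a regulator of chemotaxis, were lower in old females, and Prkca (-0.38 and 0.34) and Fxyd6 (1.41 and -0.39) were discordant. These 4 calls ended in 1 method or both when 1 library was left out, with adjusted p up to 0.377, 0.384, 0.356 and 0.176 over all settings of Cx3cr1-TRAP. In Cx3cr1-TRAP the calls of Dnajc12, Ecscr, Niban1, Prkca, Tlr7 and Xylt1 ended without OM204 and OM319. The interaction test gave an unadjusted p under 0.05 for 19 of the 24 in CD11b-MACS, 13 in Cx3cr1-TRAP and 9 in both, and called 0 and 3 at adjusted p under 0.1. It compares the sex difference at old age with that at young age, by which the set was chosen. Small p values are therefore favoured beforehand, and these counts are not independent evidence. The set held 13 without OF4 and 42 without OM1 of CD11b-MACS, 11 without OF209, 13 without OF210, 14 without OF325, 12 without OF382 and 9 without OF383. It held 12 genes in fits of each pair of groups alone, 13 in limma without trend and robust, 9 at adjusted p under 0.05, 38 with OM204 and OM319 both left out and 40 in edgeR with bias-adjusted deviances and without robust.

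**Figure D2:**
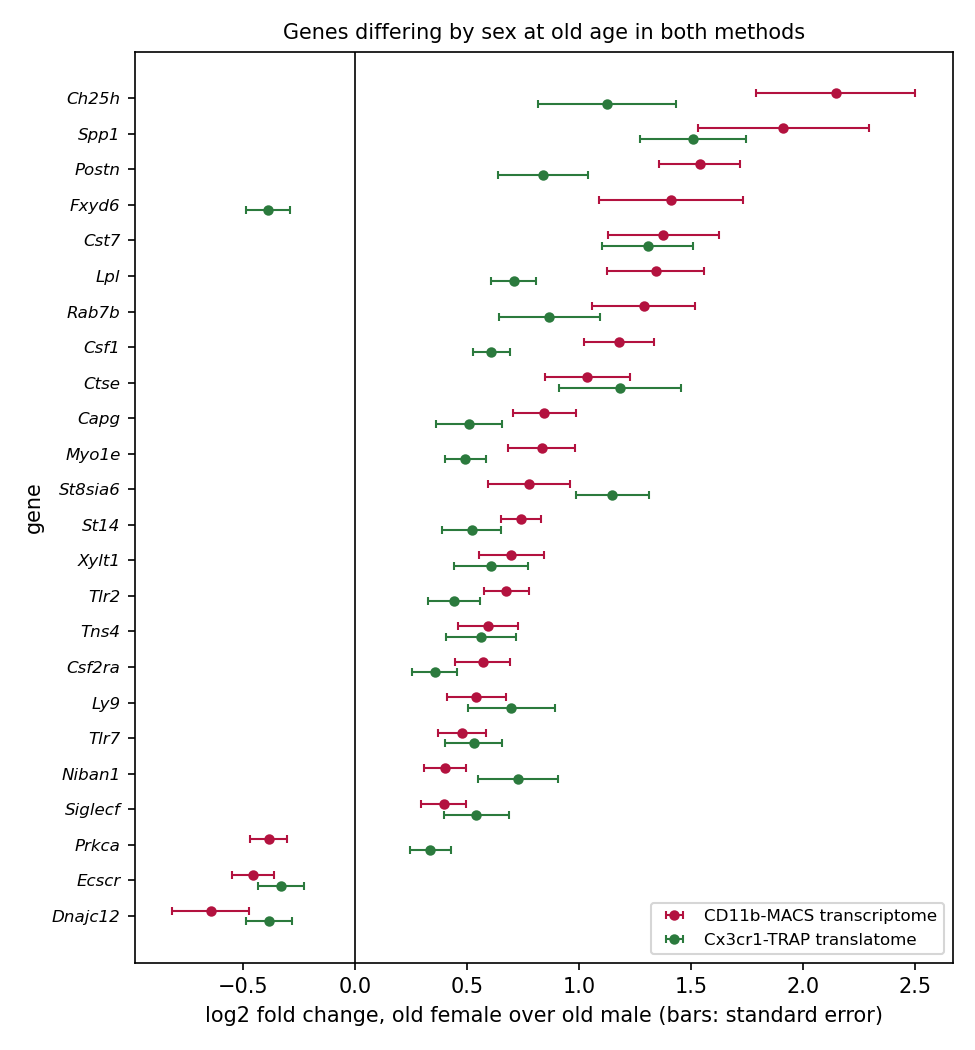
Log2 fold change of old females over old males for the 24 genes, in CD11b-MACS and Cx3cr1-TRAP, with SE. Points right of 0 are higher in old females, 20 of 24 in both methods.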

A heatmap of the 23 sex DEGs revealed 19 genes that were more highly expressed in old females than old males, 1 gene that was more highly expressed in old males than old females, and 3 genes that were discordant in directionality between the CD11b-MACS and Cx3cr1-TRAP methods (Fig. 5A). Included in the female-biased DEGs identified in aged microglia were three important cluster of differentiation (CD) cell surface markers that play important roles in microglial function, including CD11c (*Itgax*), CD22 (*Cd22*), and CD282 (*Tlr2*). 

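Itgax (Entrez 16411, chromosome 7 from 128129526 to 128150657 of GRCm38/mm10), Cd22 (Entrez 12483, chromosome 7 from 30865404 to 30880342) and Tlr2 (Entrez 24088, chromosome 3 from 83836272 to 83841824) encode CD11c, an inhibitory sialic acid receptor and a receptor for bacterial lipoproteins. Tlr2 was higher in old females than in old males by 0.68 (SE 0.10, adjusted p = 0.00121 from limma) in CD11b-MACS and 0.44 (SE 0.12, adjusted p = 0.0696 from limma) in Cx3cr1-TRAP. Cd22, which restrains phagocytosis, was higher by 0.70 (SE 0.11, adjusted p = 0.00320 from limma) in CD11b-MACS and did not pass in Cx3cr1-TRAP, at 0.45 (adjusted p = 0.100), or 0.58, adjusted p = 0.0880 without OM204 and OM319. Itgax measured 547 ± 115 (SD, n = 4) CPM in OF and 245 ± 107 (SD, n = 5) in OM of CD11b-MACS, and 62.6 ± 7.76 (SD, n = 7) and 26.5 ± 6.98 (SD, n = 5) in those of Cx3cr1-TRAP. At young age Itgax was higher in females of Cx3cr1-TRAP by 0.82 (adjusted p = 0.0694), and not in CD11b-MACS, at 0.13. YF1442 stood apart from its group in Itgax, at 9.91 CPM. In old CD11b-MACS the call of Itgax ended under a fit of the 2 groups alone and without OF3, OF4, OM4 or OM5 (adjusted p up to 0.180). In old Cx3cr1-TRAP the call of Tlr2 ended under limma without trend and robust, with OM319 to OF400 alone as old libraries and without OF209, OF210, OF325, OF382 or OF383 (adjusted p up to 0.239). In young Cx3cr1-TRAP the call of Itgax ended under a fit of the 2 groups alone, limma without trend and robust, edgeR and edgeR with bias-adjusted deviances and when any of 8 libraries was left out (adjusted p up to 0.227). The age effect was larger in females for Tlr2 by 0.59 (unadjusted p = 8.2e-04, adjusted p = 0.442) and 0.21 (unadjusted p = 0.240, adjusted p = 0.668).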

CD11c^+^ microglia are a minority cell population in the developing brain that differentiate from CD11c^−^ microglia during early perinatal life after engulfment of apoptotic neurons, independent of conventional microglial activation [39]. CD11c^+^ microglia are the only microglia that express osteopontin (*Spp1*), which was shown to be important for the phagocytic and pro-inflammatory functions of CD11c^+^ cells [39]. 

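Spp1 (Entrez 20750, chromosome 5 from 104435111 to 104441053 of GRCm38/mm10) measured 8.87 ± 3.54 (SD, n = 3) CPM in YF, 8.38 ± 4.30 (SD, n = 4) in YM, 882 ± 238 (SD, n = 4) in OF and 242 ± 92.3 (SD, n = 5) in OM of CD11b-MACS, and 4.40 ± 0.630 (SD, n = 5), 3.93 ± 1.04 (SD, n = 5), 121 ± 32.5 (SD, n = 7) and 45.2 ± 23.6 (SD, n = 5) in Cx3cr1-TRAP. The SE of the old-age sex difference was 0.38 and 0.24, and a two-sided exact permutation test gave p = 0.00794 and 0.00126. At young age the difference was 0.16 in CD11b-MACS and 0.17 (adjusted p = 0.940) in Cx3cr1-TRAP, and neither passed. The age effect of Spp1 was larger in females by 1.75 (unadjusted p = 0.0104, adjusted p = 0.644) and 1.34 (unadjusted p = 9.1e-04, adjusted p = 0.502). For Itgax it was larger by 1.10 (unadjusted p = 0.0156, adjusted p = 0.697) and 0.43 (unadjusted p = 0.106, adjusted p = 0.559).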

*Itgax* and *Spp1* were also both identified as markers of the DAM phenotype [21] and are more highly expressed in old female microglia than their male counterparts in the present study.

**Fig. 5:**
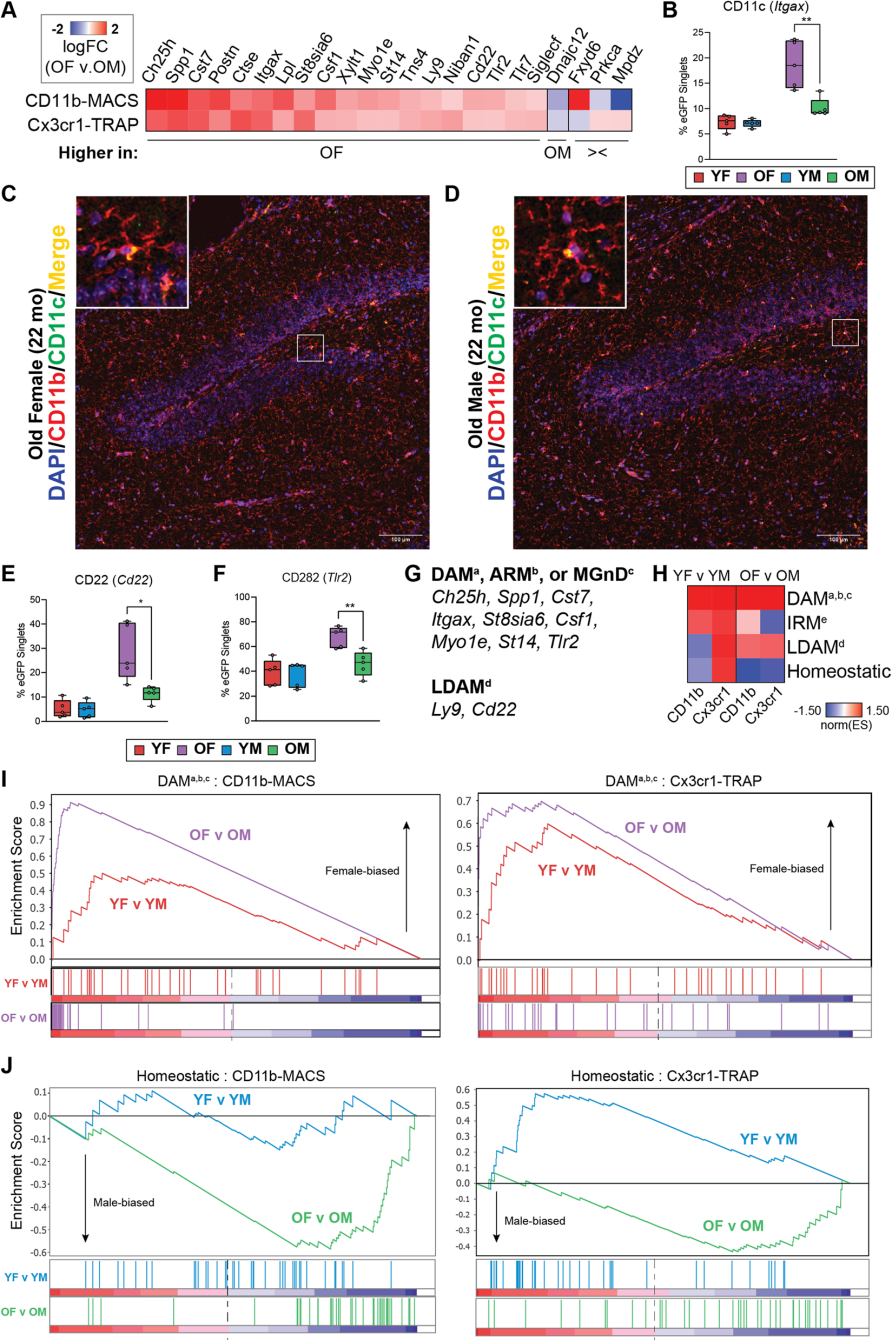
Sex differences in the transcriptome (CD11b-MACS) and translatome (Cx3cr1-TRAP) in old microglia. **A** Heatmap of the logFC(OF/OM) from the 23 sex DEGs identified in the old age groups across both the transcriptome (CD11b-MACS) and translatome (Cx3cr1-TRAP). **B** Flow cytometry confirmations of the percentage of CD11c (*Itgax*) (two-way ANOVA, Sidak’s MTC, *p < 0.05, **p < 0.01, ***p < 0.001). Boxplots represent the median ± IQR. **C**, **D** Representative confocal fluorescent microscopy images of sagittal brain sections captured in the hippocampus of old (22 mo) **C** female and **D** male mice show CD11c (pseudo-color green signal) in cells that co-expressed CD11b (red signal). **E**, **F** Flow cytometry confirmations of the percentage of **E** CD22 (*Cd22*), and **F** CD282 (*Tlr2*) positive cells among the eGFP^+^ cells from Cx3cr1-NuTRAP hippocampus (two-way ANOVA, Sidak’s MTC, *p < 0.05, **p < 0.01, ***p < 0.001). Boxplots represent the median ± IQR. **G** List of genes with female-biased expression in old microglia that overlap with DAM^a^ [21], ARM^b^ [60], MGnD^c^ [61], and LDAM^d^ [42] markers. **H** GSEA normalized enrichment scores comparing sex-biased enrichment of microglial phenotypic markers of DAM^a,b,c^ [21, 60, 61], IRM^e^ [60], LDAM^d^ [42], or homeostatic states in young (YF v YM) or old (OF v OM) groups. **I**, **J** GSEA enrichment plots for **I** DAM^a,b,c^ [21, 42, 60] and **J** homeostatic marker genes

To validate our transcriptomic findings at the protein level, we performed flow cytometry on Cx3cr1-NuTRAP mouse hippocampus from young (5–6 mo) and old (22–25 mo) mice of both sexes (*n* = 4–5/sex/age), using an independent cohort of mice from the transcriptomic and translatomic analyses. Consistent with our expression-level analyses, we observed a higher proportion of CD11c^+^ (Fig. 5B). We also performed immunostaining of sagittal sections from Cx3cr1-NuTRAP brains from the original translatomic cohort and identified colocalized expression of CD11b and CD11c within microglia in the hippocampus of 22 mo male and female mice (Fig. 5C, D). These representative images appear to show higher expression of CD11c in the old female microglia when compared to males.

CD22 was identified as a negative regulator of microglial phagocytosis in the aging brain [40] and was found to be upregulated in microglia in mouse models of AD [41]. Further, disruption of CD22 signaling using a ligand-blocking antibody stereotactically injected into an aged mouse brain showed increased clearance of co-injected myelin debris or oligomeric amyloid beta [40]. *Cd22* was also found to be upregulated in lipid-droplet accumulating microglia (LDAM), which are characterized by their accumulation of lipid-droplets and were found to have defective phagocytosis [42]. On the other hand, CD282 (TLR2) is a cell surface pattern recognition receptor that was originally found to detect lipoteichoic acid and lipopeptide from Gram-positive bacteria [43]. In the brain, TLR2 detects damage-associated molecular patterns (DAMPs) produced during neuronal death and neurodegeneration [44]. Of particular interest, TLR2 can be activated by fibrillar amyloid-beta to skew microglia to reactive phenotypes [45, 46]. *Tlr2* was also found to be upregulated in the DAMs that have been associated with Aβ plaques.

We performed flow cytometry on Cx3cr1-NuTRAP mouse hippocampus from young (5–6 mo) and old [22–25 mo] mice of both sexes (*n* = 4–5/sex/age), using the same cohort of mice as in Fig. 5B. Consistent with our expression-level analyses, we observed a higher proportion of CD22^+^ (Fig. 5E) and CD282^+^ (Fig. 5F) cells among the eGFP^+^ microglia in old females when compared to old males, with no difference by sex within the young group.

We also noted that the expression of several genes that were more highly expressed in old female microglia was consistent with the DAM signature (*Ch25h*, *St8sia6i, Cst7, Lpl, Csf1, Myo1e, St14*) or LDAM signature (*Ly9*, *Cd22*) (Fig. 5G). These results suggest that female microglia are adopting a disease-associated state with aging to a greater extent than male microglia, even in the absence of disease pathology. 

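Lpl, which releases fatty acids from lipoproteins, was higher in old females by 1.34 (SE 0.22, adjusted p = 0.00753 from limma) in CD11b-MACS and 0.71 (SE 0.10, adjusted p = 1.9e-04 from limma) in Cx3cr1-TRAP. St8sia6, a sialyltransferase, was higher by 0.78 (adjusted p = 0.0489) and 1.15 (adjusted p = 1.9e-04), Myo1e, a motor protein of phagocytic cups, by 0.83 (adjusted p = 0.00965) and 0.49 (adjusted p = 0.00651), and the serine protease St14 by 0.74 (adjusted p = 8.1e-05) and 0.52 (adjusted p = 0.0602). Ch25h was higher by 1.12 (adjusted p = 0.0763) in Cx3cr1-TRAP, and Ly9, a receptor of the SLAM family, by 0.54 (adjusted p = 0.0550) and 0.70 (adjusted p = 0.0791). In CD11b-MACS the call of St8sia6 ended under limma without trend and robust and without OF3, OF4, OM2, OM3, OM4 or OM5 (adjusted p up to 0.218), and that of Ly9 under a fit of the 2 groups alone and limma without trend and robust and without OF3, OF4, OM2, OM3, OM4 or OM5 (adjusted p up to 0.252). In Cx3cr1-TRAP the call of St14 ended under a fit of the 2 groups alone, with OM319 to OF400 alone as old libraries and without OF209 or OF383 (adjusted p up to 0.123), that of Ch25h under limma without trend and robust, with OM319 to OF400 alone as old libraries and without OF209, OF325, OF382, OF383 or OM204 (adjusted p up to 0.276), and that of Ly9 under limma without trend and robust, with OM319 to OF400 alone as old libraries and without OF209, OF210, OF325, OF382, OF383 or OM319 (adjusted p up to 0.160). The age effect differed between the sexes in Cx3cr1-TRAP for St8sia6, by 1.50 (SE 0.24, adjusted p = 0.0166 from limma), for Lpl, by 0.84 (adjusted p = 0.0354), and for Myo1e, by 0.70 (adjusted p = 0.0894), larger in females for each. In that test the call of Lpl ended under limma without trend and robust and without YM1438 or YM1439 (adjusted p up to 0.137), and that of Myo1e under limma without trend and robust, edgeR, edgeR with bias-adjusted deviances and a fit with title series as covariate and when any of 16 libraries was left out (adjusted p up to 0.260). In CD11b-MACS the same test gave 1.13 for Lpl (unadjusted p = 0.00406, adjusted p = 0.516), 0.88 for Myo1e (unadjusted p = 0.00123, adjusted p = 0.442) and 0.16 for St8sia6 (unadjusted p = 0.573, adjusted p = 0.981).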

To assess the relative enrichment of microglial phenotypic markers in an unbiased way, we performed gene set enrichment analysis (GSEA) using DAM, interferon-response microglia (IRM), LDAM, and homeostatic marker genes compiled from multiple single-cell transcriptomic reports (Additional file 10: Table S6). We found a trend towards enrichment of DAM and LDAM phenotypic markers in old female microglia compared to male microglia, and a trend towards homeostatic markers in old male microglia when compared to female microglia (Fig. 5H). 

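Some DAM genes were higher in old females than in old males in each method and none were lower, and few differed between young females and males. Of 45 genes, 25 were higher in old females of CD11b-MACS and 18 of Cx3cr1-TRAP, with 0 lower (39 and 23 when adjusted over the list alone). The median log2 fold change was 0.82 and 0.26, with an adjusted camera p of 2.9e-47 and 5.9e-14, and adjusted p = 0.0492 and 0.175 with an estimated correlation. At young age 0 and 1 were higher (0 and 2 when adjusted over the list alone), with medians of 0.0021 and 0.15 and an adjusted camera p of 0.364 and 1.2e-04 (adjusted p = 0.915 and 0.524 with an estimated correlation). The age effect was larger in females for 0 and 3 members (27 and 8 when adjusted over the list alone), with an adjusted camera p of 5.6e-32 and 1.0e-04 and adjusted p = 0.121 and 0.524 with an estimated correlation. Igf1, a trophic factor, was higher in old females of CD11b-MACS by 1.49 (adjusted p = 0.00942). The list shares 10 genes with the set the study drew from these samples, so those are not independent evidence. Without them 15 of 35 were higher in CD11b-MACS (median 0.59) and 8 in Cx3cr1-TRAP (median 0.15), with 0 lower. The 10 were chosen for this sex difference, so leaving them out lowers these values by design. Without OM204 and OM319, a choice made after the scaling was seen, 26 of the 45 were higher in Cx3cr1-TRAP. These libraries had the highest DAM means of the old males, 5.94 and 6.18. Leaving them out widens the difference by itself, so the higher number is not added evidence.

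**Figure D3:**
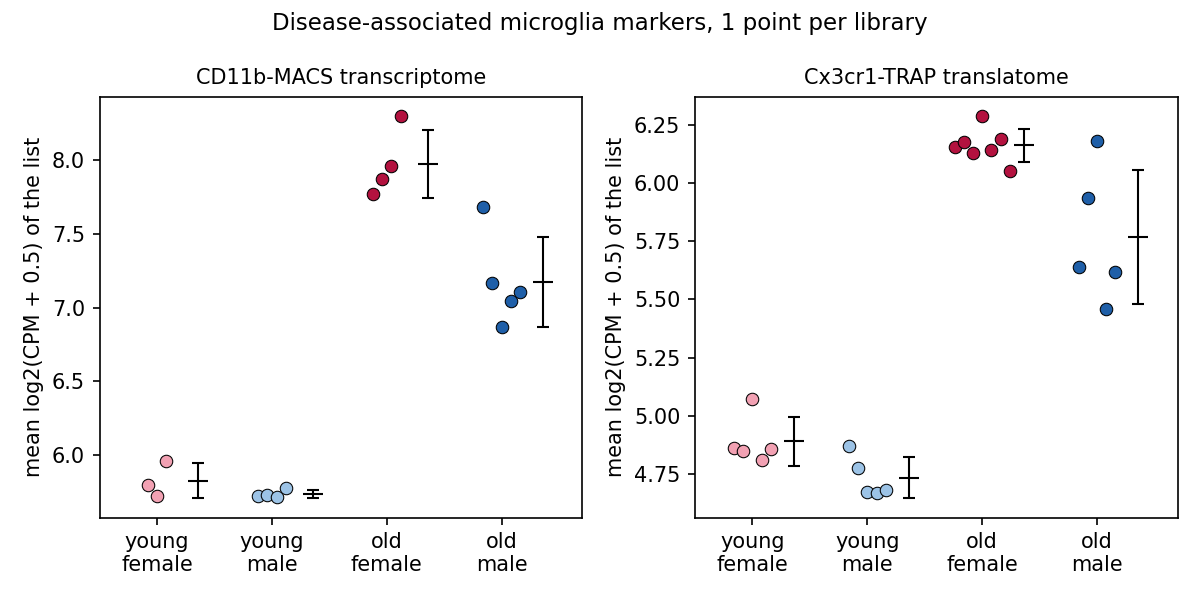
Mean log2(CPM + 0.5) of 45 DAM genes in each library, by group, in CD11b-MACS and Cx3cr1-TRAP. Bars are group means with SD, 7.98 ± 0.23 (SD, n = 4) in OF and 7.18 ± 0.31 (SD, n = 5) in OM of CD11b-MACS and 6.16 ± 0.072 (SD, n = 7) and 5.77 ± 0.29 (SD, n = 5) of Cx3cr1-TRAP.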

Examination of the GSEA enrichment plots shows a greater level of enrichment of DAM markers in the OF v OM comparison than in the YF v YM comparisons by both methods (Fig. 5I). Similarly, the GSEA enrichment plots showed a greater depletion of homeostatic microglial markers in the OF v OM comparison than in the YF v YM comparison by both methods (Fig. 5J). These data further support the predicate that female hippocampal microglia skew towards reactive phenotypic states (i.e., DAM, LDAM) relative to males, with male microglia maintaining a more homeostatic transcriptomic in the aged brain.

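Homeostatic genes differed little between the sexes at either age. Of 29 genes, 2 were lower in old females of CD11b-MACS, Ecscr and Sall1, and 0 higher (4 and 1 when adjusted over the list alone). Sall1, a transcription factor of microglial identity, was lower at -0.38 (adjusted p = 0.0740), and the purinergic receptor P2ry12 did not pass, at -0.36 (adjusted p = 0.104). The call of Sall1 ended under quantile normalization, a fit of the 2 groups alone and limma without trend and robust and when any of 7 libraries was left out (adjusted p up to 0.279). In Cx3cr1-TRAP 1 was lower and 1 higher (5 and 2 when adjusted over the list alone, and 0 and 1 without OM204 and OM319). The median log2 fold change at old age was -0.13 in CD11b-MACS (camera adjusted p = 4.0e-06, adjusted p = 0.324 with an estimated correlation) and -0.10 in Cx3cr1-TRAP (camera adjusted p = 0.0560, adjusted p = 0.748 with an estimated correlation). Without OM204 and OM319 the median of Cx3cr1-TRAP was -0.0018. In Cx3cr1-TRAP the adjusted camera p was 0.103 without OF209, 0.297 without OF210, 0.156 without OM204, 0.402 without OM319 and 0.128 without OM321. No member passed at young age in either method, with medians of -0.016 and 0.14 (camera adjusted p = 0.633 and 5.1e-06, adjusted p = 0.925 and 0.524 with an estimated correlation). The age effect differed between the sexes for 0 members in either method. In Cx3cr1-TRAP it was lower in females for 7 and higher for 1 when adjusted over the list alone. The median difference there was -0.22 (camera adjusted p = 2.3e-06, adjusted p = 0.524 with an estimated correlation), and -0.11 without OM204 and OM319.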

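Genes of lipid uptake, storage and transport leaned to old females. Of 30 in CD11b-MACS, 6 were higher in old females and 0 lower (15 and 0 when adjusted over the list alone, camera adjusted p = 2.5e-12, adjusted p = 0.215 with an estimated correlation), and of 29 in Cx3cr1-TRAP 3 and 0 (8 and 2 when adjusted over the list alone, camera adjusted p = 0.00573, adjusted p = 0.463 with an estimated correlation). The apolipoprotein gene Apoc4 was higher by 1.22 (adjusted p = 0.0402) in CD11b-MACS, and the fatty acid carrier Fabp5 did not pass, at 1.22 (adjusted p = 0.190). The call of Apoc4 ended under a pseudocount of 0.1 and edgeR and without OF2, OF3, OF4, OM4 or OM5 (adjusted p up to 0.227). Lysosomal genes were higher in old females in 14 of 37 in CD11b-MACS and 3 in Cx3cr1-TRAP, with 0 lower (23 higher and 1 lower, and 4 and 0, when adjusted over the list alone, camera adjusted p = 6.8e-19 and 0.00565, adjusted p = 0.198 and 0.613 with an estimated correlation). The number was 9 in CD11b-MACS after quantile normalization, and 8 lysosomal and 5 lipid genes were higher in Cx3cr1-TRAP without OM204 and OM319. Gla, the lysosomal alpha-galactosidase, was higher by 0.82 (adjusted p = 0.0254) in CD11b-MACS. The call of Gla ended under a fit of the 2 groups alone and without OF4 (adjusted p up to 0.126). The paper takes its data to support that female microglia skew towards reactive states in the aged hippocampus. It draws on DAM and LDAM genes higher in old females, flow cytometry of 3 surface markers and the leaning of DAM and homeostatic gene sets. It also shows CD11c immunostaining. Its next part reports a separate flow cytometry panel, with a higher proportion of DAM-marker cells in old females than in old males.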

### Assessing microglial heterogeneity across age and sex by flow cytometry

To assess microglial heterogeneity across age and sex, we created a flow cytometric panel to simultaneously measure the proportions of microglia positive for DAM, IRM, LDAM, and homeostatic markers in C57BL6 hippocampus. The gating strategy used to identify microglia is shown in Fig. 6A. After gating cells and singlets, auto-fluorescent cells were removed from analysis. Microglial cells were then gated based on CD11b and CD45 expression (CD11b^+^CD45^mid^). From the selected microglial population, the DAM (CD11c^high^CLEC7a^high^) and homeostatic microglia (P2RY12^+^CLEC7a^−^) marker positive proportions were calculated using the gating strategies shown in Fig. 6B and C, respectively. Shifts in IRM (CD317) and LDAM (CD63) markers were assessed using median fluorescent intensity, as shown in Fig. 6D and E, respectively.

**Fig. 6:**
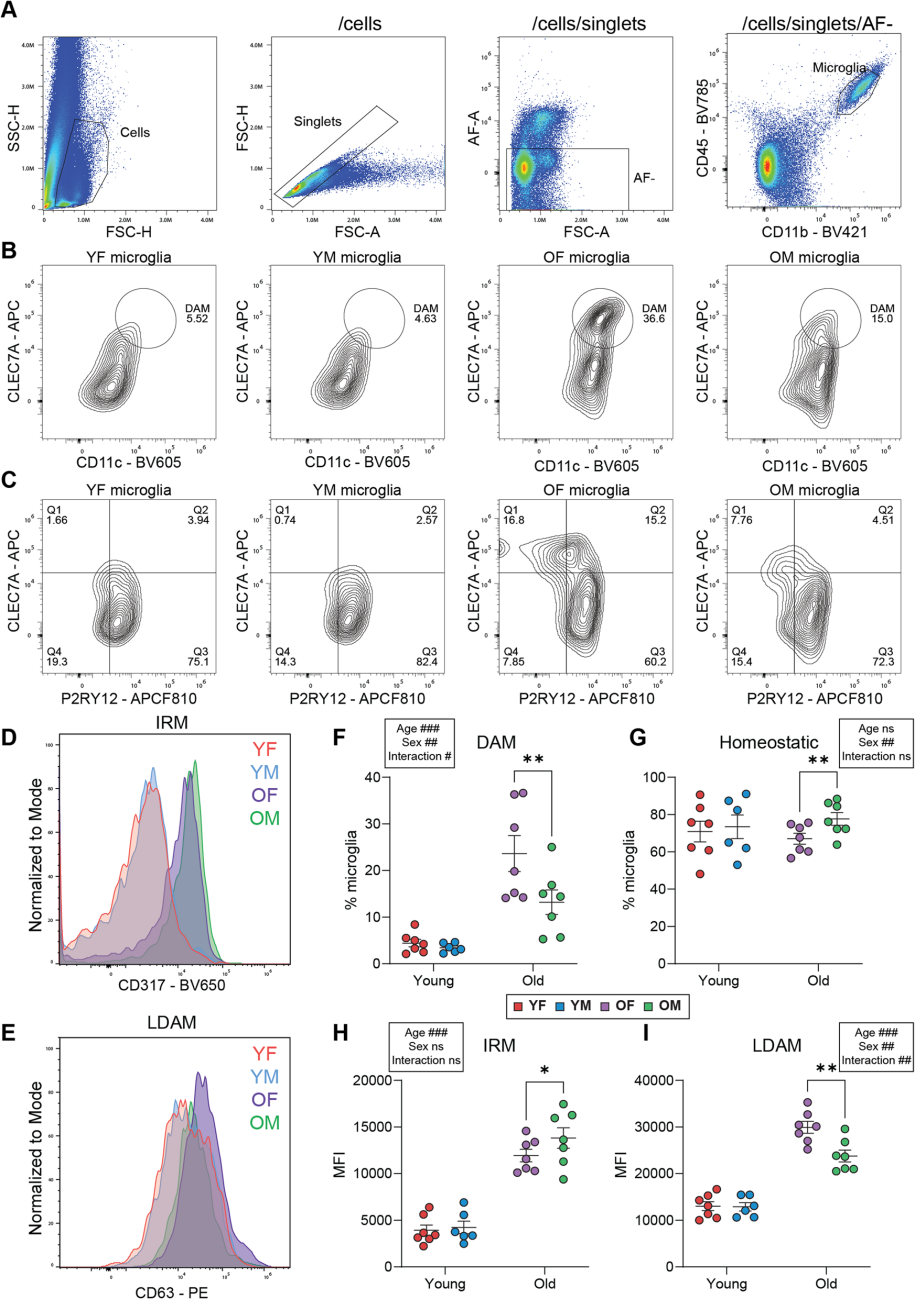
Assessment of microglial heterogeneity by flow cytometry across age and sex. Hippocampal tissue from young (2–4 mo) and old (23 mo) C57BL6 wildtype mice of both sexes (*n* = 6–7/sex/age) was processed for flow cytometric analysis using markers for microglial identity (CD11b, CD45) and microglial phenotypic states: DAM (CD11c, CLEC7A), homeostatic (P2RY12), IRM (CD317), and LDAM (CD63). **A** Gating strategy to identify microglial cells (CD11b^+^CD45^mid^) after filtering on cells and singlets, and gating out auto-fluorescent (AF) cells. **B** The proportion of microglia displaying DAM phenotype markers was assessed by the percentage of microglia that were CD11c^high^CLEC7A^high^. **C** The proportion of homeostatic microglia was assessed by the percentage of microglia that were P2RY12^+^CLEC7A^−^. **D** Median fluorescent intensity (MFI) of IRM marker CD317 within the microglial population (normalized to the mode). **E** Median fluorescent intensity (MFI) of LDAM marker CD63 within the microglial population (normalized to the mode). **F** Quantitation of the percent microglia expressing the DAM phenotype markers (CD11c^high^CLEC7A^high^) as gated in panel (**B**). **G** Quantitation of the percent homeostatic microglia (P2RY12^+^CLEC7A^−^) as gated in panel (**C**). **H** Quantitation of the MFI for IRM marker CD317. **I** Quantitation of the MFI for LDAM marker CD63. Strip plot bars represent mean with SEM. Statistics were calculated with mixed-effect model matched by age and collection date (main/interactive effects ^#^*p* < 0.05, ^##^*p* < 0.01, ^###^*p* < 0.001, Sidak’s MTC, *p < 0.05, **p < 0.01, ***p < 0.001)

Quantification of the proportion of microglia expressing the DAM phenotype markers (CD11c^high^CLEC7a^high^) revealed significant main effects of age (*p* = 0.0006), sex (*p* = 0.0051), and an interactive effect of age x sex (*p* = 0.0101) (Mixed-effect model matched by age and collection date, Sidak’s multiple comparison test). Post hoc comparison showed no difference by sex in the young group, with old females showing an overall higher proportion of DAMs when compared to old males (Fig. 6F). Quantification of the proportion of microglia exhibiting the homeostatic phenotype markers (P2RY12^+^CLEC7a^−^) revealed a significant main effect of sex (*p* = 0.0022), but no main effect of age or interactive effect (Mixed-effect model matched by age and collection date, Sidak’s multiple comparison test). Post hoc comparison showed no sex difference in the young group. However, old males showed an overall higher proportion of homeostatic microglia than old females (Fig. 6G). These data are consistent with the transcriptomic findings from Fig. 5.

Quantification of the IRM phenotype marker (CD317 MFI) revealed a significant main effect of age (*p* < 0.0001), but no significant main effect of sex or interactive effect (mixed-effect model matched by age and collection date, Sidak’s multiple comparison test). Post hoc comparison showed significant increases in both males and females with age. Although the change in CD317 MFI failed to reach statistical significance for the main effect of sex (*p* = 0.0595), post hoc analysis identified greater MFI in the old males than old females, with no difference in the young group (Fig. 6H). This trend is consistent with the transcriptomic results from Fig. 3, which suggest that males have a greater upregulation of interferon-response pathways with aging than old females.

Quantification of the LDAM phenotype marker (CD63 MFI) revealed significant main effects of age (*p* < 0.0001) and sex (*p* = 0.0065), and an interactive effect of age x sex (*p* = 0.0066) (mixed-effect model matched by age and collection date, Sidak’s multiple comparison test). Post hoc comparison showed no sex difference in the young group. However, old females showed an overall higher proportion of LDAMs than old males (Fig. 6I). These data are consistent with the transcriptomic findings from Fig. 5.

### Pathway analysis of microglial transcriptomic and translatomic sex effects in the aging mouse hippocampus

To further interrogate the biological significance of the transcriptomic and translatomic sex effects in the aging mouse hippocampus, IPA was used to identify canonical pathways, diseases and biological functions, and upstream regulators that were differentially regulated by sex in hippocampal microglia at young and old age (Fig. 7A; Additional file 11: Table S7). Within the canonical pathway analysis, we identified a sexually divergent induction of TREM1 signaling, NF-κB signaling, pathogen-induced cytokine signaling, and tumor microenvironment pathway. Of these pathways, there was no sex difference at young age, but the old females had greater induction of these pathways when compared to the old males. 

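Tlr4, the receptor for lipopolysaccharide, was lower in old females of CD11b-MACS, at -0.30 (adjusted p = 0.0791). The call of Tlr4 ended under a fit of the 2 groups alone and limma without trend and robust and when any of 8 libraries was left out (adjusted p up to 0.263). Of 34 Toll-like receptor and NF-kB genes there, 2 were higher, Tlr2 and Tlr7, and 1 lower (5 and 1 when adjusted over the list alone, camera adjusted p = 0.167). In Cx3cr1-TRAP 4 of 33 were higher and 1 lower (5 and 1 when adjusted over the list alone, camera adjusted p = 0.0331, adjusted p = 0.666 with an estimated correlation). The lower gene, Nfkbia, encodes an inhibitor of NF-kB and was -0.55 (adjusted p = 0.0509). The call of Nfkbia ended under a fit of the 2 groups alone, without OF383 or OM319 and without OM204 and OM319 together (adjusted p up to 0.198). Tnf and Il1b did not pass between old females and males of CD11b-MACS, at 0.70 (adjusted p = 0.269) and -1.16 (adjusted p = 0.500). No member passed at young age in either method (camera adjusted p = 0.579 and 0.253). Pathway scores were not computed here. The test of the list for an age effect that differs between the sexes gave an adjusted camera p of 0.451 in CD11b-MACS and 0.357 in Cx3cr1-TRAP.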

Triggering receptor expressed on myeloid cells 1 (TREM1) is a transmembrane receptor that can amplify inflammation through activation of the spleen tyrosine kinase (SYK) [47]. Soluble TREM1 (sTREM1) is released in response to inflammation and can contribute to hippocampal neuronal damage and synaptic loss via the PI3K–AKT signaling pathway [48]. NF-κB signaling can be upregulated by activation of PI3K–AKT signaling [49], suggesting that female-biased TREM1 activity may be upstream of the female-biased NF-κB upregulation in old microglia.

**Fig. 7:**
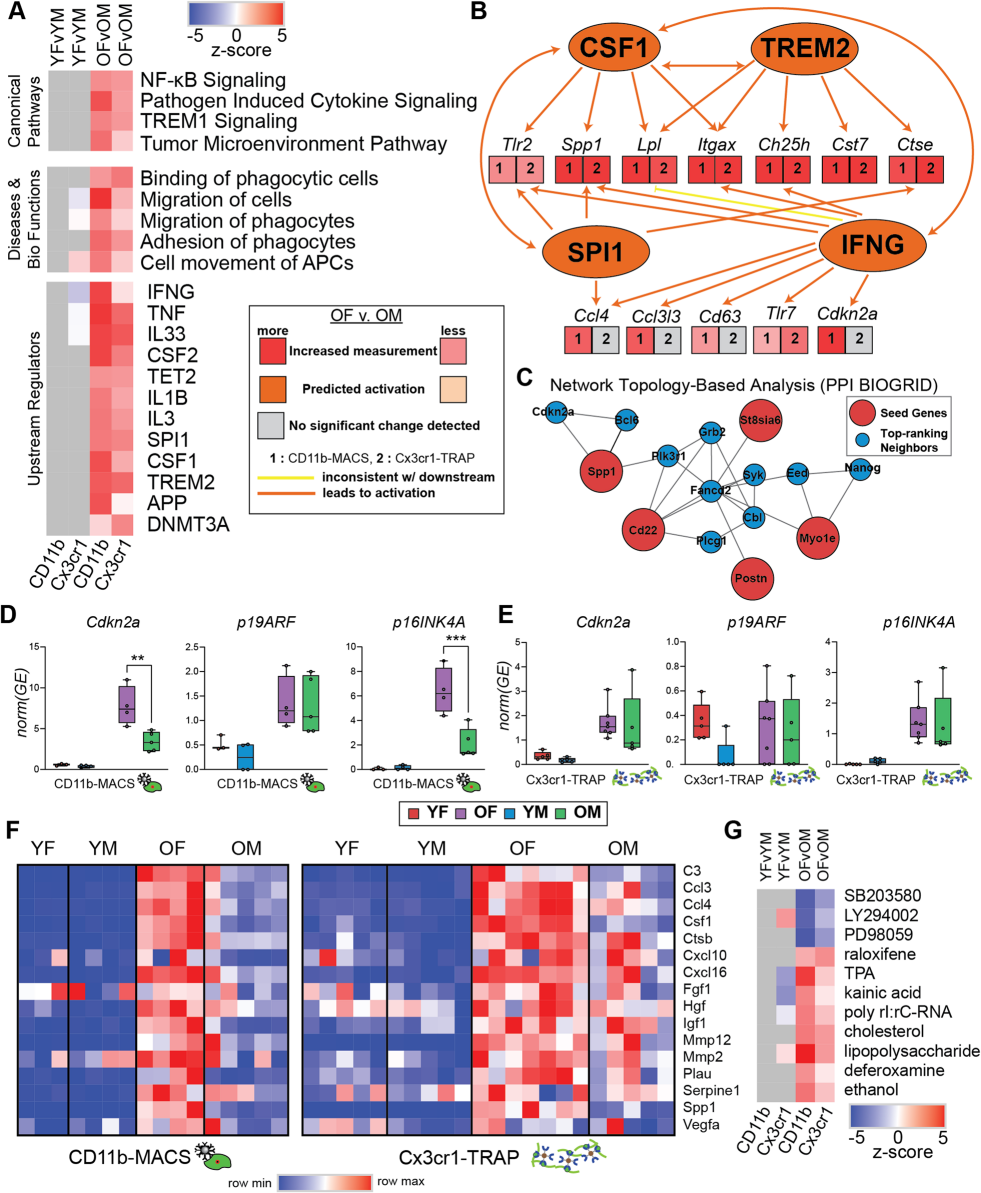
Pathway analysis of sex effects in the hippocampal microglial transcriptome and translatome. **A** Heatmap of z-scores for IPA canonical pathways, diseases and bio functions, and upstream regulators analyses. **B** IPA upstream regulator comparison to assess sex effects in old hippocampal microglia. **C** Network topology-based analysis (PPI BIOGRID) of the 19 genes that were more highly expressed in old female microglia compared to old males (Fig. 5A) in both the transcriptome and translatome. **D**, **E** *Cdkn2a* transcript analysis for p19ARF and p16INK4A in the **D** transcriptome and **E** translatome of hippocampal microglia. **F** Heatmap of SASP gene expression (CPM). **G** IPA upstream regulator analysis to identify drug regulators of sex differences

Within the diseases and biological functions pathways differentially regulated by sex, we identified several pathways involved in migratory and adhesion processes, suggesting sex differences in the motility of aged microglia. Examination of the differentially activated upstream regulators by sex identified many genes involved in pro-inflammatory response (i.e., IFNG, TNF, IL1B) in old female microglia. Interferon-gamma (IFNG) has been shown to prime microglia and cause a more responsive reaction to secondary stimulus, in addition to inducing microglial proliferation and altering hippocampal neuronal firing [50]. Thus, higher induction of IFNG in old female microglia likely drives them more quickly towards senescence and subsequently results in higher susceptibility to AD pathology (i.e., amyloid). Tumor necrosis factors (TNFs), such as TNFα, are master regulators of pro-inflammatory cytokine release and have been shown to provide autocrine positive feedback to increase TNFα production in microglia [51]. Higher activation of TNF pathways may drive this sex divergence of microglial inflammatory signaling through autocrine positive feedback loops, which may further be exacerbated with increasing age.

Another important upstream regulator that is more induced in old female microglia than old male microglia is SPI1, which encodes for the PU.1 transcription factor, a master regulator of microglial development and activation [52]. SPI1 is also a genetic risk factor for AD [53] and has been linked to the proliferation of macrophages [52]. Since SPI1 is a critical microglial transcription factor, even small changes in activity may lead to different susceptibilities to AD [52]. Colony stimulating factor 1 (CSF1), another central regulator of microglial identity, showed higher activation in female microglia compared to old male microglia. CSF1 regulates the survival, proliferation, differentiation, and function of microglia and other macrophages [54]. Since CSF1 induces proliferation [55], enhanced CSF1 signaling could lead to more exaggerated senescent phenotypes in female microglia and concomitant neuroinflammation. Female microglia also showed a larger activation of upstream regulator pathways associated with AD (i.e., APP, TREM2), suggesting a potential mechanism for female-biased disease progression in AD. Additionally, two epigenome modifier upstream regulators (TET2, DNMT3A) were shown to be more activated in old female microglia compared to old males, providing a potential epigenomic mechanism by which these sex differences in microglia may be perpetuated and maintained.

In addition to the solo activities of these upstream regulators that are more highly activated in old female microglia, several regulators provide positive feedback within a network (Fig. 7B), such that the activation of one regulator further amplifies the effect of other regulators.

### Female-biased microglial senescence in the aging mouse hippocampus

We ran network topology-based analysis (PPI BIOGRID) on the 19 genes that were found to be more highly expressed in old female microglia when compared to old male microglia (Fig. 7C). Among the top-ranking neighbors identified was *Cdkn2a*, the transcript encoding for p16INK4A, a well-established marker of senescence. [56]. SYK was also identified as a top-ranking neighbor, and SYK inhibition was previously shown to be selectively toxic to senescent cells [57].

Since *Cdkn2a* encodes for two different transcripts with alternate start sites (p19ARF and p16INK4A), we performed transcript-specific analysis on the *Cdkn2a* transcriptome and translatome data. Within the CD11b-MACS transcriptomic data, we found that *Cdkn2a* was more highly expressed in old females compared to old males. This sex difference at old age was not observed in p19ARF expression, but instead was driven entirely by p16INK4A expression (Fig. 7D). 

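Cdkn2a was higher in old females than in old males of CD11b-MACS by 1.07 (SE 0.27, adjusted p = 0.0586 from limma) on the log2 scale (two-sided exact permutation test, p = 0.0159). The call of Cdkn2a ended under a pseudocount of 0.1 and a fit of the 2 groups alone and without OF2, OF3, OF4, OM2 or OM3 (adjusted p up to 0.316). At young age the difference was 0.13 and did not pass. The age effect exceeded that of males by 0.94 in females (unadjusted p = 0.0326, adjusted p = 0.783 from limma). The p16INK4A and p19ARF transcripts were not analysed here.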

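In Cx3cr1-TRAP Cdkn2a measured 0.450 ± 0.197 (SD, n = 5) CPM in YF, 0.187 ± 0.113 (SD, n = 5) in YM, 2.02 ± 0.899 (SD, n = 7) in OF and 1.74 ± 1.73 (SD, n = 5) in OM. Old females and old males differed by 0.36 (SE 0.29, adjusted p = 0.522 from limma), which did not pass, and a two-sided exact permutation test gave p = 0.389. The young difference was 0.46 (adjusted p = 0.856). At such low levels the 0.5 CPM added before the log pulls differences towards 0.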

In the Cx3cr1-TRAP translatomic data, there was no sex difference observed in *Cdkn2a*, *p19ARF,* or *p16INK4A* expression (Fig. 7E). In addition, there was a single old male that displayed higher expression of *Cdkn2a* and *p16INK4A* than any other samples in that group. ROUT outlier analysis (*Q* = 5%) identified this as an outlier within the analysis. 

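OM319 held 4.74 CPM of Cdkn2a, above the other old males. Without it the difference between old females and old males of Cx3cr1-TRAP was 0.74 (adjusted p = 0.209 from limma, over all genes tested), which did not pass. The rise with age in males was then 1.08 (adjusted p = 0.0122). Without both OM204 and OM319 the difference between the sexes was 0.96, adjusted p = 0.0840.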

Since this sample was included in all other analyses, we did not remove it here but note that removal of this outlier results in a statistically significant difference between old females and old males in both *Cdkn2a* and *p16INK4A* expression. Therefore, we examined transcript-specific Cx3cr1-TRAP translatome data in an independent cohort of mice using RT-qPCR and confirmed that *Cdkn2a* expression was more highly expressed in the old females and was primarily driven by p16INK4A expression (Additional file 4: Fig. S4A). We also used this same cohort to analyze telomere length as a possible marker of replicative senescence. Although telomere length was shorter in the positive (microglial) fraction compared to the mixed-cell input, there were no significant differences by age and/or sex identified (Additional file 4: Fig. S4B). These results suggest that telomere shortening is not the source of the senescent phenotype observed in aged female microglia.

As another measure of senescence, we examined the expression of several previously identified SASP factors [20] and noted an overall higher expression of SASP factors in old females when compared to all other groups (Fig. 7F). 

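Some SASP genes were higher in old females than in old males in the CD11b-MACS transcriptome, and members moved both ways in the Cx3cr1-TRAP translatome. Of 47 in CD11b-MACS, 11 were higher and 0 lower (17 and 0 when adjusted over the list alone, camera adjusted p = 9.6e-07, adjusted p = 0.303 with an estimated correlation). Fgf2, a fibroblast growth factor, was higher by 1.13 (adjusted p = 0.0736), with Spp1, Igf1 and Csf1, while Cxcl10 did not pass, at 0.92 (adjusted p = 0.724). In CD11b-MACS the call of Fgf2 ended under a pseudocount of 0.1 and a fit of the 2 groups alone and without OF1, OF2, OF4, OM3 or OM4 (adjusted p up to 0.316). Of 43 in Cx3cr1-TRAP, 3 were higher, Spp1 and Csf1 among them, and 5 lower (8 and 5 when adjusted over the list alone, camera adjusted p = 0.573). There the median of the list was -0.022 and the mean 0.063, of opposite sign. Without OM204 and OM319 7 were higher and 0 lower, with a median of 0.16. The adjusted camera p was 0.0982 without OM204 and 0.0311 without OM319. At young age 1 member passed in the 2 methods together, Vegfc, lower in females of Cx3cr1-TRAP at -0.78 (adjusted p = 0.0459). The call of Vegfc ended without YF1444, YM1436, YM1437 or YM1438 (adjusted p up to 0.167).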

GSEA of senescent marker genes from the Harmonize 3.0 database [58] showed enrichment in the old female microglia when compared to the old males (Supplemental Fig. 4C). 

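Genes of cell cycle arrest and survival were higher in old females in 3 of 20 in CD11b-MACS, Cdkn2a, Cdkn1a and Glb1, and in 1 in Cx3cr1-TRAP, Glb1, with 0 lower (7 higher and 1 lower, and 2 and 1, when adjusted over the list alone). Glb1 was higher by 0.57 (adjusted p = 8.2e-04) in CD11b-MACS and 0.29 (adjusted p = 0.0888) in Cx3cr1-TRAP, and Cdkn1a by 0.76 (adjusted p = 0.0539) in CD11b-MACS. Between OF and OM of CD11b-MACS the call of Cdkn1a ended under a fit of the 2 groups alone, limma without trend and robust, edgeR and edgeR with bias-adjusted deviances and when any of 8 libraries was left out (adjusted p up to 0.251). In Cx3cr1-TRAP the call of Glb1 ended under a fit of the 2 groups alone and limma without trend and robust, with OM319 to OF400 alone as old libraries and when any of 13 libraries was left out (adjusted p up to 0.200). Bcl2 and Cdkn2c did not pass in CD11b-MACS, at 0.64 (adjusted p = 0.293) and 0.53 (adjusted p = 0.287). In CD11b-MACS the median of the list was 0.0044 and the mean 0.17 (camera adjusted p = 0.0549, adjusted p = 0.261 with an estimated correlation), and in Cx3cr1-TRAP the median was -0.071 (camera adjusted p = 0.659). This median was 0.061 without OM204 and OM319, and 2 members were higher.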

Upstream analysis of sex DEGs showed several drug pathways that were differentially regulated by sex in the old group (Fig. 7G; Additional file 11: Table S7). SB203580 (p38 MAPK inhibitor), LY294002 (PI3K inhibitor), and PD98059 (MEK inhibitor) were more highly induced in males. Thus, treatment with these drugs in females may abrogate the neuroinflammatory phenotypes observed. Greater induction of the lipopolysaccharide pathway in females (Fig. 7G; Additional file 11: Table S7) might relate to the greater expression of toll-like receptors (*Tlr7, Tlr2*) in aged female microglia compared to males. Additionally, raloxifene (a selective estrogen receptor modulator) pathway was more induced in females than males with aging. This suggests that estrogen signaling may play a role in the sexually divergent response to aging in hippocampal microglia.

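Tlr7 was higher in old females than in old males by 0.48 (SE 0.11, adjusted p = 0.0290 from limma) in CD11b-MACS and 0.53 (SE 0.13, adjusted p = 0.0541 from limma) in Cx3cr1-TRAP. It is X-linked (Entrez 170743, chromosome X from 167303380 to 167330574 of GRCm38/mm10). In CD11b-MACS the call of Tlr7 ended under a fit of the 2 groups alone and limma without trend and robust and without OF2 (adjusted p up to 0.151). In Cx3cr1-TRAP the call of Tlr7 ended with OM319 to OF400 alone as old libraries and without OM204 and OM319 together (adjusted p up to 0.259). At young age it did not pass, at 0.076 and 0.17 (adjusted p = 0.878). The age effect of females less that of males was 0.40 (unadjusted p = 0.0212, adjusted p = 0.735) and 0.36 (unadjusted p = 0.0694, adjusted p = 0.532). Tlr2, which rose with age in CD11b-MACS by 1.23 in females and 0.63 in males, measured 353 ± 11.9 (SD, n = 4) CPM in OF and 224 ± 46.3 (SD, n = 5) in OM there, and 57.2 ± 5.85 (SD, n = 7) and 42.3 ± 7.12 (SD, n = 5) in Cx3cr1-TRAP.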

## Discussion

In the aging mouse brain, microglia adopt diverse phenotypic states, even in the absence of disease pathology [3]. Some common characteristics of the transcriptomic changes identified in microglia with brain aging include the reduction in homeostatic marker gene expression and upregulation of genes associated with pro-inflammatory response [59]. In addition, bulk transcriptomic and imaging studies in the mouse hippocampus have shown a greater upregulation of inflammatory mediators (i.e., complement, MHCI) with aging in females as compared to males [4, 5]. A study in mouse forebrain identified sex divergences in the microglial translatomic response to aging that centered around APOE signaling [22]. However, the contributions of microglia in the hippocampus to these sex effects could not be ascertained from this study. Additionally, recent single-cell transcriptomic studies have identified novel microglial phenotypic states (i.e., DAM, LDAM) observed with aging and disease pathology [21, 42, 60, 61]. Bolstered with this new understanding of microglial diversity across age and disease, we sought to assess the relative contributions of microglial phenotypic states to the transcriptomic and translatomic sex effects observed in the aging mouse hippocampus. The data presented here provide insight into the mechanisms responsible for sex effects in microglial phenotypic responses to aging in the hippocampus, and how these basal differences may further be amplified in disease states, such as AD.

To ensure rigor and reproducibility, we used two validated methods for assessing microglial gene expression without inducing ex vivo activational confounds [7, 8] using acutely isolated hippocampal tissue from young and old mice of both sexes. Importantly, these studies recapitulated the microglial aging phenotypes observed in previous studies [3, 22], with upregulation of inflammatory signaling pathways, migratory functions, and age-related upstream regulators in the transcriptome and translatome of both sexes. The consistency of these findings further validates our methodologies for the identification of transcriptomic and translatomic changes in the aging mouse brain. These data are accessible through the searchable web interface (https://neuroepigenomics.omrf.org/) as a resource for the field. The most important result of this study was the identification of sex divergences in the transcriptome and translatome of the aging mouse hippocampus. We found that female microglia more robustly adopt disease-associated (i.e., DAM, LDAM) phenotypic states and display a greater senescent signature than male microglia in the aged mouse hippocampus. Whether this sex divergence is regulated by cell autonomous or non-autonomous mechanisms cannot be ascertained from these data. For example, female microglia may be pre-disposed to adopting reactive states in the aged brain due to intrinsic factors that can differ between the sexes, like genetics (i.e., sex chromosomes) or hormone receptor expression (i.e., estrogen receptor). Alternatively, the female brain may be more prone to accumulating noxious stimuli (i.e., synapse or myelin loss) that drive microglia to specific reactive states. Future studies will be needed to explore potential cell autonomous and non-autonomous mechanisms driving sex divergence in aged microglia gene expression profiles.

*Spp1* was found to be differentially expressed by sex in the old groups in our transcriptomic and translatomic analyses, as well as a previous study in the mouse forebrain [22]. Of interest, *Spp1* is increased in microglia from mouse models of AD [21, 61] and is a marker of the DAM/ARM/MGnD phenotype. Recently, perivascular macrophage expression of *Spp1* was shown to be necessary for microglial engulfment of synapses and upregulation of phagocytic markers in the mouse hippocampus with amyloid pathology [62]. Thus, differences in *Spp1* expression could have important functional consequences, with higher female *Spp1* expression leading to greater phagocytic activity. *Spp1* was also identified as a component of the SASP, and is considered a marker of cellular senescence [20]. This finding suggests that higher expression of *Spp1* in aged female microglia may lead to a greater susceptibility to neurodegeneration in AD.

Cathepsin E (*Ctse*) was also found to be differentially expressed by sex in the old groups in our transcriptomic and translatomic analyses, as well as a previous study in the mouse forebrain [22]. *Ctse* encodes for CatE, a protease involved in the endosomal–lysosomal system, is exclusively expressed by reactive microglia, and increases in response to amyloid pathology [63]. The transcription factor PU.1 (encoded by *Spi1*), which was identified as a female-biased upstream regulator in old microglia, enhances *Ctse* expression [64]. CatE expression leads to the proteasomal degradation of autophagic degradation of inhibitor of κBα (IκBα) into NFκB, which allows NFκB to translocate to the nucleus to initiate pro-inflammatory signaling cascades [65]. The female-biased *Ctse* expression in aged microglia may thus be contributing to the female-biased activation of NFκB signaling. Thus, differential expression of *Ctse* may lead to functional differences in the secretion of pro-inflammatory cytokines and chemokines, triggering positive feedback for neuroinflammation among glial cells.

In addition to brain region-independent sex differences in the aged mice, we also identified hippocampal-specific sex differences in aged microglia, which included *Csf1*. Importantly, *Csf1* is a component of the SASP [20] and induces microglial proliferation [55]. It stands to reason that female-biased upregulation of *Csf1* in aged microglia could lead to greater proliferation in female microglia and quicker transition to senescent phenotypes [6]. *Csf1* has also been shown to be a p53 target that provides positive feedback to suppress apoptosis [66], further suggesting a role for *Csf1* in the female-biased senescent phenotype observed in the aged microglia analyzed in this study. Although senescence is often referred to in a negative context, this cell fate decision is generally triggered as a response to damage to suppress dysfunctional cells from proliferating and has many beneficial effects during processes like wound healing and fibrosis resolution [67]. Microglial induction of senescent markers are reproducible across models, as we have observed p16 induction with aging and in Alzheimer’s models [23]. On the other hand, chronic senescence in the brain can lead to structural and functional changes that contribute to cognitive impairment [68] and removal of senescent cells delays age-related pathologies [69, 70]. In fact, the Senolytic Therapy to Modulate the Progression of Alzheimer's Disease (SToMP-AD) trial is currently examining the safety, efficacy, and brain bioavailability of the senolytics dasatinib (D) and quercetin (Q) in managing AD. Thus, understanding potential sex differences in senescent phenotypes within the brain during aging is essential to guide future senolytic treatment approaches.

Cystatin F (*Cst7*) was another hippocampal-specific sex DEG identified in the transcriptomic and translatomic analyses of the present study. *Cst7* is a marker of the DAM/ARM/MGnD phenotype [21, 60, 61] and involved in endo-lysosomal processing through inhibition of cysteine proteases (i.e., cathepsin L and C) [71]*.* Interestingly, *Cst7* knockout had sexually divergent effects on microglia in the APP^NL−G−F^ mouse model of AD [72]. Specifically, *Cst7* knockout in APP^NL−G−F^ mice led to the upregulation of endo-lysosomal genes in females and the downregulation of inflammatory genes in males. Female *Cst7*-deficient APP^NL−G−F^ mice also showed greater lysosomal and amyloid beta burden than their male counterparts. It may be the case that sex differences in other endo-lysosomal genes (i.e., *Ctse*) may lead to the sex-differential response of microglia to *Cst7* deficiency in the context of amyloid pathology. These results highlight the importance of sex-specific analyses in elucidating aging and disease mechanisms, as different mechanisms may be operating as a function of sex.

Toll-like receptor 7 (*Tlr7*) was also found to be differentially expressed by sex in both the transcriptomic and translatomic analyses of old microglia. *Tlr7* is an endosomal immune sensor that detects single-stranded RNA and can elicit a type I interferon response to viral stimulus [73]. *Tlr7* expression can be induced by NFκB activity [73] which, as previously mentioned, also has female-biased activity in aged microglia. In the kidney, small endogenous (non-viral) RNAs were able to activate *Tlr7* in the context of healthy aging [74]. It is possible that the same mechanism is acting in aged microglia. *Tlr7* is an X-chromosomally encoded gene that variably escapes from X-chromosome inactivation. The higher levels of *Tlr7* in aged female microglia could be a result of escape from X-chromosome inactivation. Since *Tlr7* is expressed on the endosome, it is also possible that there are interactions with *Ctse* and *Cst7* to further exacerbate sex effects in aging microglia. Importantly, evidence suggests that endo-lysosomal dysfunction plays an important role in several neurodegenerative diseases [75–77]. Thus, endo-lysosomal sex differences may contribute to the sex biases observed in AD, and be a potential target for future therapeutic intervention.

We showed that aged female microglia are enriched for DAM/ARM/MGnD markers [21, 60, 61] when compared to aged male microglia. We further showed female-biased activation of TREM2 in aged microglia. When TREM2 binds its ligand, it causes phosphorylation of immunoreceptor tyrosine-based activation (ITAM) receptor DAP12, which recruits Syk kinase to signal to downstream effectors (i.e., PI3K) which effect various essential cell functions (survival, proliferation, phagocytosis, motility) [78–80]. TREM2 deficiency in mice prevented microglial clustering around amyloid beta plaques in the 5XFAD model [81] and prevented microglial transition to the Stage 2 DAM phenotype [21] and concomitant upregulation of *Cst7*, *Lpl*, *Csf1*, and *Itgax* (all identified as sex divergences in the present study). TREM2 signaling also interacts with CSF1R signaling through interaction with DAP12 and SYK signaling [79], which further supports the idea of multiple upstream regulators acting synergistically to promote and maintain the sexually divergent reactive phenotypes observed in the aging brain in health and disease. Recently, SYK signaling was shown to be required for the microglial phagocytic clearance of amyloid pathology in a mouse model of AD [82]. Together, these data suggest that the emergence of the DAM phenotype is protective against destructive amyloid pathology. The female-biased over-representation of DAM markers may provide a cellular mechanism by which women with Alzheimer’s disease survive longer than men, but with worse pathology [83]. Further, altered TREM2-SYK signaling may lead to functional differences in microglial phagocytic capacity between the sexes.

Recent AD clinical trials have shown that biological sex interacts with genomic risk factors to alter therapeutic efficacy, highlighting the need for precision medicine. For example, results of the Phase 3 lecanemab trial revealed that females and APOE4 homozygotes did not show improved cognition in response to lecanemab treatment, while males and APOE4 carriers showed significant improvement [84]. Additionally, hormone replacement therapy was shown to interact with APOE genotype to yield different efficacies in AD risk prevention in post-menopausal women [85]. Since APOE signals through TREM2 [61], the sex biases observed in TREM2 signaling pathways in aged microglia may be contributing to the differential response to AD treatment.

Although the data presented here robustly identify a skew towards disease-associated and senescent phenotypes in aged female microglia, single-cell transcriptomic techniques will be needed to confirm sex differences in heterogeneity. In addition, validation of the senescent signature using traditional approaches (i.e., SA-β-gal staining) will need to be conducted. Mechanistic studies are needed to determine the function of individual genes in promoting the sexually divergent phenotypes described here.

Future studies will focus on the interactive effects of sex chromosomal (i.e., escape from X-chromosome activation) and sex hormonal (i.e., estrogen signaling) mechanisms in mediating sex effects in hippocampal microglial reactivity with aging and in models of Alzheimer’s disease. *Kdm6a* is a histone lysine demethylase that was found to be differentially regulated by sex across all comparisons in the present study and was shown to serve a protective effect in an AD mouse model [32]. However, the role of *Kdm6a* and sex-specific histone modifications have not been explored in microglia with aging or in response to amyloid pathology. In addition, the sex-differential regulation of DNA modifiers (DNMT3A, TET2) suggests that DNA methylation and hydroxymethylation may regulate the sex effects observed in this study. Finally, the identification of raloxifene (a selective estrogen receptor modulator) in the drug analysis suggests that estrogen signaling may also play a role in the observed sex effects. Interrogation of microglial-specific estrogen signaling will be needed to disentangle these effects.

## Conclusions

In conclusion, the data presented here identify novel genes that are differentially regulated by sex in the aged mouse hippocampus. The female-biased genes and pathways suggest that female microglia skew to disease-associated and senescent phenotypes, even in the absence of disease pathology. The pathways identified are highly relevant to AD and may be used to identify novel sex-informed, disease-modifying therapies. The transcriptomic and translatomic findings presented here are available in searchable format at https://neuroepigenomics.omrf.org/.

### Supplementary Information

**Additional file 1: Figure S1.** Isolation of hippocampal microglial transcripts by CD11b-MACS and Cx3cr1-TRAP. A) Isolation of hippocampal microglia by CD11b-MACS. The hippocampus from YF, YM, OF, and OM C57BL6/N mice was dissociated by enzymatic and mechanical dissociation with transcription and translation inhibitors. The single-cell suspension was labeled with CD11b microbeads prior to magnetic separation. The CD11b^+^ fraction was then analyzed by flow cytometry. B) Representative flow cytometry plots of the CD11b and CD45 immunoreactivity from the CD11b-MACS input and positive (pos.) fractions. C) Quantitation of the percentage of singlets that were CD11b^+^CD45^+^ from the CD11b-MACS input and pos. fraction (two-way ANOVA, main effect MACS fraction [Input v. Pos. Fraction], ***p < 0.001). D) Isolation of hippocampal microglial translatome by Cx3cr1-TRAP. Mouse hippocampus was homogenized in TRAP lysis buffer containing translation inhibitors. eGFP-labeled polysomes and associated translating RNA (from Cx3cr1^+^ cells) were magnetically separated using an eGFP antibody and IgG beads. RNA from the pos. fraction was used to generate stranded RNA-Seq libraries for assessment of the microglial translatome. E–H) Cx3cr1-NuTRAP cortex samples were used to assess the cell specificity of cre-mediated induction of the NuTRAP allele by flow cytometry. E) Representative flow cytometry plot of eGFP^+^ singlets from Cx3cr1-NuTRAP cortex. F) Quantitation of the percent eGFP^+^ singlets from young and old Cx3cr1-NuTRAP cortex from both sexes. G) Representative flow cytometry plots of the percent CD11b^+^CD45^+^ singlets (left) and eGFP^+^ singlets (right). H) Quantitation of the percent CD11b^+^CD45^+^ singlets (left) and eGFP^+^ singlets (right).

**Additional file 2: Figure S2.** Separated channels for IHC images displayed in Fig. 5. Cx3cr1-NuTRAP brains were processed for IHC analyses of frozen sections immunostained with antibodies against CD11b (red signal) and CD11c (blue signal). DAPI counterstaining of nuclei is indicated in grey. For the merged images presented in Fig. 5, the eGFP channel was eliminated and the CD11c staining was pseudo-colored to green for better visualization of the colocalization of CD11b and CD11c, and DAPI was colored blue.

**Additional file 3: Figure S3.** Comparison of sex effects in aged microglia (22–25 mo) from the present study (hippocampus) and a previously published study (Kang et al., 2018; forebrain) identifies hippocampus-specific sex effects.

**Additional file 4: Figure S4.** Senescent marker measurement from the Cx3cr1-NuTRAP brain. A separate cohort of male and female Cx3cr1-NuTRAP mice were aged to 8–13 mo and 23–26 mo (*n* = 4/sex/age) for TRAP-RT-qPCR and INTACT telomere assays. A) RT-qPCR for *Cdkn2a* and its transcripts *p19* and *p16* (two-way ANOVA, Tukey’s post hoc, *p < 0.05, **p < 0.01, ***p < 0.001). B) Relative telomere length as assessed by RT-qPCR (two-way ANOVA, main effect of INTACT fraction (input v. positive), *p < 0.05). Box plots represent median ± IQR. C) GSEA plots showing an enrichment of senescent marker genes in old female microglia compared to old males.

**Additional file 5: Table S1.** Table of primers and probes used for the RT-qPCR and telomere assay, antibodies dilutions used for IHC, and IHC settings.

**Additional file 6: Table S2.** List of differentially expressed genes for the CD11b-MACS RNA-Seq.

**Additional file 7: Table S3.** List of differentially expressed genes for the Cx3cr1-TRAP RNA-Seq.

**Additional file 8: Table S4.** Figure 2 Source Data.

**Additional file 9: Table S5.** Figure 3 Source Data.

**Additional file 10: Table S6.** Microglial phenotype gene list compilation used for GSEA.

**Additional file 11: Table S7.** Figure 7 Source Data.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the NCBI Gene Expression Omnibus (GEO) repository, under accession number GSE233400. The transcriptomic and translatomic data can be accessed via a searchable web interface at https://neuroepigenomics.omrf.org/. Supporting data are provided as Supplemental Tables. All other data are available upon reasonable request from the corresponding author.

How the deposited data were processed for this re-analysis (not part of the article)

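RNA from 38 mouse libraries was analysed. Hippocampal microglia sorted on CD11b (CD11b-MACS, C57BL/6N) gave 16 libraries, 3 young female (YF), 4 young male (YM), 4 old female (OF) and 5 old male (OM). RNA on tagged ribosomes of Cx3cr1-NuTRAP mice (Cx3cr1-TRAP) gave 22 libraries, 5 YF, 5 YM, 7 OF and 5 OM. The experiments used different mice and were tested separately. The paper's methods give 6 and 25 months for CD11b-MACS and 6 and 22 months for Cx3cr1-TRAP, while the sample annotation gives 5 to 6 and 22 to 25 months for both. In Cx3cr1-TRAP the young titles are numbered in the 1400s and the old ones from 203 to 400, so age and title series coincide.

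The deposited values were recorded as signal, and were made by the authors with alignment to mm10 in StrandNGS, removal of duplicates, counting per gene with featureCounts and edgeR normalization. Versions of featureCounts and edgeR are not given. The values are called CPM here, since each is a number of reads scaled to the library size times the TMM factor, and their sums are not held at the total that plain CPM would give. Divided by its library's value of 1 read, every value was a whole number within 0.1 read in CD11b-MACS (12687 genes, 202992 values, largest offset 0.0734) and Cx3cr1-TRAP (15198 genes, 334356 values, largest offset 0.0217). For CD11b-MACS OM2 the value of 1 read lies near 0.1, so the rule for whole reads was judged on values with 7 or more digits. TMM CPM computed again from these reads differed from the deposited ones by at most 5.0e-07 of the value. All genes of both tables pass the filterByExpr rule of edgeR, and no further filter was applied. Symbols were blank for 108 and 148 genes, which kept their Entrez number, and 155 and 235 had no position in the RefSeq annotation of GRCm38, the build of mm10. Recovered reads summed to 8801209 to 15845820 per library in CD11b-MACS and 10746875 to 14674776 in Cx3cr1-TRAP, and 1 read equalled 0.0658 to 0.110 and 0.0681 to 0.0935 CPM.

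Genes were tested with limma 3.58.1 (lmFit, eBayes with trend and robust, statmod 1.5.0) on log2(CPM + 0.5) in R 4.3.3, with the 4 groups of a method in 1 fit and contrasts OF v YF, OM v YM, YF v YM, OF v OM and their interaction. Genes were called at a Benjamini-Hochberg adjusted p under 0.1, and sets shared by the methods also needed a fold change over 1.25 in the 12218 genes of both tables. Single genes have a two-sided permutation test over all regroupings of the libraries. Multidimensional scaling used 500 genes per pair of libraries. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in python 3.11.15.

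Of 31 gene lists written beforehand, 30 held measured genes, and that of mitochondrially encoded genes held 0. The lists were homeostatic microglia, DAM, interferon response, lipid uptake, storage and transport, cholesterol synthesis, MHC class I, MHC class II, complement, Toll-like receptor and NF-kB signalling, SASP, cell cycle arrest, proliferation, lysosome, ribosomal proteins, escaping X-linked and Y-linked genes, and markers of neurons, astrocytes, oligodendrocytes and their precursors, endothelial and mural cells, fibroblasts and meninges, choroid plexus, border-associated macrophages, monocytes and dendritic cells, neutrophils, T and NK cells, B cells and immediate early genes. They were tested with camera at a preset correlation of 0.01, again with an estimated correlation, and with fry, over 150 tests per method.

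Genes named in the text were chosen by a rule written before the values were seen: the 5 largest rises and falls of each comparison with a mean of at least 1 CPM in the higher group, genes the study names, up to 4 called members and up to 2 members not passed per list, and the 5 smallest interaction p in each direction. The study's own tables count as seen. Hif1a, Sparc, Mx1, Cd163, App, Il1b, Spi1, Tnf, Trem2, Usp18, some members of the shared sets, and Mbp as the most abundant oligodendrocyte marker, were added after their values or the sets were seen. Some genes that fit the rule are not reported here.

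Alternatives were DESeq2 1.42.0 and edgeR 4.0.16 quasi-likelihood tests on the recovered reads, limma without trend and robust, fits of 2 groups alone, pseudocounts of 0.1 and 1, genes with a mean of at least 1 CPM, quantile and median-of-ratios scaling, an adjusted p under 0.05, fold change limits, replicate number as a block, title series as a covariate, OM319 to OF400 as the only old Cx3cr1-TRAP libraries, and leaving out each library in turn. The edgeR alternative was planned without naming its options robust and legacy. Counts with both forms of legacy had been seen, in a run made to check the TMM scaling, before the form with both options on was taken as the planned one, and the other 3 combinations count as added later. Cx3cr1-TRAP without OM204 and OM319 was also added after the scaling was seen. Rules for 3 tests of explanations were changed after their first run, so that a bound had to be passed by more than its spread.

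The fit was tested on simulated data with known changes of 1.5, 2 and 4 fold. Genes were simulated independently, without the correlation between genes that the list tests estimated in the real libraries. The numbers found therefore do not show how the fit does under such correlation. For OF v OM it found 36 of 67, 57 of 67 and 63 of 66 genes in CD11b-MACS (21 others called) and 54 of 67, 65 of 67 and 66 of 66 in Cx3cr1-TRAP (19 others), and for the interaction 15 of 67, 49 of 67 and 56 of 66 and 35 of 67, 59 of 67 and 63 of 66. Of 198 genes changed in both, 154 were found as shared and 0 as discordant. Libraries were checked for duplicates within groups, and the closest pairs differed by a chi-square per gene of 5.37 (CD11b-MACS YM3 and YM4) and 3.69 (Cx3cr1-TRAP OF209 and OF210). Transcript-level Cdkn2a, the pathway and upstream regulator analyses, flow cytometry, imaging, RT-qPCR and telomere assays were not analysed here. Tables S2 and S3 were used for 5 comparisons and Tables S4 and S5 for the sets of age genes, while sheets held in part were not used.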

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

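The tests of oligodendrocyte markers, of the 2 old male libraries and of the interferon response genes were chosen only after the results they bear on had been seen, and the rules for 3 of them were tightened after their first results to need the bound passed by more than its spread. The test of ribosomal protein genes against matched genes was set beforehand.

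Ribosomal protein genes, which the paper does not discuss, rose with age in 79 and 78 of 82 members in CD11b-MACS females and males and in 28 and 76 of 81 in Cx3cr1-TRAP (camera adjusted p = 1.5e-43, 3.4e-39, 3.5e-20 and 3.5e-35, and adjusted p = 0.261, 0.269, 0.524 and 0.284 with an estimated correlation). A bias towards short and abundant transcripts is argued against, since 10 genes matched to each member in length and mean CPM had median log2 fold changes of 0.17, 0.11, -0.0098 and 0.052, against 0.88, 0.59, 0.26 and 0.48 for the members. In Cx3cr1-TRAP males the part played by OM204 and OM319 stays open: without them the median was 0.28, within its SE of 0.12 from 0.24, which is 0.5 times the value over all libraries, and 28 members passed, against 48 in females of the same fit. Differences in cell recovery between young and old tissue were not tested, and in Cx3cr1-TRAP age cannot be told apart from the number series of the sample titles.

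All 15 measured oligodendrocyte markers rose with age in females of Cx3cr1-TRAP and all 15 in males, while 0 of 14 passed in either sex of CD11b-MACS, where their median in young females was 5.63 CPM against 27.2 CPM in Cx3cr1-TRAP. A lower share of microglial RNA would raise markers of every other cell type alike. It is argued against for the types compared, which were neurons, astrocytes, oligodendrocyte precursors and endothelial cells. The oligodendrocyte mean rose by 1.25 (SE 0.13) in females, 1.11 over endothelial cells, the highest of these (two-sided exact permutation test, p = 0.00126). In males it rose by 1.14 (SE 0.14), 0.88 over astrocytes, the highest there (exact permutation test, p = 0.00794). Mural, meningeal and choroid plexus markers were not compared, and the choroid plexus list had a median log2 fold change of 0.58 in males. The most abundant marker, Mbp, went from 300.4 ± 62.8 (SD, n = 5) CPM in YF to 712 ± 73.7 (SD, n = 7) in OF. The number series of the sample titles stays open, because 0 of them hold both young and old libraries. RNA of oligodendrocytes or myelin carried along by the purification or taken up by aged microglia, and a larger share of oligodendrocyte RNA in old hippocampus, are candidate explanations that were not tested.

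In males of Cx3cr1-TRAP 3498 genes were called with age over all libraries, and 855 without OM204 and OM319. That fit keeps 3 old males, and no other pair was left out. Fewer libraries can lower a count by themselves, so it does not settle the part played by these 2. Without them the median rise of the interferon response genes was 0.35 (SE of the list mean 0.13, from the other 3 old and 5 young males) in place of 0.68. This lay within that SE of 0.34, or 0.5 times the value over all libraries, and 4 of 44 members passed. A difference in sequencing depth is argued against, since 0 of the 2 libraries (12.6 and 11.4 M reads, where M is 1e6) lay outside the 11.2 to 13.7 M of the other old males. Pieces of choroid plexus and meninges in the dissected tissue could not be told apart from a difference between animals: markers of the choroid plexus and of border-associated macrophages had a Pearson r of 0.0996 among the 10 young libraries (permutation test, p = 0.774), with an upper 95% bound of 0.686. Of 8 such relations, that with MHC class II genes was the closest, at r = 0.864 (permutation test, p = 0.0119, adjusted p = 0.0949). An immune activation in these 2 mice may also account for the pattern, and was not tested.

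Among 126 tests, of 18 items in each of 7 groups of 4, 5 or 7 libraries, 11 found a library farther from the others than Dixon's 95% limit, where chance gives about 1 in 20. These tests share libraries and are not independent. CD11b-MACS OM1 was high in B2m (3182 CPM), H2-D1 (2573 CPM) and H2-K1 (1654 CPM), and CD11b-MACS YM2 stood apart in H2-D1 (859 CPM). In Cx3cr1-TRAP, OM319 stood apart in Cdkn2a (4.74 CPM), YM1437 in Irf7 (0.771 CPM) and YF1442 in Itgax (9.91 CPM). The read totals of CD11b-MACS YM4 and OF4 were 8.80 and 15.8 M, apart from their groups. On the second dimension of the multidimensional scaling, YF1444 lay at 0.48 and OF324 at -0.34, each apart from its group.

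By the interaction test the age effect of 3 genes differed between the sexes in Cx3cr1-TRAP, larger in females by 1.50 for St8sia6, 0.84 for Lpl and 0.70 for Myo1e on the log2 scale. Some vascular markers, which the paper does not discuss, were lower in females of Cx3cr1-TRAP, 7 of 20 endothelial and 5 of 14 mural genes at young age and 6 and 3 at old age, when 1 endothelial and 1 mural gene were higher. For the endothelial list the adjusted camera p was 1.1e-28 at young and 5.5e-10 at old age, and 0.0200 and 0.268 with an estimated correlation. The numbers lower at old age were 2 and 0 without OM204 and OM319. Of 17 markers of border-associated macrophages, 10 were lower with age in females and 5 in males of CD11b-MACS.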

How the results depend on the processing

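Some alternatives were chosen only after results had been seen, namely the edgeR option sets other than that with robust and legacy on, and the fits of Cx3cr1-TRAP without OM204 and OM319, and the other alternatives were fixed before the data were examined, except that robust and legacy in the edgeR alternative were set on after 2 option sets had been seen.

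Counts of called genes are given here only where they moved by over 1.5 times, and comparisons are written with MACS and TRAP for the 2 methods. Against main counts of MACS OF v OM 231, MACS interaction 0, TRAP OM v YM 3498, TRAP YF v YM 52, TRAP OF v OM 546, TRAP interaction 3, females-only set 50, males-only set 58, old-age sex set 24 and TRAP sex overlap of ages 27, the counts were, with a fit of 2 groups alone MACS OF v OM 142, TRAP OM v YM 1840, TRAP YF v YM 134, TRAP OF v OM 71, females-only set 88, males-only set 33, old-age sex set 12 and TRAP sex overlap of ages 14, with DESeq2 MACS interaction 22, TRAP YF v YM 124, TRAP OF v OM 967, TRAP interaction 13 and TRAP sex overlap of ages 45, with adjusted p under 0.05 MACS OF v OM 137, TRAP OM v YM 2148, TRAP YF v YM 23, TRAP OF v OM 61, old-age sex set 9 and TRAP sex overlap of ages 11, with edgeR with bias-adjusted deviances and without robust TRAP interaction 1 and old-age sex set 40, with edgeR without robust TRAP interaction 1, with a fold change over 1.25 TRAP OM v YM 2193, with limma without trend and robust MACS OF v OM 128, TRAP YF v YM 32, TRAP OF v OM 211, TRAP interaction 1, old-age sex set 13 and TRAP sex overlap of ages 16, with OM319 to OF400 as the only old libraries TRAP OM v YM 2017 and TRAP OF v OM 58, with quantile normalization MACS interaction 1, with the replicate number as a block males-only set 89, with title series as covariate TRAP OF v OM 855, with all but OM204 and OM319 TRAP OM v YM 855, TRAP YF v YM 157, TRAP OF v OM 226, TRAP interaction 7, females-only set 97, males-only set 9 and old-age sex set 38, and with no limit on fold change males-only set 114. Leaving out 1 library gave MACS OF v OM 80 (without MACS OF4) to 484 (without MACS OM1), MACS interaction 0 (without MACS YF1) to 72 (without MACS OM1), TRAP OM v YM 1861 (without TRAP OM319) to 5011 (without TRAP OM320), TRAP YF v YM 20 (without TRAP YF1444) to 93 (without TRAP OM319), TRAP OF v OM 93 (without TRAP OF383) to 2121 (without TRAP OM320), TRAP interaction 1 (without TRAP YM1438) to 16 (without TRAP OM320), males-only set 28 (without TRAP OM319) to 93 (without TRAP OM320), old-age sex set 9 (without TRAP OF383) to 42 (without MACS OM1) and TRAP sex overlap of ages 12 (without TRAP YF1444) to 32 (without TRAP OM320). The cause of these moves was not tested, except that a stricter threshold or a fold limit lowers the count of genes called in a comparison by construction. The replicate numbers were also checked as a block, since libraries of CD11b-MACS carry numbers 1 to 5, and by the rule set beforehand, that every pair's residuals correlate over 0.1, they do not pair the libraries: 13 of 21 pairs with the same number did, with a lowest of -0.154. The median was 0.12 for the same number and -0.0467 for other numbers, and 10 of 15 libraries correlated best with one of their own number, a hint from the data and not the design.

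The list tests of DAM, homeostatic, interferon response and SASP genes between the sexes lost their call, as adjusted p, with an estimated correlation MACS OF v OM homeostatic 0.324, MACS OF v OM SASP 0.303, MACS YF v YM interferon 0.798, TRAP OF v OM homeostatic 0.748, TRAP OF v OM DAM 0.175, TRAP OF v OM interferon 0.721, TRAP YF v YM homeostatic 0.524, TRAP YF v YM DAM 0.524 and TRAP YF v YM interferon 0.524 and with fry MACS YF v YM interferon 0.798, TRAP OF v OM homeostatic 0.573, TRAP OF v OM interferon 0.543, TRAP YF v YM homeostatic 0.319, TRAP YF v YM DAM 0.327 and TRAP YF v YM interferon 0.331. Leaving out 1 library gave adjusted camera p of MACS OF v OM interferon 0.00225 (without MACS OF3) to 0.916 (without MACS OM1), MACS YF v YM interferon 5.7e-07 (without MACS YF3) to 0.563 (without MACS YF4), TRAP OF v OM homeostatic 0.00172 (without TRAP OM203) to 0.402 (without TRAP OM319), TRAP OF v OM interferon 3.0e-06 (without TRAP OM203) to 0.787 (without TRAP OM204), TRAP OF v OM SASP 0.0311 (without TRAP OM319) to 0.97 (without TRAP OM203) and TRAP YF v YM SASP 0.0173 (without TRAP YM1436) to 0.53 (without TRAP YF1442), and without MACS YF4 the direction of the interferon list in young CD11b-MACS was reversed (adjusted p = 0.563). On the first dimension of the scaling, old females and old males of Cx3cr1-TRAP differed by -0.060 with all genes, in the reverse direction, and by 0.13 without sex-linked genes, and young ones by 0.056 and 0.12. Of 1470 results of named genes, 672 were called, and 461 of these kept direction and call in every alternative. Over 45909 recomputed gene values, 43841 kept direction and call, 1368 lost a call, 699 gained one and 1 reversed, that of Spi1 in CD11b-MACS females after quantile normalization (-0.18). A single read corresponded to 0.0658 to 0.110 CPM in CD11b-MACS and 0.0681 to 0.0935 CPM in Cx3cr1-TRAP, so genes near 0.5 CPM, such as Cdkn2a in young mice, rested on few reads.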

Differences from the paper's values

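All comparisons in this part were set before the data were examined, except that the options robust and legacy of the edgeR alternative were not named beforehand and were set after the counts of 2 option sets had been seen, and that genes of the paper's sets were looked up after the sets were known. Counts use the paper's stated thresholds, adjusted p under 0.1 and, for sets shared by the methods, a fold change over 1.25. Of 27 counts in the paper's text, 24 were within 1.5 times of those found here and 3 were not.

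Females-only age genes that were discordant between the methods numbered 5 here and 2 in the paper. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's in 2 (edgeR on the recovered reads) and 3 (adjusted p under 0.05) and not in 5 (pseudocount 0.1), 5 (pseudocount 1), 5 (genes of mean 1 CPM or more), 4 (quantile normalization), 5 (median-of-ratios scaling), 8 (the fit of 2 groups alone), 6 (limma without trend and robust), 5 (DESeq2), 5 (the replicate block) and 10 (no limit on fold change). With 1 library left out it was within that range at 2 (without CD11b-MACS OF3 or Cx3cr1-TRAP OF210) and 3 (without CD11b-MACS OF1, Cx3cr1-TRAP YF1441, Cx3cr1-TRAP YF1444 or Cx3cr1-TRAP OF382). Of the alternatives chosen after seeing the values, it was within that range at 3 (edgeR with bias-adjusted deviances).

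Old-age sex genes lower in females in both methods numbered 2 here and 1 in the paper. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's in 1 (limma without trend and robust), 1 (edgeR on the recovered reads) and 1 (the replicate block) and not in 2 (pseudocount 0.1), 2 (pseudocount 1), 2 (genes of mean 1 CPM or more), 2 (quantile normalization), 2 (median-of-ratios scaling), 0 (the fit of 2 groups alone), 2 (DESeq2), 0 (adjusted p under 0.05) and 2 (no limit on fold change). With 1 library left out it was within that range at 1 (without CD11b-MACS OF1, CD11b-MACS OF2, CD11b-MACS OF3, CD11b-MACS OF4, CD11b-MACS OM2, CD11b-MACS OM3, CD11b-MACS OM4, CD11b-MACS OM5, Cx3cr1-TRAP YF1441, Cx3cr1-TRAP YF1443, Cx3cr1-TRAP YF1444, Cx3cr1-TRAP YM1436, Cx3cr1-TRAP YM1437, Cx3cr1-TRAP YM1438, Cx3cr1-TRAP YM1439, Cx3cr1-TRAP YM1445, Cx3cr1-TRAP OF325 or Cx3cr1-TRAP OM321).

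Genes called between the sexes of Cx3cr1-TRAP at old age only numbered 519 here and 344 in the paper. Of the alternatives set before the data were examined, the count was within 1.5 times of the paper's in 499 (pseudocount 0.1) and 344 (edgeR on the recovered reads) and not in 539 (pseudocount 1), 543 (genes of mean 1 CPM or more), 622 (quantile normalization), 527 (median-of-ratios scaling), 57 (the fit of 2 groups alone), 195 (limma without trend and robust), 922 (DESeq2) and 50 (adjusted p under 0.05). With 1 library left out it was within that range at 233 (without Cx3cr1-TRAP OF325), 290 (without Cx3cr1-TRAP YM1437), 295 (without Cx3cr1-TRAP YF1443), 308 (without Cx3cr1-TRAP YF1441), 311 (without Cx3cr1-TRAP YF1444), 313 (without Cx3cr1-TRAP YM1438), 388 (without Cx3cr1-TRAP YM1439), 421 (without Cx3cr1-TRAP YM1445), 439 (without Cx3cr1-TRAP YM1436) and 488 (without Cx3cr1-TRAP OF400). Of the alternatives chosen after seeing the values, it was within that range at 483 (edgeR with bias-adjusted deviances) and 490 (edgeR without robust). With robust and legacy on, edgeR on the recovered reads gave the paper's value in 27 of 27 counts.

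The edgeR alternative called every gene of the paper's 4 sets of age and old-age sex genes shared by the methods, and no other gene. Limma did not place AB124611, Ephx1, Klrb1b, Mmp28 and Pira2 in the set of both sexes, Cd4, Glmp, Gsap, Mgl2, Rhobtb1 and Wasf2 in the females-only set and Cdk6, Gvin3, Ifit1, Igfbp6, Osm, Poc1b, Raver2, Slamf6, Tiam2 and Wfdc17 in the males-only set, all of which the paper lists. For Ifit1, which the paper gives as specific to old males, the rise passed in CD11b-MACS males, at 1.07 (adjusted p = 0.0338), and not in Cx3cr1-TRAP males, at 0.61 (adjusted p = 0.108). Of the paper's 23 old-age sex genes, 20 were in the set found here and Cd22, Itgax and Mpdz were not. Cd22 was 0.45 (adjusted p = 0.100) in Cx3cr1-TRAP, where edgeR called it. Itgax passed at old age in both methods, and was left out because it also passed at young age in Cx3cr1-TRAP, at 0.82 (adjusted p = 0.0694), which edgeR did not call. For Mpdz, CD11b-MACS gave -0.94 (adjusted p = 0.167).

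The paper states that leaving out an outlying old male makes the sex difference of Cdkn2a in the translatome of old mice significant. It kept that sample, and reports higher Cdkn2a in old females by RT-qPCR of Cx3cr1-TRAP RNA from an independent cohort, which was not analysed here. Without OM319, which held the highest value, old females were higher by 0.74 here (adjusted p = 0.209 from limma, adjusted over all genes tested, against 0.522 with it kept), and without both OM204 and OM319, a choice made after seeing the values, by 0.96 (adjusted p = 0.0840). In CD11b-MACS, where the paper finds Cdkn2a higher in old females, the difference passed at 1.07 (adjusted p = 0.0586). The test behind the paper's statement and the set of genes in its adjustment may be unlike those used here.

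Gene by gene, the paper's Tables S2 and S3 were held in full for 5 comparisons, namely young and old sex differences of CD11b-MACS, those of Cx3cr1-TRAP, and age in Cx3cr1-TRAP females. Their 8, 205, 52, 367 and 1195 genes, which are the paper's counts, all had the same sign here. Of these, 8, 200, 49, 359 and 1148 also passed in limma. The log2 fold changes correlated with the paper's at 0.999, 0.975, 0.976, 0.963 and 0.974. The largest difference of a gene was 3.77, 5.57, 5.60, 5.60 and 1.86 in the same order. The pseudocount of 0.5 CPM pulls fold changes towards 0 for genes near 0 CPM in a group. Its part in these differences was not tested. The tables of age in CD11b-MACS females and males and in Cx3cr1-TRAP males were held in part and were not compared.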

Other observations

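The counts over other splits of the libraries, given below, were chosen only after the results were seen. Most homeostatic genes fell with age in CD11b-MACS, and some lysosomal and immediate early genes rose in both methods. With an estimated correlation none of these 3 lists passed, apart from immediate early genes in Cx3cr1-TRAP females. P2ry12, the purinergic receptor that guides surveying processes, fell by 1.02 (adjusted p = 3.1e-06 from limma) in CD11b-MACS females and fell by 0.70 (adjusted p = 1.1e-04) in males. The following values are of old against young, in the order CD11b-MACS females, CD11b-MACS males, Cx3cr1-TRAP females and Cx3cr1-TRAP males. Ctse, cathepsin E of endosomes, rose by 2.83, 2.50, 2.33 and 1.25 (adjusted p = 1.8e-08, 2.2e-08, 8.7e-07 and 0.00597), and Cd63, a tetraspanin of late endosomes, by 1.58, 1.04, 1.16 and 1.14 (adjusted p = 6.3e-09, 6.4e-07, 5.4e-07 and 3.6e-06). H2-DMa, which loads peptides on MHC class II, rose by 0.63, 0.53, 0.39 and 0.50 (adjusted p = 4.3e-05, 1.5e-04, 0.0133 and 0.00235), Tlr2, a receptor of lipoproteins, by 1.23, 0.63, 1.42 and 1.21 (adjusted p = 2.3e-07, 2.3e-04, 2.4e-09 and 3.1e-07), and the immediate early factors Atf3 and Egr2 by 1.89, 1.16, 1.72 and 1.02 and by 1.83, 1.01, 1.73 and 1.27 (adjusted p = 3.8e-08, 7.7e-06, 8.3e-07 and 0.00238 for Atf3, 4.5e-04, 0.0246, 7.8e-07 and 3.3e-04 for Egr2). None of these calls ended in any of the alternatives run for single genes, the stricter threshold aside.

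The members of the lists behind them went as follows, in that order, with the numbers measured in CD11b-MACS and Cx3cr1-TRAP. Of 29 homeostatic genes, 0, 0, 1 and 1 were higher and 26, 21, 14 and 3 lower (higher 0, 0, 2 and 0 and lower 26, 24, 16 and 3 when adjusted over the list alone, camera adjusted p = 2.1e-13, 4.8e-13, 3.0e-08 and 0.771, adjusted p = 0.129, 0.129, 0.463 and 0.938 with an estimated correlation), and in Cx3cr1-TRAP males the median was 0.054 and the mean -0.023. Of 37 and 38 lysosomal genes, 28, 20, 19 and 26 were higher and 3, 2, 0 and 0 lower (higher 30, 24, 24 and 30 and lower 3, 2, 0 and 0 when adjusted over the list alone, camera adjusted p = 2.3e-14, 3.0e-09, 1.1e-16 and 6.9e-12, adjusted p = 0.261, 0.390, 0.131 and 0.260 with an estimated correlation). Of 10 MHC class II genes, 5, 4, 3 and 5 were higher and 0 in each lower (higher 5 in each and lower 0 in each when adjusted over the list alone, camera adjusted p = 0.0389, 0.00387, 0.0277 and 4.2e-04, adjusted p = 0.719, 0.580, 0.586 and 0.514 with an estimated correlation), and in Cx3cr1-TRAP females the median was 0.32 and the mean -0.038. Of 15 and 17 complement genes, 6, 5, 4 and 8 were higher and 2, 2, 2 and 0 lower (higher 6, 6, 5 and 8 and lower 3, 2, 3 and 1 when adjusted over the list alone, camera adjusted p = 0.0559, 0.0549, 0.0492 and 0.00328, adjusted p = 0.719, 0.719, 0.666 and 0.562 with an estimated correlation). Complement C4b rose in Cx3cr1-TRAP females and males by 1.80 (adjusted p = 8.3e-07) and 1.71 (adjusted p = 8.4e-06), and C2 fell by 1.65 and fell by 1.02 (adjusted p = 0.00142 and 0.0248) in CD11b-MACS. Of 34 and 33 Toll-like receptor and NF-kB genes, 10, 7, 8 and 10 were higher and 4, 4, 0 and 1 lower (higher 10, 7, 10 and 12 and lower 4, 4, 2 and 1 when adjusted over the list alone, camera adjusted p = 0.128, 0.152, 2.5e-05 and 0.00552, adjusted p = 0.719, 0.719, 0.524 and 0.580 with an estimated correlation). Of 21 and 22 immediate early genes, which handling of tissue also induces, 5, 6, 10 and 10 were higher and 1, 2, 1 and 0 lower (higher 5, 6, 11 and 10 and lower 1, 2, 1 and 1 when adjusted over the list alone, camera adjusted p = 0.412, 0.00484, 1.1e-11 and 3.0e-04, adjusted p = 0.881, 0.654, 0.0278 and 0.319 with an estimated correlation), and in CD11b-MACS females the median was -0.036 and the mean 0.19. In Cx3cr1-TRAP males without OM204 and OM319 the members higher were 9 lysosomal, 3 complement, 4 Toll-like receptor and NF-kB and 6 immediate early genes, and the homeostatic median was -0.059.

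Few members of the lists of proliferation, escaping X-linked and Y-linked genes changed with age. Of 24 and 22 proliferation genes, 1, 1, 0 and 0 were higher and 0, 0, 0 and 2 lower (higher 1, 0, 0 and 0 and lower 0 in each when adjusted over the list alone, camera adjusted p = 0.422, 0.771, 0.621 and 0.803, adjusted p = 0.882, 0.947, 0.830 and 0.906 with an estimated correlation). Of 10 X-linked genes that escape inactivation, 1, 2, 1 and 1 were higher and 0, 1, 0 and 1 lower (higher 1, 2, 2 and 1 and lower 0, 1, 0 and 1 when adjusted over the list alone, camera adjusted p = 0.582, 0.551, 0.0495 and 0.592, adjusted p = 0.798, 0.778, 0.236 and 0.737 with an estimated correlation), and of 4 Y-linked genes, 0 in each were higher and 0, 0, 0 and 1 lower (higher 0 in each and lower 0, 0, 0 and 2 when adjusted over the list alone, camera adjusted p = 0.964, 0.759, 0.817 and 0.595, adjusted p = 0.979, 0.915, 0.876 and 0.764 with an estimated correlation). No median over all genes moved by over 0.1 on the log2 scale under another scaling. Near 0, the medians of proliferation genes in CD11b-MACS males, and of escaping X-linked genes in CD11b-MACS females and Cx3cr1-TRAP males, changed sign under quantile normalization or median-of-ratios scaling. Between old females and males of CD11b-MACS the median of cell cycle arrest genes changed sign too, and so did that of homeostatic genes between young ones.

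Markers of other cell types, in the same order and as levels of RNA with no source assigned, were as follows. Of 17 and 20 neuronal genes, 1, 1, 0 and 1 were higher and 4, 2, 1 and 5 lower (higher 1, 1, 0 and 1 and lower 4, 1, 1 and 5 when adjusted over the list alone, camera adjusted p = 0.0960, 0.224, 0.0302 and 0.00255, adjusted p = 0.752, 0.812, 0.690 and 0.580 with an estimated correlation). Synaptophysin (Syp) rose in CD11b-MACS by 1.34 (adjusted p = 3.8e-04) and 1.01 (adjusted p = 0.00278). Of 14 and 15 astrocyte genes, 2, 1, 1 and 5 were higher and 0 in each lower (higher 2, 1, 1 and 5 and lower 0 in each when adjusted over the list alone, camera adjusted p = 0.961, 0.431, 0.210 and 0.0145, adjusted p = 0.981, 0.893, 0.770 and 0.642 with an estimated correlation), with Gfap higher in Cx3cr1-TRAP by 1.10 (adjusted p = 2.1e-06) and 0.86 (adjusted p = 3.0e-04). In CD11b-MACS females the astrocyte median was -0.25 and the mean 0.042. Of 14 and 15 oligodendrocyte genes, 0, 0, 15 and 15 were higher and 0 in each lower (higher 0, 0, 15 and 15 and lower 0 in each when adjusted over the list alone, camera adjusted p = 0.296, 0.0766, 1.7e-38 and 1.0e-21, adjusted p = 0.881, 0.778, 0.00258 and 0.0234 with an estimated correlation). Of 7 and 9 genes of oligodendrocyte precursors, 1, 2, 2 and 1 were higher and 2, 0, 1 and 3 lower (higher 2, 2, 3 and 1 and lower 2, 0, 2 and 3 when adjusted over the list alone, camera adjusted p = 0.945, 0.0566, 0.172 and 0.863, adjusted p = 0.979, 0.719, 0.562 and 0.916 with an estimated correlation), with medians of -0.31, 0.29, 0.059 and 0.025 and means of 0.49, 1.12, 0.14 and -0.013. Of 19 and 20 endothelial genes, 4, 5, 2 and 2 were higher and 2, 2, 1 and 2 lower (higher 4, 7, 2 and 3 and lower 2, 3, 3 and 2 when adjusted over the list alone, camera adjusted p = 0.645, 0.171, 0.216 and 0.362, adjusted p = 0.915, 0.778, 0.770 and 0.815 with an estimated correlation). In CD11b-MACS females and males Flt1, a receptor of VEGF, rose by 3.63 (adjusted p = 4.0e-05) and 2.44 (adjusted p = 6.7e-04) and Egfl7 fell by 1.79 and fell by 1.26 (adjusted p = 6.1e-04 and 0.00668). Of 11 and 14 mural genes, 1, 1, 1 and 0 were higher and 1, 0, 0 and 1 lower (higher 1, 1, 1 and 0 and lower 0, 0, 0 and 1 when adjusted over the list alone, camera adjusted p = 0.803, 0.103, 0.0399 and 0.127, adjusted p = 0.957, 0.778, 0.562 and 0.633 with an estimated correlation), and in CD11b-MACS females the median was -0.085 and the mean 0.32. With OM204 and OM319 left out, 1 neuronal and 0 precursor genes were lower and 1 astrocyte gene was higher in Cx3cr1-TRAP males, the precursor median there was -0.11, and 3 endothelial genes were lower in its females.

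Blood cells and brain borders gave these values in that order. Of 6 and 12 fibroblast and meningeal genes, 0 in each were higher and 0 in each lower (higher 0 in each and lower 0 in each when adjusted over the list alone, camera adjusted p = 0.297, 0.817, 0.0281 and 0.404, adjusted p = 0.778, 0.925, 0.580 and 0.778 with an estimated correlation). Of 9 and 12 genes of choroid plexus and ependyma, 0 in each were higher and 0 in each lower (higher 0 in each and lower 0, 0, 1 and 0 when adjusted over the list alone, camera adjusted p = 0.697, 0.683, 0.00764 and 0.234, adjusted p = 0.925, 0.925, 0.598 and 0.770 with an estimated correlation). Of 17 genes of border-associated macrophages, 1, 0, 1 and 2 were higher and 10, 5, 3 and 0 lower (higher 1, 0, 1 and 2 and lower 12, 8, 10 and 0 when adjusted over the list alone, camera adjusted p = 3.2e-05, 0.00456, 9.9e-04 and 0.419, adjusted p = 0.580, 0.719, 0.580 and 0.842 with an estimated correlation), and without OM204 and OM319 7 were lower in Cx3cr1-TRAP females (5 after quantile normalization). Of 13 and 10 genes of monocytes and dendritic cells, 1, 5, 1 and 2 were higher and 1, 0, 0 and 1 lower (higher 1, 9, 2 and 2 and lower 1, 0, 1 and 1 when adjusted over the list alone, camera adjusted p = 0.0909, 0.00117, 0.521 and 0.342, adjusted p = 0.778, 0.580, 0.709 and 0.580 with an estimated correlation). Of 13 and 3 neutrophil genes, 7, 0, 1 and 0 were higher and 0 in each lower (higher 8, 0, 1 and 0 and lower 0, 0, 1 and 0 when adjusted over the list alone, camera adjusted p = 4.6e-04, 0.0111, 0.676 and 0.404, adjusted p = 0.650, 0.734, 0.795 and 0.666 with an estimated correlation), with the granule genes Ngp, Camp and Ltf higher in CD11b-MACS females by 2.99 (adjusted p = 0.0125), 3.09 (adjusted p = 0.00380) and 3.12 (adjusted p = 0.0103). Of 13 and 3 genes of T and NK cells, 4, 1, 0 and 0 were higher and 4, 0, 0 and 0 lower (higher 4, 0, 0 and 1 and lower 4, 0, 0 and 0 when adjusted over the list alone, camera adjusted p = 0.771, 0.702, 0.964 and 0.293, adjusted p = 0.925, 0.915, 0.966 and 0.562 with an estimated correlation). In CD11b-MACS females Cd5 rose by 1.66 (adjusted p = 6.0e-04) and Klrd1 fell by 1.62 (adjusted p = 0.00216). Of 8 and 4 B cell genes, 1, 0, 0 and 1 were higher and 3, 0, 0 and 0 lower (higher 2, 0, 1 and 1 and lower 3, 0, 0 and 0 when adjusted over the list alone, camera adjusted p = 0.805, 0.961, 0.511 and 0.500, adjusted p = 0.925, 0.979, 0.744 and 0.737 with an estimated correlation). In Cx3cr1-TRAP females the neutrophil median was 0.079 and the mean -0.13, and those of monocytes and dendritic cells -0.0029 and 0.049. Near 0, the medians of B cell and oligodendrocyte precursor genes in Cx3cr1-TRAP males, of T and NK cell and monocyte genes in its females, and of endothelial genes in CD11b-MACS females changed sign under another scaling.

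The libraries of each comparison were also split into other groups of the same sizes, using all 35 splits of CD11b-MACS YF and YM and of its OF and YF, and 100 drawn splits elsewhere, the real split included. Chance could be excluded for age in CD11b-MACS females (3781 genes, 1 of 35 splits, highest other 1791) and in Cx3cr1-TRAP females (1212 genes, 1 of 100 splits, highest other 547). In CD11b-MACS males the share was under 0.05 (2797 genes, 1 of 100 splits, highest other 2604). The margin was small there and 100 of 126 possible splits were counted, so how far that count goes beyond chance is left open. In Cx3cr1-TRAP males the share of splits with as many genes was also under 0.05 (3498 genes, 2 of 100 splits, highest other 3859), but another split called more genes, and 855 were called without OM204 and OM319, so how far this count goes beyond chance is left open. Between the sexes, splits that mix females and males can hardly call sex-linked genes, so these genes fix part of the outcome. All 8 genes of young CD11b-MACS were X- or Y-linked (1 of 35 splits, highest other 1), so that test does not bear on other genes. In young Cx3cr1-TRAP (52 genes, 1 of 100 splits, highest other 42) 40 were autosomal, and for these chance was not excluded. In old Cx3cr1-TRAP (546 genes, 1 of 100 splits, highest other 442) 501 were autosomal, and the share was under 0.05. Only 100 of 792 possible splits were counted, and the highest other came near the autosomal count. How far this count goes beyond chance is left open. Chance could not be excluded in old CD11b-MACS (231 genes, 5 of 100 splits, highest other 752). The interaction gave 0 genes by limma in CD11b-MACS, where edgeR gave 0, DESeq2 22 and an unadjusted p under 0.05 held for 758 genes, so all 100 splits were as large, with a highest other of 717. In Cx3cr1-TRAP the share of splits with as many interaction genes was under 0.05 (3 genes, 3 of 100 splits, highest other 159), but the genes are few and numbered 1 to 16 on leaving out 1 library, so whether chance accounts for them is left open. Splits that call several times the real count, 752 against 231, 717 against 0 and 159 against 3, point to a structure of the samples, and what these splits align with was not tested. For the 5 sets shared by the methods, the real split gave 257, 50, 58, 24 and 7 genes, and the highest of the other splits gave 0. In each comparison the median of the other splits was 0 genes, so a shared gene was hardly possible in them, and this does not bear on how far the methods agree. Calls independent between the methods would share 33.1 of the females-only and 47.7 of the males-only genes.

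For the absolute mean log2 difference of a list between the sexes, DAM genes gave 0.80 (2 of 100, highest other 0.87) in old CD11b-MACS and 0.40 (2 of 100, highest other 0.40) in old Cx3cr1-TRAP, and 0.091 (6 of 35, highest other 0.12) and 0.16 (4 of 100, highest other 0.18) in young ones. Since 10 of the 45 genes are in the set the study drew from these samples, the other 35 were also tested. Those 10 were chosen for a sex difference at old age in the real split, and no such choice was made in the other splits. Leaving them out lowers the real value at old age by design, so these results lean towards chance. For these the share of splits as large was under 0.05 in old CD11b-MACS, at 0.68 (3 of 100, highest other 0.78). Another split gave more there and the shares are not adjusted for the number of lists, so whether chance accounts for it is left open. Chance could not be excluded in old Cx3cr1-TRAP, at 0.25 (6 of 100, highest other 0.31), young CD11b-MACS, at 0.087 (7 of 35, highest other 0.13), or young Cx3cr1-TRAP, at 0.16 (8 of 100, highest other 0.20). For the other lists it could not be excluded. Homeostatic genes gave 0.0018 (33 of 35, highest other 0.048) in young and 0.13 (9 of 100, highest other 0.18) in old CD11b-MACS, and 0.13 (22 of 100, highest other 0.23) in young and 0.072 (40 of 100, highest other 0.15) in old Cx3cr1-TRAP. Interferon response genes gave, in that order, 0.16 (19 of 35, highest other 0.50), 0.0062 (98 of 100, highest other 0.55), 0.30 (15 of 100, highest other 0.39) and 0.19 (37 of 100, highest other 0.52), and SASP genes 0.068 (23 of 35, highest other 0.25), 0.28 (13 of 100, highest other 0.42), 0.10 (27 of 100, highest other 0.18) and 0.063 (58 of 100, highest other 0.24).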
